# Metabolomic and transcriptomic analyses of *Fmo5*^*-/*^^*- *^mice reveal roles for flavin-containing monooxygenase 5 (FMO5) in NRF2-mediated oxidative stress response, unfolded protein response, lipid homeostasis, and carbohydrate and one-carbon metabolism

**DOI:** 10.1371/journal.pone.0286692

**Published:** 2023-06-02

**Authors:** Ian R. Phillips, Sunil Veeravalli, Sanjay Khadayate, Elizabeth A. Shephard

## Abstract

Flavin-containing monooxygenase 5 (FMO5) is a member of the FMO family of proteins, best known for their roles in the detoxification of foreign chemicals and, more recently, in endogenous metabolism. We have previously shown that *Fmo5*^*-/-*^ mice display an age-related lean phenotype, with much reduced weight gain from 20 weeks of age. The phenotype is characterized by decreased fat deposition, lower plasma concentrations of glucose, insulin and cholesterol, higher glucose tolerance and insulin sensitivity, and resistance to diet-induced obesity. In the present study we report the use of metabolomic and transcriptomic analyses of livers of *Fmo5*^*-/-*^ and wild-type mice to identify factors underlying the lean phenotype of *Fmo5*^*-/-*^ mice and gain insights into the function of FMO5. Metabolomics was performed by the Metabolon platform, utilising ultrahigh performance liquid chromatography-tandem mass spectroscopy. Transcriptomics was performed by RNA-Seq and results analysed by DESeq2. Disruption of the *Fmo5* gene has wide-ranging effects on the abundance of metabolites and expression of genes in the liver. Metabolites whose concentration differed between *Fmo5*^*-/-*^ and wild-type mice include several saturated and monounsaturated fatty acids, complex lipids, amino acids, one-carbon intermediates and ADP-ribose. Among the genes most significantly and/or highly differentially expressed are *Apoa4*, *Cd36*, *Fitm1*, *Hspa5*, *Hyou1*, *Ide*, *Me1* and *Mme*. The results reveal that FMO5 is involved in upregulating the NRF2-mediated oxidative stress response, the unfolded protein response and response to hypoxia and cellular stress, indicating a role for the enzyme in adaptation to oxidative and metabolic stress. FMO5 also plays a role in stimulating a wide range of metabolic pathways and processes, particularly ones involved in lipid homeostasis, the uptake and metabolism of glucose, the generation of cytosolic NADPH, and in one-carbon metabolism. The results predict that FMO5 acts by stimulating the NRF2, XBP1, PPARA and PPARG regulatory pathways, while inhibiting STAT1 and IRF7 pathways.

## Introduction

Mammalian flavin-containing monooxygenases (FMOs) (EC 1.14.13.8) are a small family of proteins (FMOs 1–5) whose members play roles in both xenobiotic [1] and endogenous metabolism [2]. FMOs catalyze the NADPH-dependent oxygenation of a wide range of chemicals. Drug substrates of FMO1 and FMO3 can overlap and are mono-oxygenated usually at a nitrogen or a sulfur atom [1]. One of the substrates of FMO3 is the dietary-derived odorous chemical trimethylamine [3], which is converted in the liver to its non-odorous *N*-oxide. Mutations in the human *FMO3* gene cause the inherited disorder trimethylaminuria [4]. FMO5 is unusual in that its substrates do not overlap with those of other FMOs and it catalyzes Baeyer-Villiger reactions [5, 6].

The use of *Fmo* knockout mouse lines has been effective in establishing functions for FMOs. FMO1 has been identified as a key participant in the metabolism of drugs subject to retro-reduction [7], as a regulator of energy balance [8] and as an enzyme that converts hypotaurine to taurine [9]. Male mice are natural liver-specific knockouts for FMO3 [10], with *Fmo3* expression being switched off at about 6 weeks of age [11], and consequently excrete large amounts of trimethylamine in their urine.

We have previously shown that *Fmo5*^*-/-*^ mice display an age-related lean phenotype, with much reduced weight gain from about 20 weeks of age [12]. The phenotype is characterized by decreased fat deposition, lower plasma concentrations of glucose, insulin and cholesterol, higher glucose tolerance and insulin sensitivity, and resistance to diet-induced obesity [12, 13]. FMO5 is expressed in the liver and throughout the gut [13] and acts as a potential sensor of gut bacteria [13]. In many respects the phenotype of *Fmo5*^*-/-*^ mice is similar to that of germ-free mice [13, 14], supporting a role for FMO5 in host-microbiome interactions. Treatment of *Fmo5*^*-/-*^ mice with antibiotics does not change their phenotype with respect to plasma glucose, glucose tolerance or insulin sensitivity. In contrast, wild-type (WT) mice treated with antibiotics showed improved glucose tolerance and insulin sensitivity [13]. Analysis of gut microbiome composition [13] and the presence of the microbial product 2,3 butanediol in the urine of *Fmo5*^*-/-*^, but not of WT mice [15] confirms that FMO5 plays a role in modulating microbial gut populations. Expression of recombinant mouse FMOs 1, 2, 3, 4 and 5 in cell lines derived from kidney or liver showed that each of the proteins affected metabolic processes and protected against chemically induced stress [16].

FMO5 is highly expressed in liver in both mouse and human [11, 17, 18]. In the present study we report the use of metabolomic and transcriptomic analyses of livers of *Fmo5*^*-/-*^ and WT mice to gain insights into factors underlying the lean phenotype of *Fmo5*^*-/-*^ mice. The results indicate that FMO5 plays a role in the NRF2-mediated oxidative stress response, the unfolded protein response and in several metabolic pathways and processes, particularly ones involved in the regulation of lipid homeostasis, the uptake and metabolism of glucose, the generation of cytosolic NADPH, and in one-carbon metabolism.

## Results

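The transcriptome was measured by RNA-seq in the liver of 3 WT and 3 *Fmo5*-/- mice, all males of 32 weeks of age, with 1 library of single reads per mouse. The authors mapped the reads to mm10 with STAR 2.6.0c, counted the reads that map to 1 place and lie in the exons of 1 gene, and compared the genotypes with DESeq2. Their deposited normalized values differ from the counts of both strands by 1 factor per sample, so those counts were analysed here. The WT mice had 48155780, 44886286 and 49926557 counts on genes, and the *Fmo5*-/- mice had 52338675, 49095879 and 48170882. These counts were between 66.2% and 69.2% of the reads of a library, and a further 10.4% to 13.1% of the reads mapped to several places and were left out. Each library allows a gene with no count up to 3 counts, or between 0.0573 and 0.0668 CPM (counts per 1e6 counts). Intervals and limits of this kind cover counting error only.

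Of the 54446 genes that the files list by versioned Ensembl identifier, 34200 had at least 1 count, and 16734 passed edgeR's filter on low counts (filterByExpr, with a minimum count of 10). Library sizes were scaled with edgeR's TMM factors, and normalized counts are counts divided by the scaled library size and multiplied by the mean of the 6 sizes. The genotypes were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over all tested genes. A gene is called differentially expressed where the adjusted p is under 0.05 and the mean normalized count is 500 or more, which 7819 genes reached. With 3 mice against 3, the smallest p that a two-sided exact permutation test can give is 0.1, and chance alone leaves 10% of genes with no overlap between the genotypes. The typical biological coefficient of variation between mice of 1 genotype was 15%.

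*Fmo5* (ENSMUSG00000028088.14, on chromosome 3, 97628804 to 97655282 of mm10) had normalized counts of 39807.7, 37405.3 and 30239.7 in the WT mice and of 1071.29, 1102.37 and 1193.81 in the *Fmo5*-/- mice. The group means were 35818 ± 4978 in WT mice and 1122 ± 63.7 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -5.00 (standard error 0.14, adjusted p = 2.79e-07 from edgeR's quasi-likelihood test).

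**Figure D1:**
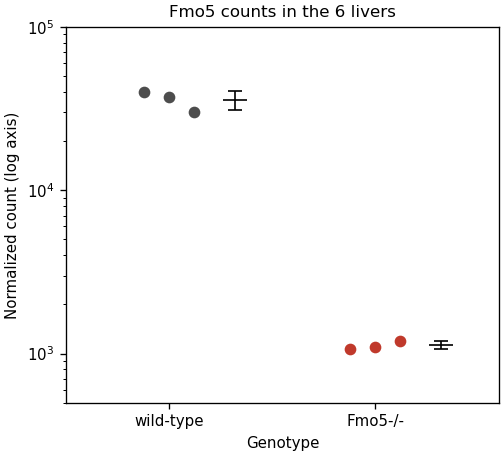
Normalized counts of *Fmo5* on a log axis for each of the 3 WT and 3 *Fmo5*-/- mice, with the mean and SD of each genotype. The WT mice lie between 30239.7 and 39807.7 and the *Fmo5*-/- mice between 1071.29 and 1193.81.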

Transcriptomic analysis of 15,570 genes found that, after removal of genes with a mean gene count (base mean) of < 500 and applying a cut-off of *p*_adj_ (*q* value) < 0.05, 744 genes were differentially expressed in the liver of *Fmo5*^*-/-*^ mice compared with that of WT mice (Fig 1A). 

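By edgeR's quasi-likelihood test, 126 genes were differentially expressed, 43 higher and 83 lower in *Fmo5*-/- mice, and in all 126 the 3 mice of 1 genotype lay above the 3 of the other. Without the limit on the mean count, 229 genes had an adjusted p under 0.05 from the same test. At an unadjusted p under 0.05, the number of genes with a mean normalized count of 500 or more was 1974. Genes without overlap between the genotypes made up 27.4% of the tested genes, against the 10% that chance gives. Of the genes with a mean normalized count of 500 or more, 64% had a lower mean in *Fmo5*-/- mice, whether or not they passed the threshold. This share depends on the scaling: with the limit of 500 set before the fit, the median log2 fold change over 7820 genes was 0.0018.

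DESeq2 1.42.0, run on the same counts with its default filters, gave 744 genes, 216 higher and 528 lower, and these include all 126 genes of edgeR's test. EdgeR with no filter on low counts gave 981 genes, 277 higher and 704 lower. Leaving out 1 library moved edgeR's count of differentially expressed genes from 126 to between 14, without the first *Fmo5*-/- mouse, and 259, without the third *Fmo5*-/- mouse.

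Tables 1 to 6 of the paper name 187 genes, all of which were tested and had the sign of change that the tables give. Of these, 40 were differentially expressed by edgeR's test over all genes, 187 when adjusted over the list alone, and 187 with DESeq2. The genotypes did not overlap in 184 of the 187 genes. The authors chose these genes on the same samples, so none of these counts is independent evidence. After *Fmo5*, the genes with the smallest adjusted p among those with a mean of 500 or more that were lower in *Fmo5*-/- mice were *Apoa4*, *Rps3a1*, *Hsd3b3*, *Ide*, *Fitm1*, *Mccc1*, *Mme*, *Aatk* and *Hspa5*.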

The expression of 216 was increased and that of 528 was decreased in *Fmo5*^*-/-*^ mice.

**Fig 1:**
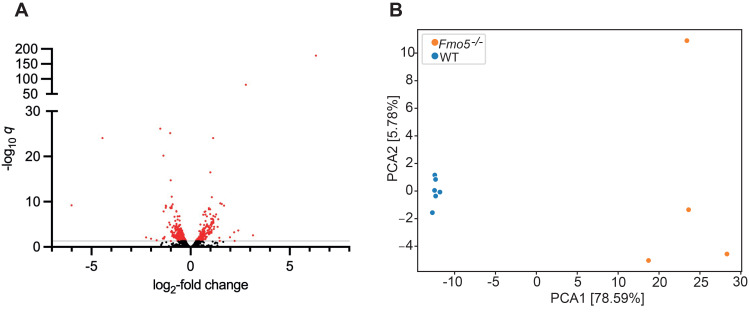
Transcriptomic and metabolomic analyses of liver of *Fmo5*^*-/-*^ and WT mice. (A) Volcano plot representation of differentially expressed genes (log_2_-fold change) of *Fmo5*^*-/-*^ vs WT mice. Red dots are genes whose expression is significantly increased or decreased in *Fmo5*^*-/-*^ mice with a -log_10_ *q* above 1.301 (*q* <0.05) (grey line). (B) PCA analysis of the liver metabolome of *Fmo5*^*-/-*^ vs WT mice.

Metabolomic analysis of mouse liver identified 684 compounds (S1 Table). The abundance of 241 differed significantly *(p*_adj,_ *q* value < 0.05) between *Fmo5*^*-/-*^ and WT mice. Of these, 155 were more abundant and 86 less abundant in *Fmo5*^*-/-*^ mice. Principal component analysis (PCA) of hepatic metabolites confirmed that *Fmo5*^*-/-*^ and WT mice differed significantly, with PC1 explaining 78.59% of the total difference (Fig 1B).

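IPA's gene sets are not among the files. In their place, 26 lists of genes of known processes and of liver cell types, written before the data were examined, were tested with camera on log-transformed CPM (preset correlation 0.01, Benjamini-Hochberg adjustment over the 26 lists). Camera gave an adjusted p under 0.05 for 9 lists, 6 lower and 3 higher in *Fmo5*-/- mice. None of the 9 held under fry (0 lists), which is another kind of test. None held under camera with the correlation estimated from the data (0 lists) either, so camera's calls rest on the preset correlation. The lists were not equally far from the threshold under fry. Its adjusted p was 0.0531 for the ER chaperone, heat shock, PPARG and interferon lists. For the NRF2 and fatty acid synthesis lists it was 0.519. Camera with the estimated correlation gave the 9 lists adjusted p between 0.610 and 0.739.

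The list of ER chaperones and ERAD genes held 30 tested genes, all lower in *Fmo5*-/- mice, with a median log2 fold change of -0.46 (limma camera adjusted p = 1.96e-15). The 18 cytosolic heat shock genes were also all lower, with a median of -0.46 (limma camera adjusted p = 1.37e-08). Of 30 tested NRF2 target genes, 20 were lower and 10 higher, with a median of -0.12 (limma camera adjusted p = 0.0481), and without the 6 that the paper's tables name the median was -0.050 and the adjusted p 0.488. Leaving out 1 library moved the adjusted p that camera gives for the NRF2 list between 0.00307 and 0.278. Among lists of lipid metabolism, the 29 PPARA targets were all lower (median -0.44, limma camera adjusted p = 1.10e-10), as were 8 of 11 PPARG targets in fatty liver (median -0.89, limma camera adjusted p = 4.35e-04) and 11 of 12 genes of fatty acid synthesis under SREBP1c (median -0.35, limma camera adjusted p = 0.0154). Without the 4 genes that the paper's tables name, the PPARG list lost its call (median -0.86, limma camera adjusted p = 0.0835). The SREBP1c list lost its call without the 3 genes that the paper's tables name (limma camera adjusted p = 0.227), and the limma camera adjusted p of the full list ranged from 4.65e-04 to 0.170 with 1 library left out. The 19 genes of cholesterol synthesis under SREBP2 had a median of -0.16 (limma camera adjusted p = 0.116), and this list was called with no filter on low counts (limma camera adjusted p = 0.0311) and without the first WT mouse (limma camera adjusted p = 5.54e-05). Over the fits without 1 library its limma camera adjusted p reached 0.869.

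**Figure D2:**
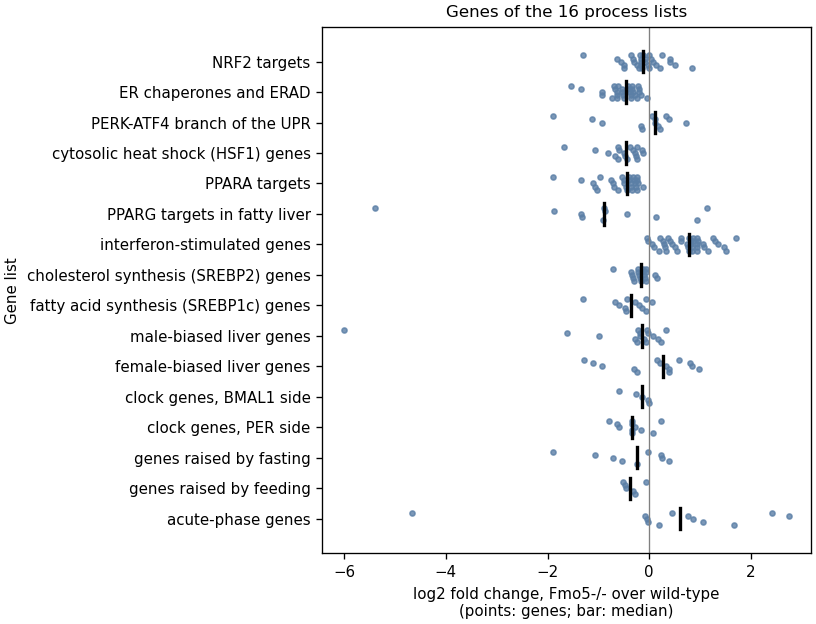
Each point is the log2 fold change, *Fmo5*-/- over WT, of 1 tested gene of a list, and each bar is the median of the list, for the 16 lists of processes. All points of the ER chaperone, heat shock and PPARA lists lie below 0, while 39 of the 41 interferon-stimulated genes lie above it.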

Analysis of the transcriptomic dataset by Ingenuity Pathways Analysis (IPA) software revealed that in the liver of *Fmo5*^*-/-*^ mice the major downregulated canonical pathways were NRF2-mediated oxidative stress response (*p* = 4.30e-12, z score -2.138) and the unfolded protein response (*p* = 3.46e-10, z score -3.051), and the major downregulated metabolic functions involved transport and metabolism of lipids (Fig 2).

**Fig 2:**
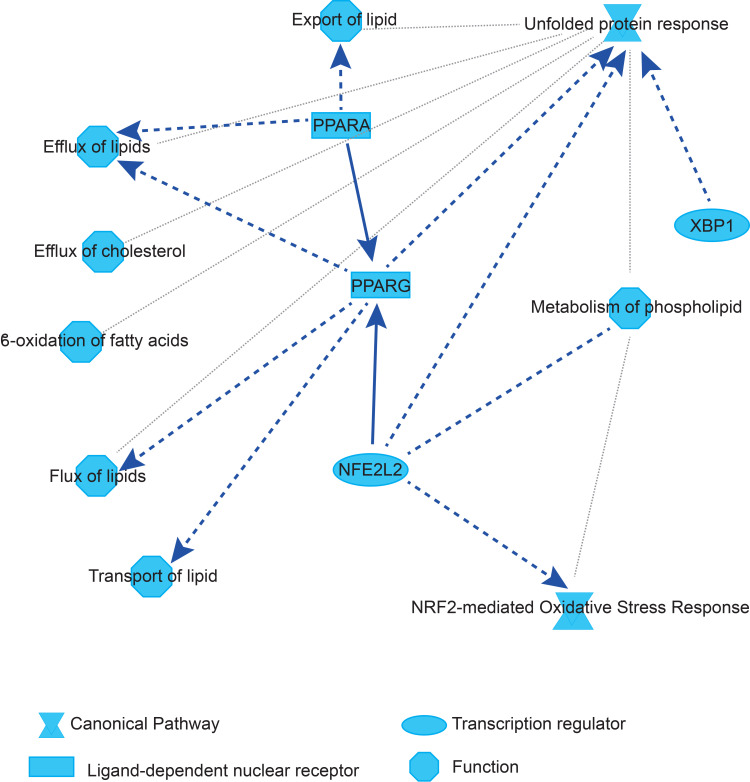
Graphical summary of relationships predicted by IPA to be down-regulated in liver of *Fmo5*^-/-^ mice compared with WT mice. Solid line: direct interaction; dashed line: indirect interaction; grey dotted line: inferred correlation from machine-based learning.

### NRF2-mediated oxidative stress response

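Normalized counts of *Nfe2l2* (chromosome 2, 75675513 to 75704641) were 4324 ± 286 in WT mice and 3525 ± 182.3 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.29 (standard error 0.084, adjusted p = 0.0938 from edgeR's quasi-likelihood test). The genotypes did not overlap, and leaving out each library in turn kept the log2 fold change between -0.34 and -0.25. DESeq2 called the gene and edgeR did not.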

The expression in liver of *Nfe2l2*, which encodes NRF2, was lower in *Fmo5*^*-/-*^ than in WT mice (Table 1). NRF2-induced genes that are down-regulated in liver of *Fmo5*^*-/-*^ mice (Table 1) include those encoding the detoxification enzymes FMO1, microsomal epoxide hydrolase 1 (EPHX1), microsomal glutathione S-transferase 1 (MGST1), aldehyde oxidase 1 (AOX1) and several UDP glucuronosyltransferases and carboxylesterases.

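All 12 detoxification genes of Table 1 had lower means in *Fmo5*-/- mice, with log2 fold changes between -0.72 and -0.38. Those differentially expressed were *Ephx1* (chromosome 1, 180976210 to 181020904) and *Ces1e* (chromosome 8, 93201218 to 93229619). *Ephx1* had normalized counts of 22697 ± 1840 in WT mice and 15370 ± 1098 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.56 (standard error 0.10, adjusted p = 0.0378 from edgeR's quasi-likelihood test). *Ces1e* had normalized counts of 13752 ± 889 in WT mice and 8346 ± 1687 in *Fmo5*-/- mice, and edgeR's test gave an adjusted p of 0.0479 at a log2 fold change of -0.72. Each of the pair passed the threshold in only 1 of the 6 fits that left out 1 library. Adjusted p for the other 10 genes, *Fmo1*, *Mgst1* and *Aox1* among them, lay between 0.0554 and 0.162 (edgeR), and DESeq2 called all 12. The *Ces1* and *Ugt1a* genes have near-identical relatives with which their reads can be shared, and the *Ugt1a* genes also share exons.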

**Table 1:** NRF2-mediated oxidative stress genes differentially expressed in liver of *Fmo5*^*-/-*^ mice compared with WT mice.

Role	Gene symbol	Protein	Percentage change	*q* (padj)
**Detoxification**	*Aox1*	Aldehyde oxidase 1	-30	0.036
	*Ces1d*	Carboxylesterase 1D	-29	0.050
	*Ces1e*	Carboxylesterase 1E	-40	1.08e-4
	*Ces1f*	Carboxylesterase 1F	-24	0.035
	*Ephx1*	Epoxide hydrolase 1	-33	1.62e-5
	*Fmo1*	Flavin-containing monooxygenase 1	-24	0.006
	*Mgst1*	microsomal glutathione S-transferase 1	-27	0.001
	*Ugt1a6b*	UDP glucuronosyltransferase 1A6B	-37	0.001
	*Ugt2b5*	UDP glucuronosyltransferase 2B5	-36	0.001
	*Ugt2b34*	UDP glucuronosyltransferase 2B34	-32	0.001
	*Ugt2b36*	UDP glucuronosyltransferase 2B36	-28	0.004
	*Ugt3a1*	UDP glucuronosyltransferase 3A1	-39	0.005
**Glutathione synthesis**	*Gclc*	Glutamate-cysteine ligase, catalytic subunit	-36	0.022
	*Gclm*	Glutamate-cysteine ligase, modifier subunit	-22	0.028
**Glutathione utilization**	*Prdx1*	Peroxiredoxin 1	-21	0.024
	*Prdx3*	Peroxiredoxin 3	-16	0.040
**NADPH regeneration**	*Idh1*	Isocitrate dehydrogenase (NADP^+^) 1 (cytosolic)	-29	8.20e-4
	*Me1*	Malic enzyme 1 (cytosolic)	-60	0.006
**Regulators**	*Maf*	MAF BZIP transcription factor	+42	8.02e-4
	*Nfe2l2*	Nuclear factor, erythroid 2 like 2 (NRF2)	-19	0.033

Many products of phase-1 detoxification reactions are conjugated with glutathione. 

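*Gclc* (chromosome 9, 77754535 to 77794485) had normalized counts of 25032 ± 7351 in WT mice and 16231 ± 3149 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.62 (standard error 0.23, adjusted p = 0.173 from edgeR's quasi-likelihood test). The counts of the genotypes overlapped for this gene, and its 95% confidence interval ran from -1.16 to -0.090. For *Gclm*, on chromosome 3 as is *Fmo5*, the means were 10587 ± 642 in WT mice and 8304 ± 866 in *Fmo5*-/- mice, and the log2 fold change was -0.35 (standard error 0.10, adjusted p = 0.0972 from edgeR's quasi-likelihood test). DESeq2 called both genes.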

Expression of *Gclc* and *Gclm*, NRF2-activated genes that encode the two components of glutamate-cysteine ligase, which catalyzes the rate-limiting step in the synthesis of glutathione, was lower in *Fmo5*^*-/-*^ mice. Glutathione is also required for reduction of H_2_O_2_, in reactions catalyzed by glutathione peroxidase or peroxiredoxins (PRDXs), and expression of *Prdx1* and *3* was lower in *Fmo5*^*-/-*^ mice.

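Both peroxiredoxin genes were lower in every *Fmo5*-/- mouse than in any WT mouse. Normalized counts of *Prdx1* (chromosome 4, 116685544 to 116700822) were 28438 ± 1810.5 in WT mice and 22807 ± 1662 in *Fmo5*-/- mice (SD, n = 3 each, log2 fold change -0.32, standard error 0.10, edgeR adjusted p = 0.107). For *Prdx3* (chromosome 19, 60864051 to 60874556) they were 5614 ± 125 in WT mice and 4744 ± 93.8 in *Fmo5*-/- mice (log2 fold change -0.24, standard error 0.073, edgeR adjusted p = 0.107). DESeq2 called the pair, and in edgeR's test neither passed the threshold.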

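The mean normalized counts of *Idh1* (chromosome 1, 65158616 to 65186500) were 33078 ± 1691 in WT mice and 23844 ± 2413 in *Fmo5*-/- mice (SD, n = 3 each), with a log2 fold change of -0.47 (standard error 0.10, adjusted p = 0.0564 from edgeR's quasi-likelihood test). *Me1* (chromosome 9, 86581371 to 86695953) fell further and varied more between mice. Its means were 10789 ± 2159 and 4378 ± 1661, and its log2 fold change of -1.30 had a standard error of 0.32 (edgeR adjusted p = 0.0961). Neither was differentially expressed by that test, and DESeq2 called both.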

Many detoxification reactions require NADPH, and expression of the NRF2-activated genes *Idh1* and *Me1*, encoding isocitrate dehydrogenase 1 and cytosolic malic enzyme, which catalyze the regeneration of NADPH, was lower in *Fmo5*^*-/-*^ mice. The abundance of ME1 protein also is lower in liver of *Fmo5*^*-/-*^ mice [12].

NRF2 activates transcription by binding to antioxidant response elements (AREs). The expression of *Maf*, which encodes a protein that represses ARE-mediated transcription [19], was higher in *Fmo5*^*-/-*^ mice (Table 1), and would thus contribute to the suppression of NRF2-mediated oxidative stress response in these animals.

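*Maf* (chromosome 8, 115682942 to 115707794) rose from 1688 ± 151 normalized counts in WT mice to 2432 ± 186 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of 0.53 (standard error 0.095, adjusted p = 0.0430 from edgeR's quasi-likelihood test). The 95% confidence interval of the log2 fold change was 0.31 to 0.74. The gene passed the threshold in 2 of the 6 fits that left out 1 library.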

### The unfolded protein response (UPR)

The expression of several genes encoding proteins involved in protein folding, modification and quality control in the cytosol, the endoplasmic reticulum (ER) or mitochondria was lower in *Fmo5*^*-/-*^ mice (Table 2): *Canx*, *Cct5*, *Cct6a*, *Cct8*, encoding chaperones, genes encoding chaperones of the heat-shock protein (HSP) 70 family, including *Hspa5* (BiP), one of the most significantly differentially expressed genes *(q* = 8.01e-12), and of the HSP90, HSP110, HSP60 and HSP40 families; genes *Stip1*, *St13* and *Fkbp4*, encoding co-chaperones; *Pdia3*, *Pdia4*, *Pdia6* and *Erp44*, encoding protein disulfide-isomerases that promote protein folding through formation of disulfide bonds and act as chaperones to prevent aggregation of misfolded proteins; *Serp1*, encoding a protein that protects unfolded proteins against degradation during ER stress; *Uggt1*, which encodes a UDP-glucose:glucosoyltransferase that catalyzes the selective reglucosylation of unfolded glycoproteins; and *Mlec*, encoding malectin, involved in regulating glycosylation in the ER. 

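The 28 genes of Table 2 for chaperones, disulfide isomerases and other folding proteins were all lower in *Fmo5*-/- mice. Log2 fold changes ranged from -1.06 (*Hsph1*) to -0.24 (*Hspd1*). Differentially expressed by edgeR's test were 5 of the 28, which are *Hspa5*, *Pdia4*, *Serp1*, *Dnajb11* and *Stip1*, while DESeq2 called all of them.

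*Hspa5* (chromosome 2, 34771970 to 34777547) had the smallest adjusted p. Its normalized counts were 60380 ± 7769 in WT mice and 31523 ± 1895 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.94 (standard error 0.12, adjusted p = 0.00977 from edgeR's quasi-likelihood test). It passed the threshold in 5 of the 6 fits that left out 1 library and lost it without the first *Fmo5*-/- mouse. *Pdia4* (chromosome 6, 47796141 to 47813430) fell from 14317 ± 298 to 8855 ± 978 normalized counts (log2 fold change -0.69, standard error 0.10, edgeR adjusted p = 0.0181) and passed in 4 of those fits. *Serp1* (chromosome 3, 58519817 to 58525892) fell from 15706 ± 1761 to 10543 ± 335 (log2 fold change -0.57, standard error 0.10, edgeR adjusted p = 0.0378). It lies on chromosome 3, where a larger share of tested genes was differentially expressed than on any other chromosome. *Hsp90b1* fell from 44398 ± 8424 to 29059 ± 2509.8 (log2 fold change -0.61, standard error 0.14, edgeR adjusted p = 0.0637), and the WT mice differed among themselves more than the *Fmo5*-/- mice did.

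**Figure D3:**
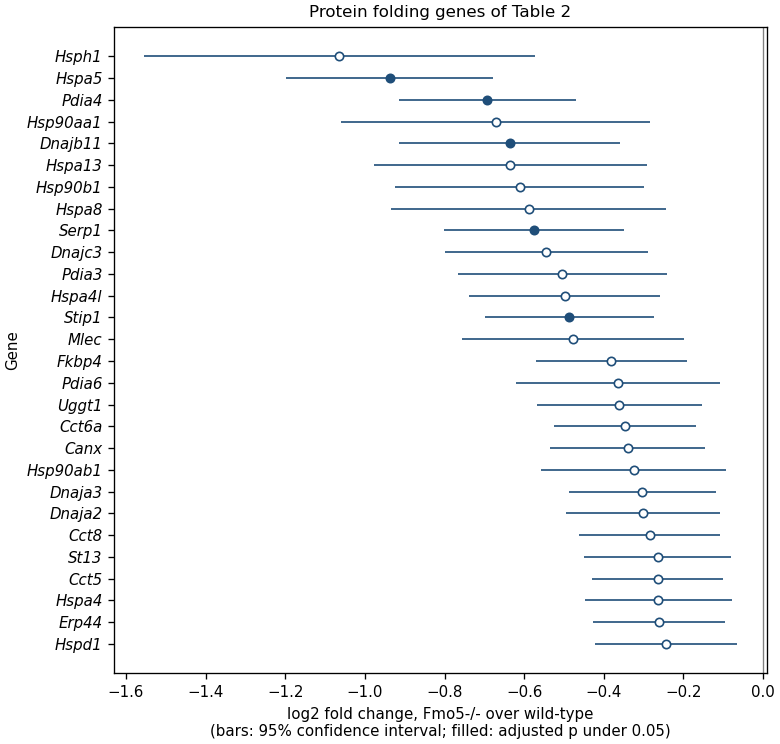
Log2 fold change, *Fmo5*-/- over WT, of the 28 protein folding genes with 95% confidence intervals from edgeR, filled where the adjusted p from edgeR's test is under 0.05. Every estimate lies below 0, from -1.06 for *Hsph1* to -0.24 for *Hspd1*.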

Protein disulfide-isomerases are reoxidized by ER oxidoreductin, in a process that generates reactive oxygen species (ROS). 

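*Ero1b* is listed in the files under the older symbol *Ero1lb* (chromosome 13, 12565874 to 12611396). It had normalized counts of 3084 ± 458 in WT mice and 1923 ± 202 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.68 (standard error 0.12, adjusted p = 0.0430 from edgeR's quasi-likelihood test). Leaving out 1 library at a time left the log2 fold change between -0.79 and -0.59, and the gene stayed past the threshold in 2 of those 6 fits.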

Expression of *Ero1b*, encoding the beta isoform of ER oxidoreductin, which is induced by the UPR [20], was lower in *Fmo5*^*-/-*^ mice (Table 2). The results suggest that the UPR is attenuated in the liver of *Fmo5*^*-/-*^ mice.

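Among lists written beforehand, 8 of the 30 ER chaperone and ERAD genes had an edgeR adjusted p under 0.05, at any mean count. With the 13 genes that Table 2 names set aside, the other 17 had a median log2 fold change of -0.33 (limma camera adjusted p = 2.41e-07). The 13 genes of the PERK-ATF4 branch of the UPR did not move together: 5 were lower and 8 higher, with a median log2 fold change of 0.10 (limma camera adjusted p = 0.668). From the lower expression of genes of protein folding, the paper proposes that the UPR is attenuated when FMO5 is missing.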

**Table 2:** Expression of genes encoding proteins involved in protein folding, quality control, trafficking and ER-associated degradation differentially expressed in liver of *Fmo5*^*-/-*^ mice compared with WT mice.

Role	Gene symbol	Protein	Percentage change	*q* (padj)
**Chaperone**	*Canx*	Calnexin	-22	0.005
	*Cct5*	Chaperonin containing TCP1 subunit 5	-18	0.018
	*Cct6a*	Chaperonin containing TCP1 subunit 6a	-22	0.005
	*Cct8*	Chaperonin containing TCP1 subunit 8	-19	0.016
	*Dnaja2*	DnaJ HSP family (Hsp40) A2	-20	0.031
	*Dnaja3*	DnaJ HSP family (Hsp40) A3	-20	0.027
	*Dnajb11*	DnaJ HSP family (Hsp40) B11	-36	1.70e-4
	*Dnajc3*	DnaJ HSP family (Hsp40) C3	-32	5.29e-4
	*Hsp90aa1*	HSP 90 alpha A1	-38	0.002
	*Hsp90ab1*	HSP 90 alpha B1	-21	0.026
	*Hsp90b1*	HSP 90 beta 1	-35	7.55e-4
	*Hspa4*	HSP A (Hsp70) 4	-18	0.047
	*Hspa4l*	HSP A (Hsp70) 4 like	-30	0.003
	*Hspa5*	HSP A (Hsp70) 5 (Binding immunoglobulin protein, BiP)	-48	8.01e-12
	*Hspa8*	HSP A (Hsp70) 8	-34	0.004
	*Hspa13*	HSP A (Hsp70) 13	-36	0.003
	*Hspd1*	HSP D (Hsp60) 1	-16	0.040
	*Hsph1*	HSP H (Hsp110) 1	-53	4.01e-6
	*Serp1*	Stress associated ER protein 1	-34	2.85e-5
**Co-chaperone**	*Fkbp4*	FKBP Prolyl Isomerase 4	-24	0.001
	*St13*	ST13 Hsp70 interacting protein	-18	0.040
	*Stip1*	Stress-induced phosphoprotein 1	-29	4.40e-4
**Protein Modification**	*Ero1b*	ER oxidoreductase 1Beta	-38	1.39e-4
	*Erp44*	ER protein 44	-18	0.039
	*Magt1*	Magnesium Transporter 1	-29	2.10e-4
	*Mlec*	Malectin	-29	0.009
	*Ostc*	Oligosaccharyltransferase complex non-catalytic subunit	-26	7.70e-4
	*Pdia3*	Protein Disulfide Isomerase A3	-30	0.001
	*Pdia4*	Protein Disulfide Isomerase A4	-39	1.50e-8
	*Pdia6*	Protein Disulfide Isomerase A6	-23	0.028
	*Stt3a*	STT3 Oligosaccharyltransferase complex catalytic subunit A	-22	0.014
	*Stt3b*	STT3 Oligosaccharyltransferase complex catalytic subunit B	-25	0.005
	*Uggt1*	UDP-glucose glycoprotein glucosyltransferase 1	-23	0.015
**Protein Transport**	*Ap3s1*	Adaptor related protein complex 3 subunit sigma 1	-26	0.011
	*Arcn1*	Archain 1	-28	0.004
	*Arl1*	ADP ribosylation factor like GTPase 1	-24	0.009
	*Lman1*	Lectin, Mannose Binding 1	-23	0.016
	*Lman2*	Lectin, Mannose Binding 2	-20	0.048
	*Mcfd2*	Multiple coagulation factor deficiency 2, ER cargo receptor complex subunit	-18	0.020
	*Mia3*	MIA SH3 domain ER export factor 3	-22	0.044
	*Rab1a*	RAB1A, member RAS oncogene family	-29	7.79e-5
	*Rab2a*	RAB2A, member RAS oncogene family	-20	0.009
	*Scfd1*	Sec1 family domain containing 1	-25	0.005
	*Tmed2*	Transmembrane P24 trafficking protein 2	-21	0.046
	*Uso1*	USO1 vesicle transport factor	-34	1.98e-4
**ERAD**	*Herpud1*	Homocysteine inducible ER protein with ubiquitin like domain 1	-38	0.004
	*Sel1l*	SEL1L Adaptor subunit of ERAD E3 ubiquitin ligase	-32	1.52e-6
	*Ubxn4*	UBX Domain Protein 4	-19	0.023
**Calcium transport**	*Atp2a2*	ATPase sarcoplasmic/ER Ca^2+^ transporting 2 (SERCA2)	-25	0.022

HSPA5 (BiP) and HSP90B1 also act to recruit misfolded proteins to the ER-associated degradation (ERAD) pathway [21, 22]. The lower expression of *Hspa5* and *Hsp90b1*, together with that of *Herpud1*, encoding a UPR-induced adaptor specific for degradation of non-glycosylated proteins, *Sel1l*, encoding an adaptor required for the stability of HRD1 [23], a key ubiquitin E3 ligase component of the ERAD pathway, and *Ubxn4* (Table 2), encoding a protein which promotes ERAD, suggests that the ERAD is attenuated in *Fmo5*^*-/-*^ mice.

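Of the 3 ERAD genes not among the chaperones, *Sel1l* (chromosome 12, 91806043 to 91849157) was differentially expressed. Its normalized counts were 7844 ± 433 in WT mice and 5398 ± 119 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.54 (standard error 0.080, adjusted p = 0.0223 from edgeR's quasi-likelihood test), and it passed the threshold in 2 of the 6 fits without 1 library. *Herpud1* (chromosome 8, 94386438 to 94395377) had a larger fall but more spread among the WT mice, at 13594 ± 3596 against 8542 ± 1214 in *Fmo5*-/- mice (log2 fold change -0.67, standard error 0.19, edgeR adjusted p = 0.0975). For *Ubxn4* the means were 7129 ± 415 and 5823 ± 184 (log2 fold change -0.29, standard error 0.081, edgeR adjusted p = 0.0908). None of the 3 overlapped between the genotypes, and DESeq2 called them all.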

The oligosaccharide transferase (OST) complex, located in the membranes of the ER, catalyzes the first step in protein glycosylation, the addition of *N*-acetylglucosamine to a nascent protein. 

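*Magt1* (chromosome X, 105968084 to 106011906), a subunit of the OST complex, fell from 4241 ± 349.8 normalized counts in WT mice to 3033 ± 63.3 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.48 (standard error 0.084, adjusted p = 0.0378 from edgeR's quasi-likelihood test). *Ostc* (chromosome 3, 130695912 to 130709444) fell from 3079 ± 97.8 to 2299 ± 158 (log2 fold change -0.42, standard error 0.080, edgeR adjusted p = 0.0466). *Ostc* lies on the chromosome of *Fmo5*, and it no longer passed the threshold with any 1 library left out. The catalytic subunits were lower by similar amounts, with log2 fold changes of -0.34 for *Stt3a* and -0.40 for *Stt3b*, but passed the threshold only with DESeq2 (edgeR adjusted p = 0.0779 and 0.0633).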

The expression of *Stt3a* and *Stt3b*, encoding the two catalytic subunits of OST, and that of *Magt1* and *Ostc*, encoding two other components of the complex, was lower in *Fmo5*^*-/-*^ mice (Table 2). The expression of several genes encoding proteins involved in vesicular protein trafficking also was lower in *Fmo5*^*-/-*^ mice: *Lman1*, *Lman2*, *Arcn1*, *Mcfd2*, *Mia3*, *Rab1a*, *Rab2a* and *Scfd1*, involved in transport from the ER to the Golgi; *Uso1*, in transport within the Golgi; *Ap3s1*, in transport from the Golgi; and *Arl1* and *Tmed2*, in general vesicular transport (Table 2), suggesting that vesicular transport is perturbed in *Fmo5*^*-/-*^ mice.

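The 12 genes of vesicular protein transport had lower means in *Fmo5*-/- mice. Their log2 fold changes lay between -0.58 and -0.27. *Rab1a* (chromosome 11, 20201432 to 20226856) had normalized counts of 8632 ± 573 in WT mice and 6219 ± 166 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.47 (standard error 0.084, adjusted p = 0.0408 from edgeR's quasi-likelihood test). *Uso1* (chromosome 5, 92137938 to 92202798), with the largest fall, had means of 6197 ± 762 and 4149 ± 314 (log2 fold change -0.58, standard error 0.11, edgeR adjusted p = 0.0459). Each of these passed the threshold in 1 of the 6 fits that left out 1 library. The other 10 genes had adjusted p between 0.0554 (*Scfd1*) and 0.123 (*Lman2*) from edgeR's test, and DESeq2 called all 12.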

The UPR also increases ER calcium stores, triggering calcium-dependent inflammatory responses. Expression of *Atp2a2*, encoding SERCA2, which transports Ca^2+^ into the ER, was lower in *Fmo5*^*-/-*^ mice (Table 2), suggesting that *Fmo5*^*-/-*^ mice have lower levels of inflammation. 

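*Atp2a2* (chromosome 5, 122453513 to 122502225) had normalized counts of 8953 ± 869 in WT mice and 6765 ± 860.2 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.40 (standard error 0.12, adjusted p = 0.0951 from edgeR's quasi-likelihood test). Without each library in turn the log2 fold change lay between -0.51 and -0.32. Of 12 acute-phase genes, which inflammation raises in liver, 8 were higher and 4 lower in *Fmo5*-/- mice, with a median log2 fold change of 0.60 (limma camera adjusted p = 0.0960). The list was called with DESeq2 (limma camera adjusted p = 0.0411) and without the second WT mouse, and its limma camera adjusted p ranged from 0.00906 to 0.282 with 1 library left out.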

Consistent with this, *Fmo5*^*-/-*^ mice have lower amounts of inflammatory markers [13].

### Lipid metabolism

There were marked differences between *Fmo5*^*-/-*^ and WT mice in the hepatic concentrations of several lipids (S1 Table and Fig 3A). In addition, several genes encoding proteins involved in lipid metabolism were differentially expressed in the livers of *Fmo5*^*-/-*^ and WT mice (Table 3) and IPA identified several functions of lipid metabolism that were perturbed in *Fmo5*^*-/-*^ mice (Fig 2).

**Fig 3:**
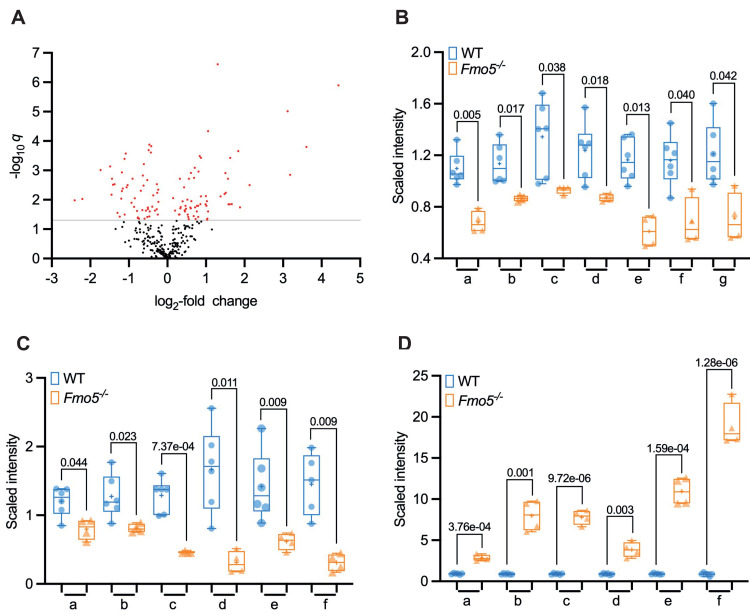
Differences in abundance of lipid molecules in liver of *Fmo5*^*-/-*^ and WT mice. (A) Volcano plot representation of lipid molecules (log_2_-fold change) of *Fmo5*^*-/-*^ vs WT mice. Lipid data points were abstracted after analysis of all metabolites in S1 Table combined. Red dots are lipids that are significantly increased or decreased in *Fmo5*^*-/-*^ mice with a -log_10_ *q* above 1.301 (*q* <0.05) (grey line). (B) Long-chain saturated and monounsaturated lipids: a. myristate (14:0); b. margarate; c. nonadecanoate (19:0); d. arachidate; e. 10-heptadecenoate (17:1n7); f. 10-nonadecenoate (19:1n9); g. eicosenoate (20:1). (C) Carnitine, long-chain saturated and monounsaturated acyl-carnitines: a. carnitine; b. stearoylcarnitine (C18); c. arachidoylcarnitine (C20)*; d. behenoylcarnitine (C22)*; e. lignoceroylcarnitine (C24)*; f. erucoylcarnitine (C22:1)*. (D) Sphingolipids: a. sphinganine; b. N-palmitoyl-sphinganine (d18:0/16:0); c. palmitoyl dihydrosphingomyelin (d18:0/16:0)*; d. behenoyl dihydrosphingomyelin (d18:0/22:0)*; e. sphingomyelin (d18:0/18:0, d19:0/17:0)*; f. sphingomyelin (d18:0/20:0, d16:0/22:0)*. Symbols indicate values from individual animals, + indicates mean value, numbers are *q* values.

**Table 3:** Genes involved in lipid metabolism that are differentially expressed in liver of *Fmo5*^*-/-*^ mice compared with WT mice.

	Gene symbol	Protein	Percentage change (*Fmo5*^*-/-*^ vs WT)	*q* (padj)
**Uptake of NEFA from plasma**	*Cd36*	Fatty acid membrane transporter (CD36)	-61	0.011
	*Pla2g6*	Calcium-independent membrane phospholipase A2	-24	0.011
	Slc27a2*	Solute carrier family 27 member 2 (Fatty acid transport protein 2)	-23	0.002
**Activation of FAs to FA- CoAs**	*Acsl1*	Acyl-CoA synthetase long chain 1	-30	0.007
	*Acsm3*	Acyl-CoA synthetase medium chain 3	-33	0.010
	*Acss3*	Acyl-CoA synthetase short chain 3	-56	4.08e-5
**Intracellular transport of FAs and FA-CoAs**	*Dbi*	Acyl-CoA binding protein	-22	0.027
	*Fabp2*	Fatty Acid binding protein 2	-35	8.45e-4
**FA elongation**	*Elovl6*	Elongation of long chain fatty acids 6	-38	0.003
	*Hsd17b12*	3-Ketoacyl-CoA reductase	-21	0.010
**FA oxidation**	*Abcd3*	ATP binding cassette subfamily D3	-32	2.60e-4
	*Acaa1b*	Acetyl-CoA Acyltransferase 1B	-39	0.002
	*Acad9*	Acyl-CoA dehydrogenase 9	-28	0.003
	*Acad11*	Acyl-CoA dehydrogenase 11	-29	0.010
	*Acadm*	Acyl-CoA dehydrogenase medium chain	-25	0.017
	*Acat1*	Acetoacetyl coenzyme A thiolase 1	-28	2.20e-4
	*Acox1*	Acyl-CoA oxidase 1	-23	0.033
	*Bbox1*	γ-butyrobetaine hydroxylase	-27	0.004
	*Cpt2*	Carnitine palmitoyltransferase 2	-30	4.13e-4
	*Crat*	Carnitine acetyltransferase	-36	0.001
	*Etfdh*	Electron transfer flavoprotein dehydrogenase	-31	3.08e-4
	*Hadh*	Hydroxyacyl-CoA dehydrogenase	-23	0.026
	*Hadhb*	Hydroxyacyl-CoA dehydrogenase trifunctional multienzyme complex subunit beta	-23	0.019
	*Hsd17b4*	Hydroxysteroid 17-beta dehydrogenase 4 (peroxisomal bifunctional enzyme)	-30	0.001
	*Slc25a20*	Carnitine/Acylcarnitine Translocase	-27	3.71e-4
**Ketogenesis**	*Acat1*	Acyl CoA acetyltransferase	-28	2.20e-4
	*Hmgcs2*	3-Hydroxy-3-methylglutaryl-CoA synthase 2	-25	0.006
**TAG biosynthesis**				
Precursors of TAG synthesis	*Aldob*	Aldolase B	-29	6.29e-4
	*Gk*	Glycerol kinase	-29	0.006
	*Gpd1*	Glycerol 3-phosphate dehydrogenase1	-35	5.31e-4
Synthesis of TAGs	*Agpat2*	1-Acylglycerol-3-phosphate O-acyltransferase 2	-24	0.007
	*Gpam*	Glycerol 3-phosphate acyltransferase, mitochondrial	-36	0.007
	*Lpgat1*	Lysophosphatidylglycerol acyltransferase 1	-28	0.009
	*Lpin2*	Lipin2	-36	1.84e-7
TAG storage and secretion	*Apoa4*	Apolipoprotein A4	-65	7.00e-27
	*Apoa5*	Apolipoprotein A5	-51	1.23e-5
	*Apoc3*	Apolipoprotein C3	-20	0.031
	*Cd36*	Fatty acid membrane transporter	-61	0.011
	*Ces1d*	Carboxylesterase 1D	-29	0.048
	*Ces1e*	Carboxylesterase 1E	-40	1.08e-4
	*Ces1f*	Carboxylesterase 1F	-24	0.035
	*Cideb*	Cell death-inducing DNA fragmentation factor B	-20	0.016
	*Copb1*	Coat complex subunit B1	-23	0.006
	*Copb2*	Coat complex subunit B2	-25	0.001
	*Copg1*	Coat complex subunit G1	-24	6.80e-4
	*Fitm1*	Fat storage-inducing transmembrane protein 1	-47	3.71e-10
	*Fitm2*	Fat storage-inducing transmembrane protein 2	-27	0.049
	*Mttp*	Microsomal TAG transfer protein	-34	1.07e-4
	*P4hb*	Prolyl 4-hydroxylase B	-20	0.017
	*Plin2*	Perilipin 2	-28	0.028
	*Plin4*	Perilipin 4	-47	0.004
	*Plin5*	Perilipin 5	-30	0.003
	*Sar1b*	Secretion Associated Ras Related GTPase 1B	-23	0.005
	*Sec23a*	Protein transport protein Sec23A	-31	0.002
	*Sec23b*	Protein transport protein Sec23b	-26	0.001
	*Sec24a*	Protein transport protein Sec24a	-28	9.74e-4
	*Sec24d*	Protein transport protein Sec24d	-36	6.27e-4
**Lipolysis and lipophagy**	*Hspa8*	Heat shock protein A8	-34	0.004
	*Lamp2*	Lysosomal associated membrane protein 2	-24	0.011
	*Lipa*	Lysomal acid lipase A	-24	0.016
	*Map1lc3a*	Microtubule associated protein 1 light chain 3 alpha	-26	0.003
	*Mgll*	Monoglyceride lipase	-37	4.62e-5
	*Plin2*	Perilipin 2	-28	0.028
	*Pnpla8*	Patatin like phospholipase domain containing 8	-25	0.008
**Cholesterol**	*Abcb4*	ATP binding cassette B4	-25	0.027
	*Angptl3*	Angiopoietin Like 3	-28	0.001
	*Apoa4*	Apolipoprotein A4	-65	7.00e-27
	*Baat*	Bile acid-CoA:amino acid N-acyltransferase	-29	7.55e-4
	*Cd36*	Fatty acid membrane transporter	-61	0.011
	*Cyp8b1*	CYP8B1	-29	0.023
**Glycerophospho-lipids**	*Apol9a*	Apolipoprotein L9A	+102	1.32e-5
	*Apol9b*	Apolipoprotein L9B	+65	7.25e-5
**Sphingolipids**	*Acsl1*	Acyl-CoA synthetase long chain 1	-30	0.007
	*Aldh3a2*	Aldehyde dehydrogenase 3A2	-37	0.012
	Slc27a2*	Solute carrier family 27 member 2 (Very long-chain acyl-CoA synthetase)	-23	0.002
**Eicosanoids**	*Abhd6*	Abhydrolase domain containing 6, acylglycerol lipase	-25	0.009
	*Ephx1*	Epoxide hydrolase 1	-33	1.62e-5
	*Pla2g6*	Phospholipase A2 group VI	-24	0.011
	*Pnpla8*	Patatin like phospholipase domain containing 8	-25	0.008
	*Ptgs1*	Prostaglandin-endoperoxide synthase 1	+53	0.009

* Note: Slc27a2 protein has different names, depending on context; FA, fatty acid

#### Uptake of non-esterified fatty acids (NEFA) from plasma

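The genes of fatty acid uptake differed in how far the mice of 1 genotype lay apart. *Cd36* (chromosome 5, 17781690 to 17888801) had normalized counts of 3634 ± 1568 in WT mice and 1439 ± 267 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -1.34 (standard error 0.35, adjusted p = 0.114 from edgeR's quasi-likelihood test), with a 95% confidence interval of -2.22 to -0.46. *Pla2g6* (chromosome 15, 79286228 to 79328390) fell from 2296 ± 162 to 1763 ± 139 (log2 fold change -0.38, standard error 0.090, edgeR adjusted p = 0.0694). *Slc27a2* (chromosome 2, 126552407 to 126588243) fell from 51168 ± 3161 to 39698 ± 776, a log2 fold change of -0.37 with a standard error of 0.089 (edgeR adjusted p = 0.0710). DESeq2 called the 3 genes, and edgeR called none (0 genes) although all 3 had an unadjusted p under 0.05.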

The hepatic expression of *Cd36*, a gene that is activated by NRF2, and *pla2g6*, both of which encode proteins involved in fatty acid uptake [24], was lower in *Fmo5*^*-/-*^ mice than in WT mice, as was that of the gene encoding SLC27A2 (Table 3), which couples the uptake of fatty acids with their intracellular esterification into acyl-CoAs. The decreased expression of fatty acid transporters suggests that, although the plasma concentration of NEFA in *Fmo5*^*-/-*^ and WT mice was similar (S2 Table), as was found previously [12], in *Fmo5*^*-/-*^ mice uptake of NEFA into liver is compromised. Another source of intracellular fatty acids is de novo biosynthesis. 

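Of the genes of the cytosolic pathway, *Fasn* (chromosome 11, 120805846 to 120824547) had normalized counts of 65497 ± 16620 in WT mice and 47374 ± 18579 in *Fmo5*-/- mice (SD, n = 3 each). For *Fasn* the log2 fold change was -0.47 (standard error 0.35, adjusted p = 0.497 from edgeR's quasi-likelihood test), and the 95% confidence interval of -1.32 to 0.38 includes 0. *Acly* had a log2 fold change of -0.15 (95% confidence interval -0.65 to 0.35), *Acaca* of -0.28 (-0.65 to 0.10) and *Acacb* of 0.046 (-0.48 to 0.58). The adjusted p of these 3 from edgeR's test were 0.737, 0.367 and 0.928. None of the 4 reached an unadjusted p under 0.05 (0 genes), and in all 4 the genotypes overlapped. Leaving out 1 library reversed the direction for *Acly*, to 0.077 without the third WT mouse, and for *Acacb*, to -0.20 without the first *Fmo5*-/- mouse.

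In all, the paper reports 31 genes as similar between the genotypes. None was differentially expressed (0 genes), also when adjusted over the list alone (0 genes), while 10 of the 31 had an unadjusted p under 0.05. The 95% confidence interval of 21 genes includes 0, and that of 14 reaches a fall of 30%. Without the third WT mouse, 1 of the 31 genes passed the threshold.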

The expression of none of the genes encoding enzymes of the major fatty acid biosynthetic pathway, located in the cytosol, was affected in *Fmo5*^*-/-*^ mice. Expression of genes encoding low-density lipoprotein receptor (LDLR) and LDLR-related protein-1, which are involved in the uptake of chylomicron remnants, was similar in *Fmo5*^*-/-*^ and WT mice, indicating that uptake of triacylglycerol (TAG) from plasma is unaffected in *Fmo5*^*-/-*^ mice.

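*Lrp1* (chromosome 10, 127538161 to 127621148) was higher on average in *Fmo5*-/- mice, at 53060 ± 5188 against 42311 ± 7707 in WT mice (SD, n = 3 each), a log2 fold change of 0.33 (standard error 0.14, edgeR adjusted p = 0.210). Its 95% confidence interval, 0.015 to 0.64, lies above 0, and the counts of the genotypes overlapped. The gene was not differentially expressed with DESeq2 either.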

#### Activation of fatty acids to fatty acyl-CoAs

For incorporation into complex lipids or transport into mitochondria for β-oxidation, fatty acids are esterified to CoA to form fatty acyl-CoAs, in reactions catalyzed by acyl-CoA synthetases (ACSs). 

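*Acsl1*, *Acsm3* and *Acss3*, which encode acyl-CoA synthetases, were each lower in every *Fmo5*-/- mouse than in any WT mouse. Normalized counts of *Acsl1* (chromosome 8, 46471037 to 46536051) were 55139 ± 9424 in WT mice and 38981 ± 2909 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.50 (standard error 0.13, adjusted p = 0.0818 from edgeR's quasi-likelihood test). *Acsm3* fell from 3800.2 ± 766 to 2577 ± 300 (log2 fold change -0.56, standard error 0.15, edgeR adjusted p = 0.0939) and *Acss3* from 908 ± 328 to 408 ± 24.9 (log2 fold change -1.15, standard error 0.26, edgeR adjusted p = 0.0756). All 3 had an unadjusted p under 0.05 and were called by DESeq2, though not by edgeR (0 genes).

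The 9 tested genes for acyl-CoA thioesterases had log2 fold changes between -1.11 (*Acot3*) and 0.24 (*Acot9*), 8 of them below 0. Neither test called any (0 genes), and 2 of the 9, *Acot1* and *Acot12*, had an unadjusted p under 0.05. The log2 fold change of *Acot1* was -0.49 with a 95% confidence interval of -0.93 to -0.050, so its fall overlaps in size with those of the synthetase genes. For *Acot3* the interval ran from -3.18 to 0.96. Without the first WT mouse the direction of *Acot2* reversed, from -0.10 to 0.14, and *Acot7*, at -0.0022, changed sign with the scaling taken without the 20 most abundant genes (0.0039), with the limit of 500 set before the fit (0.063) and without the second WT mouse (0.014) or the third *Fmo5*-/- mouse (0.030).

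**Figure D4:**
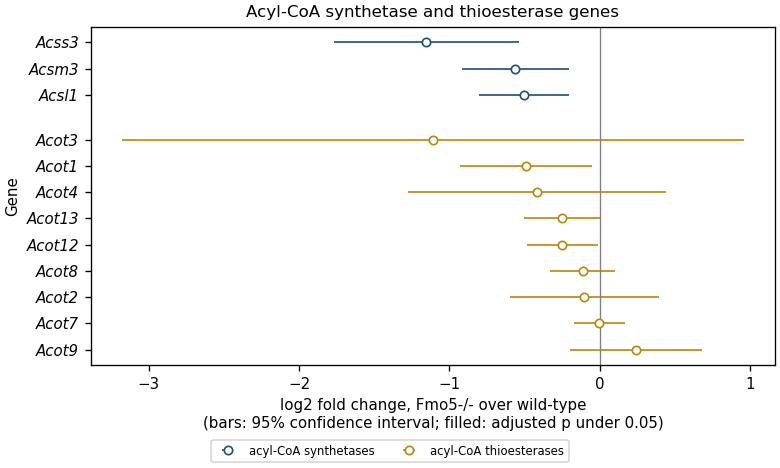
Log2 fold change, *Fmo5*-/- over WT, with 95% confidence intervals from edgeR for genes of acyl-CoA synthetases and thioesterases, filled where the adjusted p from edgeR's test is under 0.05. The synthetase genes lie between -1.15 and -0.50, and the thioesterase genes spread from -1.11 to 0.24.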

The expression of *Acsl1*, *Acsm3* and *Acss3*, encoding proteins that have substrate preferences for long-, medium- and short-chain fatty acids, respectively, was lower in *Fmo5*^*-/-*^ mice, whereas that of the genes encoding acyl-CoA thioesterases, which catalyze the reverse reaction, fatty acyl-CoA to fatty acid, was similar in *Fmo5*^*-/-*^ and WT mice, suggesting that in *Fmo5*^*-/-*^ mice the balance between fatty acids and acyl-CoAs is shifted towards fatty acids, with less acyl-CoAs being available for TAG synthesis or β-oxidation.

#### Intracellular transport of fatty acids and fatty acyl-CoAs

In the cytosol, fatty acids are bound to sterol carrier protein-2 (SCP2), fatty acid binding protein 1 (FABP1) and FABP2, which preferentially binds saturated long-chain fatty acids, whereas fatty acyl-CoAs bind to SCP2 and acyl-CoA binding protein (encoded by the *Dbi* gene). Expression of *Fabp1* and *Scp2* was similar in *Fmo5*^*-/-*^ and WT mice, but that of *Fabp2* and *Dbi* was lower in *Fmo5*^*-/-*^ mice (Table 3). 

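*Fabp2* (chromosome 3, 122895072 to 122899506) fell from 4588 ± 694 normalized counts in WT mice to 3022 ± 393 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.60 (standard error 0.13, adjusted p = 0.0564 from edgeR's quasi-likelihood test). It lies on chromosome 3, the chromosome of *Fmo5*. *Dbi* (chromosome 1, 120113280 to 120121078) fell from 42598 ± 4310.5 to 33633 ± 2373 (log2 fold change -0.34, standard error 0.11, edgeR adjusted p = 0.114). The changes in *Scp2* and *Fabp1* had the same direction and nearly the size of that in *Dbi*. Means of *Scp2* were 153260 ± 21111 in WT mice and 122990 ± 8517 in *Fmo5*-/- mice, with a log2 fold change of -0.32 (95% confidence interval -0.59 to -0.048). Those of *Fabp1* were 207200 ± 13432 and 175730 ± 19806, with a log2 fold change of -0.24 (-0.49 to 0.017). The edgeR adjusted p of this pair were 0.168 and 0.261. DESeq2 called *Fabp2* and *Dbi* alone among the 4, and edgeR called none.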

The lower expression of *Fabp2* is consistent with the lower hepatic concentrations of long-chain saturated fatty acids in *Fmo5*^*-/-*^ mice (S1 Table and see below), whereas the lower expression of *Dbi*, in conjunction with similar expression of *Fabp1* and *Scp2*, supports an increased ratio of fatty acids to fatty acyl-CoAs in these mice.

#### Fatty acid elongation

Fatty acids are elongated (chain length extended beyond C16) and double-bonds introduced by enzymes in the ER. The elongation cycle consists of four steps. The first, rate-limiting step, a condensation reaction, is catalyzed by ELOVL enzymes, each of which has a substrate preference for different length chains. 

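*Elovl6* (chromosome 3, 129532355 to 129638495), on the chromosome of *Fmo5*, had normalized counts of 6103 ± 431 in WT mice and 3846 ± 1039.6 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.67 (standard error 0.18, adjusted p = 0.0908 from edgeR's quasi-likelihood test). The *Fmo5*-/- mice varied more than the WT mice, and with each library left out in turn the log2 fold change ranged between -0.89 and -0.50. DESeq2 called the gene.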

The expression of *Elovl6*, encoding an enzyme that has a preference for C16 chains and, hence, is involved in addition of the first two carbons in the elongation process, was lower in *Fmo5*^*-/-*^ mice than in WT mice (Table 3). The expression of *Hsd17b12*, encoding an enzyme that catalyzes the second, reduction, step of the cycle, also was lower in *Fmo5*^*-/-*^ mice. 

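For *Hsd17b12* (chromosome 2, 94032689 to 94157964), normalized counts of 12808 ± 720.3 in WT mice compared with 10230 ± 452 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.32 (standard error 0.086, adjusted p = 0.0818 from edgeR's quasi-likelihood test). Its counts did not overlap between the genotypes, and DESeq2 called it.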

The results suggest that elongation of fatty acids beyond a C16 length would be compromised in *Fmo5*^*-/-*^ mice.

#### Hepatic fatty acid concentrations

The hepatic concentrations of seven of the 10 long-chain saturated and monounsaturated fatty acids measured were lower in *Fmo5*^*-/-*^ than in WT mice (S1 Table and Fig 3B). In contrast, the concentrations of only two of 16 long-chain polyunsaturated fatty acids were lower in *Fmo5*^*-/-*^ mice. Most of the long-chain polyunsaturated fatty acids were omega-3 or omega-6 fatty acids, derived from the essential fatty acids linolenic acid (C18:3, n-3) and linoleic acid (C18:2, n-6) by elongation reactions not involving ELOVL6. The concentrations of most long-chain saturated and monounsaturated acyl-carnitines, which are in equilibrium with their CoA derivatives, were also lower in the liver of *Fmo5*^*-/-*^ mice (S1 Table), suggesting a decline in β-oxidation. In contrast, concentrations of acyl-cholines were higher in *Fmo5*^*-/-*^ mice. The lower hepatic concentrations of long-chain saturated and monounsaturated fatty acids in *Fmo5*^*-/-*^ mice is consistent with the lower expression in these mice of genes encoding fatty acid elongation enzymes.

#### Fatty acid oxidation

Long-chain fatty acyl-CoAs are transferred into the mitochondria for β-oxidation via the carnitine shuttle. In the cytosol, the acyl group of a fatty acyl-CoA is transferred to carnitine in a reaction catalyzed by carnitine acyl transferase 1 (CPT1). Acyl-carnitine is then transported across the inner mitochondrial membrane by carnitine/acylcarnitine translocase (SLC25A20), an antiporter which exchanges fatty acyl carnitine for carnitine. In the mitochondrial matrix the acyl group is then transferred from carnitine to CoA, by CPT2. Hepatic concentrations of carnitine and several long-chain acyl-carnitines were lower in *Fmo5*^*-/-*^ mice (S1 Table and Fig 3C). 

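*Bbox1* (chromosome 2, 110262697 to 110314560) had normalized counts of 7352 ± 586 in WT mice and 5391 ± 540.1 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.45 (standard error 0.10, adjusted p = 0.0640 from edgeR's quasi-likelihood test), and passed the threshold with DESeq2. Every *Fmo5*-/- mouse had a lower count than every WT mouse.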

Carnitine is derived from the diet, but can also be synthesized in vivo, and expression of *Bbox1*, encoding γ-butyrobetaine hydroxylase, which catalyzes the last step in the carnitine biosynthetic pathway, was lower in *Fmo5*^*-/-*^ mice (Table 3). 

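Both *Slc25a20* and *Cpt2* were differentially expressed. *Slc25a20* (chromosome 9, 108662088 to 108684641) fell from 7221 ± 491 normalized counts in WT mice to 5321 ± 208 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.44 (standard error 0.084, adjusted p = 0.0468 from edgeR's quasi-likelihood test). *Cpt2* (chromosome 4, 107903981 to 107923610) fell from 8178 ± 799.9 to 5827 ± 258 (log2 fold change -0.49, standard error 0.095, edgeR adjusted p = 0.0468). *Slc25a20* passed the threshold in 0 and *Cpt2* in 1 of the 6 fits that left out 1 library. Of the *Cpt1* genes, *Cpt1a* (chromosome 19, 3322334 to 3385733), the main form in liver, fell from 14477 ± 1978 to 11605 ± 699 without overlap between the genotypes (log2 fold change -0.32, standard error 0.11, edgeR adjusted p = 0.146). Its 95% confidence interval of -0.57 to -0.066 lies below 0, and DESeq2 did not call it.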

Although expression of *Cpt1* was similar in *Fmo5*^*-/-*^ and WT mice, that of *Acsl1*, encoding the major hepatic long-chain acyl-CoA synthetase (see above), *Slc25a20* and *Cpt2* was lower in *Fmo5*^*-/-*^ mice. The expression of *Crat*, encoding carnitine acetyl transferase, which catalyzes the reversible transfer of short- and medium-chain acyl groups (C2-C10) between CoA and carnitine in the mitochondrial matrix and regulates the acyl-CoA/CoA ratio, also was lower in *Fmo5*^*-/-*^ mice (Table 3). These results suggest that availability of substrates for β-oxidation was lower in *Fmo5*^*-/-*^ mice.

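*Crat* (chromosome 2, 30400471 to 30415813) had the largest fall among the genes of the carnitine shuttle. Its normalized counts were 2946 ± 509.9 in WT mice and 1915 ± 228 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.62 (standard error 0.13, adjusted p = 0.0594 from edgeR's quasi-likelihood test). Leaving out 1 library kept the log2 fold change between -0.71 and -0.47, and DESeq2 called the gene.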

Expression of *Acadm*, *Acad9* and *Acad11*, encoding acyl-CoA dehydrogenases, which catalyze the first step of β-oxidation, was lower in *Fmo5*^*-/-*^ mice (Table 3). 

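The 3 acyl-CoA dehydrogenase genes were lower in each *Fmo5*-/- mouse than in each WT mouse. *Acad9* (chromosome 3, 36065979 to 36092853) came closest to the threshold, with normalized counts of 1734 ± 173 in WT mice and 1259 ± 54.5 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.46 (standard error 0.092, adjusted p = 0.0500 from edgeR's quasi-likelihood test), and it passed in 2 of the 6 fits that left out 1 library. *Acadm* fell from 20339 ± 2679.8 to 15515 ± 666 (log2 fold change -0.39, standard error 0.11, edgeR adjusted p = 0.0938) and *Acad11* from 14800 ± 2202 to 10697 ± 968 (log2 fold change -0.47, standard error 0.12, edgeR adjusted p = 0.0827). DESeq2 called the 3 genes, of which *Acad9* and *Acadm* lie on chromosome 3, as does *Fmo5*.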

ACADs use electron transfer flavoprotein (ETF) as an electron acceptor to transfer electrons to the mitochondrial electron-transport chain via ETF dehydrogenase. 

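*Etfdh* (chromosome 3, 79603788 to 79629500), also on the chromosome of *Fmo5*, was differentially expressed. Normalized counts were 15214 ± 1361 in WT mice and 10652 ± 825 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.51 (standard error 0.10, adjusted p = 0.0493 from edgeR's quasi-likelihood test). With any 1 of the 6 libraries left out the gene no longer passed the threshold, though the log2 fold change stayed between -0.58 and -0.45.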

The expression of *Etfdh*, which encodes ETF dehydrogenase was lower in *Fmo5*^*-/-*^ mice (Table 3). 

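Of *Hadh*, *Hadhb* and *Acat1*, only *Acat1* (chromosome 9, 53580522 to 53610382) was differentially expressed. It had normalized counts of 28930 ± 1687 in WT mice and 21036 ± 1209 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.46 (standard error 0.091, adjusted p = 0.0494 from edgeR's quasi-likelihood test), and it passed the threshold in 1 of the 6 fits without 1 library. *Hadh*, on chromosome 3, fell from 18738 ± 2469 to 14561 ± 488 (log2 fold change -0.36, standard error 0.11, edgeR adjusted p = 0.104). *Hadhb* fell from 3546 ± 324 to 2757 ± 170 (log2 fold change -0.36, standard error 0.092, edgeR adjusted p = 0.0763). DESeq2 called these as well.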

Expression of *Hadh*, encoding an enzyme that catalyzes step 3 of β-oxidation, and of *Hadhb* and *Acat1*, which encode enzymes that catalyze step 4, was lower in *Fmo5*^*-/-*^ mice (Table 3).

Fatty acid β-oxidation also takes place in peroxisomes. In these organelles long-chain acyl-CoAs (> C16) are degraded to chain lengths of 6–8 Cs, which are then exported to mitochondria for metabolism to C2 units. Fatty acyl-CoAs are transported into peroxisomes by members of the ATP-binding cassette, sub-family D (ABCD1, 2 and 3). Expression of *Abcd3*, encoding a protein that has a preference for the most hydrophilic fatty acids, was lower in *Fmo5*^*-/-*^ mice (Table 4). 

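*Abcd3* (chromosome 3, 121758774 to 121815302), another gene of chromosome 3, had normalized counts of 35860 ± 1069 in WT mice and 24764 ± 3115 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.53 (standard error 0.11, adjusted p = 0.0523 from edgeR's quasi-likelihood test). The counts of the genotypes did not overlap. The gene lay just short of the threshold, which it passed in none of the 6 fits without 1 library, whereas DESeq2 called it.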

The first step in peroxisomal ß-oxidation is catalyzed by acyl-CoA oxidases (ACOXs), steps 2 and 3 by peroxisomal bifunctional enzyme (PBE), encoded by *Hsd17b4*, and step 4 by an acetyl-CoA acyltransferase (ACAA). 

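*Acaa1b* (chromosome 9, 119148023 to 119157093) fell from 60591 ± 15941 normalized counts in WT mice to 37617 ± 4382 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.69 (standard error 0.18, adjusted p = 0.0869 from edgeR's quasi-likelihood test). *Hsd17b4* (chromosome 18, 50128201 to 50196269) fell from 28746 ± 3508 to 20398 ± 1169 (log2 fold change -0.49, standard error 0.11, edgeR adjusted p = 0.0611). Neither overlapped between the genotypes, and DESeq2 called both.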

Expression of *Acox1*, *Hsd17b4* and *Acaa1b* was lower in *Fmo5*^*-/-*^ mice than in WT mice (Table 3). The results suggest that in *Fmo5*^*-/-*^ mice both mitochondrial and peroxisomal β-oxidation are compromised.

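The 7 mitochondrial genes had log2 fold changes between -0.51 and -0.36. By edgeR's test 2 of the 7 were differentially expressed, and DESeq2 called all 7.

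**Figure D5:**
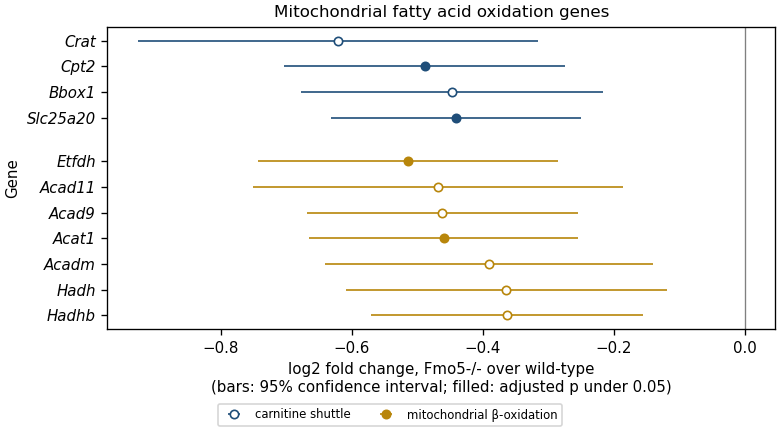
Log2 fold change, *Fmo5*-/- over WT, with 95% confidence intervals from edgeR for genes of the carnitine shuttle and of mitochondrial β-oxidation, filled where the adjusted p from edgeR's test is under 0.05. Every estimate and every interval lies below 0, with estimates from -0.62 for *Crat* to -0.36 for *Hadhb*.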

**Table 4:** Genes involved in carbohydrate metabolism differentially expressed in liver of *Fmo5*^*-/-*^ mice compared with WT mice.

Role	Gene symbol	Protein	Percentage change (*Fmo5*^*-/-*^ vs WT)	*q* (padj)
**Glucose, insulin and glucagon**	*Slc2a2*	Solute carrier family 2 member 2 (GLUT2)	-32	0.012
	*Ide*	Insulin-degrading enzyme	-50	1.90e-15
	*Mme*	Membrane metalloendopeptidase	-95	8.49e-25
**Glycogen synthesis/glycogenolysis**	*Gys2*	Glycogen synthase 2 (liver)	-25	0.015
	*Pgm3*	Phosphoglucomutase 3	-37	9.34e-4
	*Pygl*	Glycogen phosphorylase L (liver)	-25	0.041
**Glycolysis/gluconeogenesis**	*Aldob*	Aldolase, fructose-bisphosphate B	-29	6.29e-4
	*Hyou1*	Hypoxia up-regulated 1 (ORP150)	-48	9.83e-10
	*Pfkfb1*	6-phosphofructo-2-kinase/fructose 2,6-bisphosphatase 1	-28	6.61e-4
	*Pgk1*	Phosphoglycerate kinase 1	-20	0.009
**Regeneration of NAD**^**+**^ **for glycolysis**	*Gpd1*	Glycerol-3-phosphate dehydrogenase 1 (soluble)	-35	5.31e-4
	*Gpd2*	Glycerol-3-phosphate dehydrogenase 2 (mitochondrial)	-30	4.79e-4
	*Slc25a13*	Solute carrier family 25 member 13	-25	0.025
**Fructose metabolism**	*Aldob*	Aldolase B	-29	6.29e-4
**TCA cycle**	*Dld*	Dihydrolipoamide dehydrogenase	-24	0.010
	*Pdha1*	Pyruvate dehydrogenase E1 subunit alpha 1	-26	0.023

#### Ketogenesis

Acetyl-CoA generated from mitochondrial fatty acid β-oxidation can be converted to the ketone body acetoacetate via a three-step process. Expression of *Acat1* and *Hmgcs2*, encoding enzymes that catalyze the first two steps, was lower in *Fmo5*^*-/-*^ mice than in WT mice (Table 3), suggesting that *Fmo5*^*-/-*^ mice have a decreased capacity for production of ketone bodies.

#### Biosynthesis of TAGs

TAGs are synthesized from glycerol 3-phosphate and fatty acyl-CoAs. The expression of genes encoding three of the enzymes involved in conversion of fatty acids into acyl-CoAs, ACSL1, ACSM3 and ACSS3, was lower in *Fmo5*^*-/-*^ than in WT mice (see Activation of fatty acids to fatty acyl-CoAs, above) (Table 3). Glycerol 3-phosphate is produced from glycerol, via a reaction catalyzed by glycerol kinase (GK), or from dihydroxyacetone phosphate (DHAP), via the action of glycerol 3-phosphate dehydrogenase 1 (GPD1). The expression of genes encoding both GK and GPD1 was lower in *Fmo5*^*-/-*^ mice (Table 3). 

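*Gpd1* (chromosome 15, 99717515 to 99725005) fell from 26956 ± 3655 normalized counts in WT mice to 17709 ± 2059 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.61 (standard error 0.13, adjusted p = 0.0554 from edgeR's quasi-likelihood test). It passed the threshold in 2 of the 6 fits without 1 library, and in the fit of all 6 only with DESeq2. *Gk* (chromosome X, 85701937 to 85776819) fell from 4867 ± 523 to 3470.4 ± 427 (log2 fold change -0.49, standard error 0.12, edgeR adjusted p = 0.0697), and DESeq2 called it too.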

DHAP is derived from the glycolytic intermediate fructose 1,6-bisphosphate, or from fructose 1-phosphate, by the action of aldolase B, encoded by *Aldob*, the expression of which was lower in *Fmo5*^*-/-*^ mice (Table 3). Fructose 1-phosphate is produced from fructose by the action of ketohexokinase (KHK). 

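*Khk* (chromosome 5, 30921431 to 30931248) was lower in all 3 *Fmo5*-/- mice than in the 3 WT mice, with normalized counts of 29993 ± 2011 in WT mice and 23124 ± 3985 in *Fmo5*-/- mice (SD, n = 3 each). The log2 fold change was -0.38 (standard error 0.13, adjusted p = 0.148 from edgeR's quasi-likelihood test), and its 95% confidence interval was -0.67 to -0.076. Neither edgeR nor DESeq2 called the gene.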

Although the abundance of the KHK mRNA was similar in the liver of *Fmo5*^*-/-*^ and WT mice, the abundance of the protein is lower in *Fmo5*^*-/-*^ mice, as is that of aldolase B and GPD1 proteins [12]. The results suggest that hepatic production of the precursors of TAG biosynthesis is compromised in *Fmo5*^*-/-*^ mice. However, the hepatic concentrations of glycerol, DHAP and glycerol 3-phosphate were similar in *Fmo5*^*-/-*^ and WT mice (S1 Table).

The main route for TAG biosynthesis is the glycerol 3-phosphate pathway, which consists of four steps. 

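*Lpin2* (chromosome 17, 71182560 to 71249817) was the 1 gene of TAG synthesis that edgeR called. Its normalized counts were 14346 ± 1022 in WT mice and 9238 ± 729.5 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.63 (standard error 0.10, adjusted p = 0.0243 from edgeR's quasi-likelihood test), and it passed the threshold in 4 of the 6 fits that left out 1 library. *Gpam* (chromosome 19, 55067268 to 55127238) fell as far but with more spread, from 9893 ± 2097 to 6404 ± 1124 (log2 fold change -0.63, standard error 0.18, edgeR adjusted p = 0.108). For *Agpat2* the means were 12233 ± 1184 and 9432 ± 319.7 (log2 fold change -0.38, standard error 0.10, edgeR adjusted p = 0.0765). DESeq2 called the 3 genes.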

Expression of *Gpam*, which encodes the enzyme that catayzes the first, rate-limiting step, and of *Agpat2* and *Lpin2*, encoding enzymes that catalyze steps 2 and 3, was lower in *Fmo5*^*-/- *^than in WT mice (Table 3). 

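*Lpgat1* (chromosome 1, 191717834 to 191784255) had normalized counts of 7605 ± 1165 in WT mice and 5511 ± 419.6 in *Fmo5*-/- mice (SD, n = 3 each). Its log2 fold change was -0.46 (standard error 0.12, adjusted p = 0.0779 from edgeR's quasi-likelihood test). It was called by DESeq2, and the *Fmo5*-/- mice lay below the WT mice without overlap.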

Expression of *Lpgat1*, encoding lysophosphatidylglycerol acyltransferase 1, which catalyzes formation of diacylglycerol from monoacylglycerol, also was lower in *Fmo5*^*-/-*^ mice (Table 3). The results suggest that biosynthesis of TAGs is compromised in *Fmo5*^*-/-*^ mice.

#### TAG storage and secretion

TAGs are stored in lipid droplets. 

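*Plin5* (chromosome 17, 56111601 to 56117596) had the smallest standard error of the perilipin genes and fell from 2302 ± 315 normalized counts in WT mice to 1623 ± 114 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.50 (standard error 0.11, adjusted p = 0.0588 from edgeR's quasi-likelihood test). *Plin2* fell from 30933 ± 3658 to 22675 ± 4264 (log2 fold change -0.45, standard error 0.15, edgeR adjusted p = 0.129). *Plin4* fell from 777 ± 308 to 414 ± 71.8 (log2 fold change -0.91, standard error 0.28, edgeR adjusted p = 0.136), and its log2 fold change lay anywhere between -1.12 and -0.54 as single libraries were left out. DESeq2 called the 3 genes.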

Expression of genes coding for some of the major protein components of lipid droplet coats, perilipin 2, 4 and 5 (*Plin2*, *4* and *5*), was lower in *Fmo5*^*-/-*^ mice (Table 3), suggesting that lipid droplets were less abundant or smaller in these mice. In hepatocytes, lipid droplets are tightly associated with membranes of the ER and components of lipid droplets interact with ER membrane proteins. Expression of *Fitm1*, *Fitm2* and *Cideb*, encoding ER proteins required for lipid droplet formation [24], was lower in *Fmo5*^*-/-*^ mice (Table 3), suggesting that formation of lipid droplets is compromised. 

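*Fitm1* (chromosome 14, 55575617 to 55576954) was differentially expressed and stayed so with each of the 6 libraries left out. It fell from 2316 ± 211 normalized counts in WT mice to 1249.6 ± 127 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.89 (standard error 0.10, adjusted p = 0.00807 from edgeR's quasi-likelihood test). *Fitm2* fell from 2131 ± 439 to 1583 ± 64.0 (log2 fold change -0.43, standard error 0.14, edgeR adjusted p = 0.129), and *Cideb* from 3004 ± 104 to 2424 ± 96.8 (log2 fold change -0.31, standard error 0.074, edgeR adjusted p = 0.0709). DESeq2 called both of these. Counted on the reads of 1 strand alone, the direction of *Cideb* reversed, to 0.012.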

*Fitm1* was one of the most significantly differentially expressed genes *(q* = 3.71e-10).

A major destination of hepatic TAGs stored in lipid droplets is incorporation into very-low-density lipoprotein (VLDL) particles for secretion, a process that takes place in the ER. 

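*Copg1* (chromosome 6, 87887814 to 87913595) had normalized counts of 4396 ± 152 in WT mice and 3362 ± 88.3 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.39 (standard error 0.074, adjusted p = 0.0468 from edgeR's quasi-likelihood test). *Copb2* fell from 7741 ± 356 to 5897 ± 277 (log2 fold change -0.39, standard error 0.082, edgeR adjusted p = 0.0552) and *Copb1* from 5399 ± 266 to 4232 ± 176 (log2 fold change -0.35, standard error 0.079, edgeR adjusted p = 0.0633). *Copg1* alone was differentially expressed by that test, and it passed in none of the 6 fits without 1 library. DESeq2 called the 3 genes.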

Expression of *Copb1*, *Copb2* and *Copg1*, encoding three of five coat complex 1 proteins thought to be involved in transport of TAGs from lipid droplets to the ER, was lower in *Fmo5*^*-/-*^ mice (Table 3). The first step in the process, the addition of TAG to ApoB100 in the ER, to form a primordial VLDL_2_ particle, requires microsomal TAG transfer protein (MTTP), which acts as a heterodimer with prolyl 4-hydroxylase (P4HB). Expression of both *Mttp* and *P4hb* was lower in *Fmo5*^*-/-*^ mice (Table 3). 

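*Mttp* (chromosome 3, 138089854 to 138144968) was differentially expressed, with normalized counts of 16724 ± 1191 in WT mice and 11108 ± 1430.5 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.59 (standard error 0.11, adjusted p = 0.0468 from edgeR's quasi-likelihood test). It lies on the chromosome of *Fmo5* and passed the threshold in none of the 6 fits that left out 1 library. *P4hb* (chromosome 11, 120560298 to 120573253) fell from 70990 ± 4059.7 to 57549 ± 2740.1 (log2 fold change -0.30, standard error 0.092, edgeR adjusted p = 0.109), and DESeq2 called it.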

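*Ces1f* (chromosome 8, 93256236 to 93279747) had normalized counts of 31455 ± 3592 in WT mice and 24191 ± 2760.1 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.38 (standard error 0.12, adjusted p = 0.119 from edgeR's quasi-likelihood test). *Ces1d* (chromosome 8, 93166068 to 93197838) had 34949 ± 6026 in WT mice and 25221 ± 4989.7 in *Fmo5*-/- mice, with overlap between the genotypes (log2 fold change -0.47, standard error 0.17, edgeR adjusted p = 0.162). Together with *Ces1e* the genes lie side by side on chromosome 8 and are similar in sequence, so reads can be shared between them. DESeq2 called *Ces1d*, *Ces1e* and *Ces1f*.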

VLDL_2_ particles are converted into VLDL_1_ particles by a second lipidation step, also mediated by MTTP, which involves carboxylesterases (CESs), and expression of *Ces1d*, *Ces1e* and *Ces1f* was lower in *Fmo5*^*-/-*^ mice (Table 3). Expression of *Sar1b*, *Sec23a*, *Sec23b*, *Sec24a* and *Sec24d*, encoding components of coat complex II that interact with CIDEB to transport mature VLDL-TAG particles from the ER to the Golgi, was lower in *Fmo5*^*-/-*^ mice (Table 3), as was that of *Cideb* and *Cd36* (see above), which is also involved in VLDL output from liver [25]. 

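The 5 genes of coat complex II were lower, with log2 fold changes between -0.63 (*Sec24d*) and -0.36 (*Sar1b*), with no overlap between the genotypes for any of them. *Sec23b* (chromosome 2, 144556229 to 144590749) had normalized counts of 3216 ± 201 in WT mice and 2411 ± 55.8 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.42 (standard error 0.078, adjusted p = 0.0459 from edgeR's quasi-likelihood test). *Sec24a* (chromosome 11, 51692264 to 51763634) fell from 4765 ± 236 to 3481 ± 288 (log2 fold change -0.45, standard error 0.088, edgeR adjusted p = 0.0468). Each of these 2 passed the threshold in 1 of the 6 fits without 1 library. The adjusted p of *Sar1b*, *Sec23a* and *Sec24d* were 0.0710, 0.0564 and 0.0554 from edgeR's test, and DESeq2 called all 5.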

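*Apoa4* (chromosome 9, 46240696 to 46243459) fell from 3203 ± 419 normalized counts in WT mice to 1124 ± 101 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -1.51 (standard error 0.11, adjusted p = 7.82e-04 from edgeR's quasi-likelihood test). *Apoa5* (chromosome 9, 46268633 to 46271919) fell from 39228 ± 4858 to 19334 ± 6046 (log2 fold change -1.02, standard error 0.21, edgeR adjusted p = 0.0588), with more spread among the *Fmo5*-/- mice. *Apoc3* fell from 82614 ± 5532 to 66493 ± 5287 (log2 fold change -0.31, standard error 0.10, edgeR adjusted p = 0.123). *Apoa5* and *Apoc3* were called by DESeq2 and not by edgeR.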

Expression of *Apoa4*, *Apoa5* and *Apoc3* was lower in *Fmo5*^*-/-*^ mice (Table 3). *Apoa4* was the most significantly differentially expressed gene *(q* = 7.00e-27) between *Fmo5*^*-/-*^ and wild-type mice. 

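*Apoa4* was differentially expressed in each of the 6 fits that left out 1 library, with log2 fold changes between -1.60 and -1.42. Ranked by adjusted p among genes with a mean normalized count of 500 or more, it came after *Fmo5* among the genes lower in *Fmo5*-/- mice, and after *Rps3a3* and *Asic5* of those higher. This last pair had adjusted p of 2.79e-07 and 6.08e-06 from edgeR's quasi-likelihood test. *Wdfy1* and *Tymp* shared the adjusted p of *Apoa4*.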

APOA4 enhances hepatic TAG secretion [26], APOA5 is involved in hepatic TAG accumulation and/or lipid droplet formation [27] and APOC3 promotes assembly and secretion of VLDL particles [28]. The results suggest that production and secretion of VLDL particles is diminished in *Fmo5*^*-/-*^ mice.

#### Lipolysis and lipophagy

TAGs in lipid droplets can also be metabolized to fatty acids and glycerol by the sequential action of three enzymes, adipose triglyceride lipase (ATGL), hormone-sensitive lipase and monoglyceride lipase. Expression of *Mgll*, encoding monoglyceride lipase, was lower in *Fmo5*^*-/-*^ than in WT mice (Table 3).

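*Mgll* (chromosome 6, 88724412 to 88828360) had normalized counts of 9749 ± 1245 in WT mice and 6249.8 ± 636 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.64 (standard error 0.12, adjusted p = 0.0430 from edgeR's quasi-likelihood test). The gene passed the threshold in 3 of the 6 fits without 1 library, where its log2 fold change was between -0.73 and -0.55.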

Lipid droplets can be degraded via an autophagic process termed lipophagy. This can be initiated by chaperone-mediated autophagy [29]. The chaperone heat-shock protein 8 (HSPA8) binds to PLIN2 on the coat of lipid droplets and targets them to lysosomes for degradation. Lysosomal-associated membrane protein 2 (LAMP2) is required for fusion of autophagosomes with lysosomes during autophagy. Microtubule associated protein 1 light chain 3a, encoded by the *Map1lc3a* gene, interacts with ATGL and translocates the lipase to the surface of lipid droplets. PNPLA8, a member of the patatin-like phospholipase domain-containing protein family, promotes lipophagy. 

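*Map1lc3a* (chromosome 2, 155276297 to 155278073) had normalized counts of 2303 ± 179 in WT mice and 1730.2 ± 81.4 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.41 (standard error 0.085, adjusted p = 0.0547 from edgeR's quasi-likelihood test). The other genes of lipophagy apart from *Plin2* had edgeR adjusted p between 0.0710 and 0.0900. Among them, *Hspa8* fell from 19806 ± 4639 to 13165 ± 687, a log2 fold change of -0.59 (edgeR adjusted p = 0.0806). *Lamp2* fell from 37371 ± 2660.5 to 28840 ± 2320.2 and *Lipa* from 13227 ± 1577 to 10212 ± 485, with log2 fold changes of -0.37 and -0.37. *Pnpla8* had a log2 fold change of -0.40. Of the 6 genes edgeR called none (0 genes) and DESeq2 all 6, and all 6 had an unadjusted p under 0.05.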

Expression of *Hspa8*, *Plin2*, *Lamp2*, *Map1lc3a* and *Pnpla8* were all lower in *Fmo5*^*-/-*^ mice (Table 3), as was that of *Lipa*, which encodes lysosomal acid lipase A, the major lipase present in lysosomes. In addition, saturated fatty acids, the concentrations of which were lower in *Fmo5*^*-/-*^ mice (see above and S1 Table and Fig 3B), have been found to activate lipophagy [30]. The results indicate that chaperone-mediated autophagy and lipophagy is less active in *Fmo5*^*-/-*^ mice.

#### Cholesterol

The hepatic concentration of cholesterol was higher in *Fmo5*^*-/-*^ mice than in WT mice (S1 Table). Factors that might contribute to this are the lower expression in the liver of *Fmo5*^*-/-*^ mice of genes encoding APOA4, which activates lecithin-cholesterol acyltransferase [31], an enzyme required for cholesterol transport; CD36, which is involved in VLDL output from the liver; bile acid-CoA:amino acid *N*-acyltransferase (*Baat*), which promotes secretion of cholesterol into bile; ABCB4, a P-glycoprotein phosphatidylcholine transporter that is important in bile formation and indirectly determines biliary cholesterol output [32]; and CYP8B1, which is involved in the classic (neutral) bile acid biosynthetic pathway (Table 3). However, despite lower expression of *Cyp8b1* in *Fmo5*^*-/-*^ mice, hepatic concentrations of primary bile acids were similar in *Fmo5*^*-/-*^ and WT mice.

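*Baat* (chromosome 4, 49489422 to 49506557) had normalized counts of 15990 ± 976 in WT mice and 11457 ± 1113 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.48 (standard error 0.10, adjusted p = 0.0552 from edgeR's quasi-likelihood test), and passed the threshold in 1 of the 6 fits that left out 1 library. *Abcb4* (chromosome 5, 8893717 to 8959231) fell from 14534 ± 2013 to 11081 ± 957 (log2 fold change -0.39, standard error 0.12, edgeR adjusted p = 0.110) and *Cyp8b1* (chromosome 9, 121914356 to 121916305) from 18426 ± 2167 to 13213 ± 2815 (log2 fold change -0.48, standard error 0.15, edgeR adjusted p = 0.126). DESeq2 called each of them.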

Expression of *Angptl3* was lower in *Fmo5*^*-/-*^ mice (Table 3). ANGPTL3, which is expressed exclusively in liver, is a hepatokine involved in regulating the uptake of lipids, cholesterol and glucose by peripheral tissues [33].

#### Glycerophospholipids

The hepatic concentrations of six of the 14 phosphatidylethanolamines detected were higher in *Fmo5*^*-/-*^ mice, as were those of phosphoethanolamine, a precursor of phosphatidylethanolamine biosynthesis, and glycerophosphoethanolamine, a breakdown product (S1 Table). 

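*Apol9b* (chromosome 15, 77729039 to 77736382) and its neighbour *Apol9a* are similar in sequence, so their reads can be counted on either. *Apol9b* rose from 3114 ± 88.6 normalized counts in WT mice to 5189 ± 1081 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of 0.74 (standard error 0.13, adjusted p = 0.0447 from edgeR's quasi-likelihood test). *Apol9a* rose from 1506 ± 86.9 to 3074 ± 1004 (log2 fold change 1.03, standard error 0.21, edgeR adjusted p = 0.0633). The *Fmo5*-/- mice differed among themselves by more than the WT mice did, and in all 3 the counts lay above those of the WT mice. Each gene passed the threshold in 2 of the 6 fits that left out 1 library. DESeq2 called both.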

Expression of *Apol9a* and *Apol9b*, encoding subunits of APOL9, which binds phophatidylethanolamines [34], was higher in *Fmo5*^*-/-*^ mice (Table 3).

Phosphatidylethanolamines, along with serine, the concentration of which was also elevated in *Fmo5*^*-/-*^ mice (S1 Table), are precursors in the biosynthesis of phosphatidylserines, and the concentrations of two of three phosphatidylserines detected were also elevated in these mice (S1 Table). Of 27 lysophospholipids detected, the concentrations of one was higher and seven were lower in *Fmo5*^*-/-*^ mice. In particular, the concentrations of four of the nine lysophosphatidylcholines detected were lower in *Fmo5*^*-/-*^ mice (S1 Table).

The hepatic concentrations of six of the eight plasmalogens detected were higher in *Fmo5*^*-/-*^ mice (S1 Table). Plasmalogens are synthesized in the liver and transported to other tissues by lipoproteins. The predicted decrease in production of VLDL particles (see above) would negatively affect export of plasmalogens from the liver.

#### Sphingolipids

The hepatic concentration of serine, a precursor of sphingolipid biosynthesis, and of two intermediates in ceramide biosynthesis, sphinganine (dihydrosphingosine) and *N*-palmitoyl-sphinganine (d18:0/16:0) (a major dihydroceramide), was higher in *Fmo5*^*-/-*^ mice (S1 Table and Fig 3D). The concentrations of dihydrosphingomyelins, which can be produced from dihydrosphingosine, were also higher in *Fmo5*^*-/-*^ mice, by as much as 22-fold (S1 Table and Fig 3D). Differences were also observed between *Fmo5*^*-/-*^ and WT mice in the hepatic concentrations of several ceramides, hexosylceramides and sphingomyelins (S1 Table).

The concentration of sphingosine, a catabolic product of ceramides, was higher in *Fmo5*^*-/-*^ mice (S1 Table). The breakdown of sphingolipids proceeds via the conversion of sphingosine to sphingosine 1-phosphate, which is then converted to phosphoethanolamine and fatty aldehydes. The lower expression in *Fmo5*^*-/-*^ mice of *Aldh3a2*, *Acsl1* and *Slc27a2* (Table 3), encoding aldehyde dehydrogenase 3A2, acyl-CoA synthetase long-chain 1 and very long-chain acyl-CoA synthetase, three of the enzymes involved in the subsequent metabolism of fatty aldehydes to fatty acyl-CoAs, might contribute to the higher hepatic concentration of sphingosine in these animals.

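*Aldh3a2* (chromosome 11, 61223417 to 61267464) had normalized counts of 27128 ± 7996 in WT mice and 17226 ± 2551 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.66 (standard error 0.22, adjusted p = 0.143 from edgeR's quasi-likelihood test). The counts of the genotypes overlapped, and the log2 fold change moved between -0.86 and -0.43 as each library was left out. DESeq2 called the gene.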

#### Eicosanoids

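*Abhd6* (chromosome 14, 8002902 to 8056763) had normalized counts of 2192 ± 161 in WT mice and 1670.4 ± 135 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.39 (standard error 0.091, adjusted p = 0.0677 from edgeR's quasi-likelihood test). Of the 4 genes of arachidonate release and metabolism, which are *Pla2g6*, *Pnpla8*, *Ephx1* and *Abhd6*, edgeR called *Ephx1* alone and DESeq2 all 4.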

The hepatic concentration of the omega-6 polyunsaturated fatty acid arachidonate, a precursor of pro-inflammatory eicosanoids, was lower in *Fmo5*^*-/-*^ mice (S1 Table), as was expression of *Pla2g6* and *Pnpla8*, which encode enzymes involved in the selective release of arachidonate from glycerophospholipids [35], and *Ephx1* and *Abhd6*, encoding enzymes that respectively metabolize 2- and 1-arachidonylglycerol to arachidonate and glycerol (Table 3). 

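*Ptgs1* (chromosome 2, 36230426 to 36252272) rose from 461 ± 46.0 normalized counts in WT mice to 715 ± 148 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of 0.64 (standard error 0.16, adjusted p = 0.0755 from edgeR's quasi-likelihood test). Every *Fmo5*-/- mouse lay above every WT mouse. The gene passed the threshold in 1 of the 6 fits without 1 library and, on all 6, with DESeq2.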

Expression of *Ptgs1*, encoding prostaglandin synthase 1, which catalyzes the first step in the production of prostaglandins from arachidonate, was higher in *Fmo5*^*-/-*^ mice (Table 3), as was the hepatic concentration of 12-hydroxyeicosatetraenoate (12-HETE), a metabolite of arachidonate (S1 Table), indicating that decreased production and increased metabolism contribute to the lower arachidonate concentration in *Fmo5*^*-/-*^ mice.

### Non-lipid metabolism

Metabolomic and transcriptomic data also revealed differences between *Fmo5*^*-/-*^ and WT mice in the hepatic concentrations of several non-lipid metabolites (S1 Table and Fig 4A) and in the expression of genes encoding proteins involved in non-lipid metabolic pathways.

**Fig 4:**
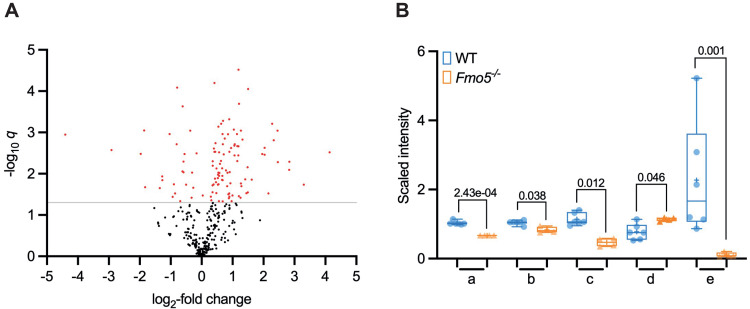
Differences in abundance of non-lipid molecules in liver of *Fmo5*^*-/-*^ and WT mice. (A) Volcano plot representation of non-lipid molecules (log_2_-fold change) of *Fmo5*^*-/-*^ vs WT mice. Non-lipid data points were abstracted after analysis of all metabolites in S1 Table combined. Red dots are non-lipids that are significantly increased or decreased in *Fmo5*^*-/-*^ mice with a -log_10_ *q* above 1.301 (*q* <0.05) (grey line). (B) Nicotinamide and associated metabolites. a. quinolinate; b. nicotinamide; c. nicotinamide *N*-oxide; d. 1-methylnicotinamide; e. adenosine 5’-diphosphoribose (ADP-ribose). Symbols indicate values from individual animals, + indicates mean value, numbers are *q* values.

#### Glucose, insulin and glucagon

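*Slc2a2* (chromosome 3, 28697903 to 28731359), on the chromosome of *Fmo5*, had normalized counts of 15753 ± 611 in WT mice and 10792 ± 2470.2 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.55 (standard error 0.16, adjusted p = 0.0990 from edgeR's quasi-likelihood test). DESeq2 called the gene, and its counts did not overlap between the genotypes.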

Expression of *Slc2a2*, encoding the glucose transporter GLUT2, which because of its low affinity for glucose is considered a glucose sensor, was lower in *Fmo5*^*-/-*^ than in WT mice (Table 4). This might be a consequence of the lower plasma concentration of glucose in *Fmo5*^*-/-*^ mice (S2 Table) [12, 13].

Among the genes that exhibited the most significantly lower expression in *Fmo5*^*-/-*^ mice were *Ide* (*q* = 1.90e-15), encoding insulin-degrading enzyme, a metalloendopeptidase whose substrates include insulin and glucagon [36], and *Mme (q* = 8.49e-25), encoding a cell-surface metalloendopeptidase, whose substrates include glucagon [37] (Table 4). 

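*Ide* (chromosome 19, 37268743 to 37337852) fell from 7646 ± 854 normalized counts in WT mice to 3849 ± 210.2 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.99 (standard error 0.10, adjusted p = 0.00391 from edgeR's quasi-likelihood test). It was differentially expressed in all 6 fits without 1 library, with log2 fold changes between -1.07 and -0.91. *Mme* (chromosome 3, 63241537 to 63386030) fell from 2717 ± 663 to 126 ± 53.6, with counts of 188, 92.7 and 98.2 in the single *Fmo5*-/- mice, and its log2 fold change was -4.42 (standard error 0.35, adjusted p = 0.00871 from edgeR's quasi-likelihood test). It too passed in all 6 fits. *Mme* lies on chromosome 3, the chromosome of *Fmo5*.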

The lower expression of *Ide* in *Fmo5*^*-/-*^ mice might be in response to the lower plasma concentration of insulin in these animals [13]. Despite the consequential potential decrease in glucagon degradation, *Fmo5*^*-/-*^ mice have a lower plasma concentration of glucose.

#### Glycogen synthesis/glycogenolysis

Expression of *Gys2*, encoding hepatic glycogen synthase, which catalyzes the rate-limiting step in glycogen synthesis, *Pygl*, encoding liver glycogen phosphorylase, which catalyzes the release of glucose 1-phosphate from glycogen, and *Pgm3*, encoding phosphoglucomutase 3, which catalyzes the interconversion of glucose 1-phosphate and glucose 6-phosphate and is thus involved in both glycogen formation and utilization, was lower in *Fmo5*^*-/-*^ mice (Table 4), suggesting that disruption of the *Fmo5* gene perturbs glycogen metabolism.

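*Gys2* (chromosome 6, 142422613 to 142473109) had normalized counts of 7442 ± 279 in WT mice and 5654 ± 740.5 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.40 (standard error 0.11, adjusted p = 0.0825 from edgeR's quasi-likelihood test). *Pygl* (chromosome 12, 70190811 to 70231488) fell from 33235 ± 450.1 to 25031 ± 4795 (log2 fold change -0.41, standard error 0.14, edgeR adjusted p = 0.133). *Pgm3* fell from 921 ± 159 to 586 ± 63.7 (log2 fold change -0.65, standard error 0.14, edgeR adjusted p = 0.0552). DESeq2 called all 3.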

#### Glycolysis/gluconeogenesis

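*Pgk1* (chromosome X, 106187100 to 106203699) was lower in each of the 3 *Fmo5*-/- mice than in the 3 WT mice, at 4363 ± 105 against 5418 ± 198 normalized counts (SD, n = 3 each), a log2 fold change of -0.31 (standard error 0.075, adjusted p = 0.0709 from edgeR's quasi-likelihood test). The gene was called by DESeq2 alone.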

Expression of *Aldob* and *Pgk1* was lower in *Fmo5*^*-/-*^ mice (Table 4). The genes encode aldolase B and phosphoglycerate kinase 1, which respectively catalyze the interconversion of fructose 1,6-bisphosphate and glyceraldehyde 3-phosphate plus DHAP, and of 1,3-bisphoglycerate and 3-phosphoglycerate, reversible reactions in glycolysis and gluconeogenesis.

A key point of control in the glycolytic and gluconeogenic pathways is the reciprocal regulation of phosphofructokinase, which catalyzes the conversion of fructose 6-phosphate to fructose 1,6-bisphosphate, an irreversible step that commits glucose to glycolysis, and fructose 1,6-bisphosphatase, which catalyzes the reverse reaction in gluconeogenesis. Phosphofructokinase is allosterically inhibited by citrate and activated by ADP, AMP and fructose 2,6-bisphosphate, whereas fructose 1,6-bisphosphatase is activated by citrate and inhibited by ADP, AMP and fructose 2,6-bisphosphate. The hepatic concentration of citrate was higher and that of ADP was similar in *Fmo5*^*-/-*^ mice (S1 Table), suggesting that in *Fmo5*^*-/-*^ mice glycolysis would be suppressed and gluconeogenesis stimulated. This is supported by the lower expression in *Fmo5*^*-/-*^ mice of *Hyou1* (Table 4), one of the most significantly differentially expressed genes (*q* = 9.83e-10), encoding ORP150, which has an inhibitory effect on gluconeogenesis.

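*Hyou1* (chromosome 9, 44379490 to 44392369) had normalized counts of 11898 ± 1877 in WT mice and 6226 ± 373 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.93 (standard error 0.12, adjusted p = 0.0128 from edgeR's quasi-likelihood test). It stayed differentially expressed in 5 of the 6 fits without 1 library, and lost the call without the first *Fmo5*-/- mouse. Its log2 fold change in those fits was between -1.05 and -0.83.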

Fructose 2,6-bisphosphate is produced via a reaction catalyzed by the bifunctional enzyme 6-phosphofructo-2-kinase/fructose 2,6-biphosphatase 1, encoded by *Pfkfb1*. The kinase activity of the enzyme is inhibited by phosphorylation catalyzed by cAMP-dependent protein kinase A, encoded by *Prkaca*. The enzyme is also inhibited by itaconate, the concentration of which was 10-fold higher in *Fmo5*^*-/-*^ mice (S1 Table). 

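*Pfkfb1* (chromosome X, 150588229 to 150643878) fell from 2078 ± 85.8 normalized counts in WT mice to 1516 ± 111 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.45 (standard error 0.083, adjusted p = 0.0430 from edgeR's quasi-likelihood test), and passed the threshold in 1 of the 6 fits without 1 library. For *Prkaca* (chromosome 8, 83972993 to 83996443) the means were 2542 ± 84.4 and 2155 ± 181, with a log2 fold change of -0.24 (standard error 0.085, adjusted p = 0.149 from edgeR's quasi-likelihood test). Its 95% confidence interval was -0.43 to -0.047.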

Expression of *Pfkfb1* was lower in *Fmo5*^*-/-*^ mice, but that of *Prkaca* was similar in *Fmo5*^*-/- *^and WT mice. The data suggest that production of fructose 2,6-bisphosphate would be lower in *Fmo5*^*-/-*^ mice than in WT mice, leading to suppression of glycolysis and stimulation of gluconeogenesis. The latter might be in response to the lower plasma glucose concentrations in *Fmo5*^*-/-*^ mice (S2 Table).

The NAD^+^ utilized by glyceraldehyde 3-phosphate dehydrogenase during glycolysis can be regenerated via the glycerophosphate and malate-aspartate shuttles. In the glycerophosphate shuttle, NAD^+^ is produced from NADH during the reduction of DHAP to glycerol 3-phosphate, catalyzed by cytosolic glycerol 3-phosphate dehydrogenase, encoded by *Gpd1*. Glycerol 3-phosphate is converted back to DHAP by mitochondrial glycerol 3-phosphate dehydrogenase, encoded by *Gpd2*, in the process reducing FAD to FADH_2_. 

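*Gpd2* (chromosome 2, 57237635 to 57370719) was differentially expressed, with normalized counts of 2093 ± 50.4 in WT mice and 1487 ± 151 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.49 (standard error 0.089, adjusted p = 0.0430 from edgeR's quasi-likelihood test). It passed in 1 of the 6 fits that left out 1 library.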

Expression of *Gpd1* and *Gpd2* was lower in *Fmo5*^*-/-*^ mice (Table 4), as was the concentration of FAD (S1 Table). 

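Normalized counts of *Slc25a13* (chromosome 6, 6041218 to 6217173) were 10205 ± 1367 in WT mice and 7751 ± 686 in *Fmo5*-/- mice (SD, n = 3 each), with a log2 fold change of -0.40 (standard error 0.12, adjusted p = 0.1004 from edgeR's quasi-likelihood test). DESeq2 called the gene, and leaving out 1 library kept the log2 fold change between -0.49 and -0.30.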

Expression of *Slc25a13*, which encodes a component of the malate-aspartate shuttle that translocates aspartate from mitochondria to cytosol, was lower in *Fmo5*^*-/-*^ mice (Table 4). The results suggest that in *Fmo5*^*-/-*^ mice activity of both shuttles is decreased, which would compromise regeneration of NAD^+^ and, thus, contribute to suppression of glycolysis.

Of the 18 glucogenic amino acids, the hepatic concentrations of 12 were higher in *Fmo5*^*-/-*^ mice (S1 Table), supporting the suggestion that gluconeogenesis is stimulated in these mice. In addition, the concentrations of fumarate and malate, which can be converted into oxaloacetate and, thus, are precursors of gluconeogenesis, were higher in *Fmo5*^*-/-*^ mice (S1 Table).

#### Fructose metabolism

Fructose is metabolized to fructose 1-phosphate by a reaction catalyzed by fructokinase, encoded by *Khk*, and subsequently to glyceraldehyde and DHAP, catalyzed by aldolase B, encoded by *Aldob*. Although expression of *Khk* was similar in *Fmo5*^*-/-*^ and WT mice, the protein is less abundant in *Fmo5*^*-/-*^ mice [12]. Expression of *Aldob* was lower in *Fmo5*^*-/-*^ mice (see above and Table 4), as was the abundance of the protein [12]. The data suggest that fructose metabolism is compromised in *Fmo5*^*-/-*^ mice.

#### Tricarboxylic acid (TCA) cycle

In comparison with WT mice, *Fmo5*^*-/-*^ mice had higher hepatic concentrations of the TCA cycle intermediates citrate, aconitate, fumarate and malate (S1 Table), suggesting elevated utilization of the cycle. *Fmo5*^*-/-*^ mice also had a higher concentration of itaconate (∼10-fold) (see Glycolysis/Gluconeogenesis above) (S1 Table), derived from the TCA cycle intermediate *cis*-aconitate. 

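*Pdha1* (chromosome X, 160122209 to 160138413) fell from 5423 ± 662 normalized counts in WT mice to 4055 ± 478 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.42 (standard error 0.12, adjusted p = 0.0926 from edgeR's quasi-likelihood test). *Dld* (chromosome 12, 31331277 to 31351453) fell from 7826 ± 672 to 6030.3 ± 344 (log2 fold change -0.38, standard error 0.093, edgeR adjusted p = 0.0740). Of the 2 genes edgeR called 0 and DESeq2 both, and both had an unadjusted p under 0.05. In neither did the genotypes overlap.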

Expression of *Pdha1* and *Dld*, which encode two of the five components of the pyruvate dehydrogenase complex, was lower in *Fmo5*^*-/-*^ mice (Table 4), suggesting that elevated TCA cycle intermediates would be derived from sources other than pyruvate. Although itaconate inhibits the activity of succinate dehydrogenase, the concentration of the product of the reaction catalyzed by this enzyme, fumarate, was higher in *Fmo5*^*-/-*^ mice, as was that of malate (S1 Table), the product of the subsequent reaction of the cycle, possibly as a consequence of increased flow through the aspartate-arginosuccinate shunt [38], suggested by the higher concentration in *Fmo5*^*-/-*^ mice of aspartate (S1 Table). Other potential sources of TCA cycle intermediates are amino acids, many of which are present in higher concentrations in *Fmo5*^*-/-*^ mice (S1 Table).

#### Amino acid metabolism

The hepatic concentrations of 14 of 20 amino acids were higher in *Fmo5*^*-/-*^ than in WT mice (S1 Table). This may be a consequence of the greater consumption of food by *Fmo5*^*-/-*^ mice [12], but decreased degradation may also contribute. The expression of *Bckdha*, encoding the alpha subunit of branched chain alpha-keto acid dehydrogenase E1, which catalyzes the second, rate-limiting step in the degradation of isoleucine, valine and leucine, was lower in *Fmo5*^*-/-*^ mice, as was that of *Hibch* and *Hibadh*, encoding enzymes of the valine degradation pathway, *Acat1* and *Mccc1*, encoding enzymes of the isoleucine and leucine degradative pathways, respectively, and *Tdo2*, encoding the first, rate-limiting step in tryptophan degradation (Table 5).

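Of these genes for amino acid breakdown, *Mccc1* (chromosome 3, 35959312 to 36000678) changed most, with normalized counts of 3332 ± 225 in WT mice and 2042 ± 109 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.71 (standard error 0.083, adjusted p = 0.00850 from edgeR's quasi-likelihood test). It was called in 5 of the 6 fits without 1 library, and it lies on chromosome 3, as do *Fmo5* and *Tdo2*. *Tdo2* (chromosome 3, 81957090 to 81976202) fell from 84063 ± 10828 to 60279 ± 3593 (log2 fold change -0.48, standard error 0.11, edgeR adjusted p = 0.0709). *Bckdha* fell from 3242 ± 317 to 2566 ± 214 (log2 fold change -0.34, standard error 0.10, edgeR adjusted p = 0.0988), *Hibch* from 4159 ± 345 to 3327 ± 196 (log2 fold change -0.32, standard error 0.090, edgeR adjusted p = 0.0908) and *Hibadh* from 17002 ± 1498 to 13905 ± 484 (log2 fold change -0.29, standard error 0.094, edgeR adjusted p = 0.124). All these genes were without overlap between the genotypes and were called by DESeq2.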

**Table 5:** Genes encoding proteins involved in amino acid metabolism differentially expressed in liver of *Fmo5*^*-/-*^ mice compared with WT mice.

Gene symbol	Protein	Percentage change (*Fmo5*^*-/-*^ vs WT)	*q* (padj)
*Acat1*	Acetyl-CoA acetyltransferase 1	-28	2.20e-4
*Bckdha*	Branched chain keto acid dehydrogenase E1 alpha	-22	0.045
*Hibadh*	3-hydroxybutyrate dehydrogenase	-19	0.049
*Hibch*	3-Hydroxyisobutyryl-CoA hydrolase	-21	0.037
*Mccc1*	Methylcrotynyl -CoA carboxylase subunit 1	-39	1.22e-8
*Tdo2*	Tryptophan 2, 3 dioxygenase	-29	0.002

#### NAD^+^

Although the hepatic concentration of quinolinate, a major precursor of NAD^+^ and NADP^+^ biosynthesis, was lower in *Fmo5*^*-/-*^ than in WT mice (S1 Table and Fig 4B), that of NAD^+^ was similar in *Fmo5*^*-/-*^ and WT mice (S1 Table). The hepatic concentration of nicotinamide, which is both a major breakdown product of NAD^+^, and, via the salvage pathway, a precursor of NAD^+^ [39], was lower in *Fmo5*^*-/-*^ mice (S1 Table and Fig 4B). Nicotinamide can be further metabolized, via the NAD^+^ clearance pathway, to 1-methylnicotinamide and, subsequently, to pyridones by a reaction catalyzed by AOX1 [39]. The hepatic concentration of 1-methylnicotinamide was higher in *Fmo5*^*-/-*^ mice (S1 Table and Fig 4). 

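*Aox1* (chromosome 1, 58029931 to 58106413) had normalized counts of 12267 ± 3349 in WT mice and 8716 ± 469 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.49 (standard error 0.17, adjusted p = 0.152 from edgeR's quasi-likelihood test). The genotypes did not overlap, and the gene passed the threshold with DESeq2.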

Expression of *Aox1* was lower in *Fmo5*^*-/-*^ mice (Table 1), which would contribute to the accumulation of 1-methylnicotinamide in these animals. Nicotinamide can also be converted to its *N*-oxide, the hepatic concentration of which was lower in *Fmo5*^*-/-*^ mice (S1 Table), by a reaction catalyzed by CYP2E1 [40]. 

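*Cyp2e1* (chromosome 7, 140763739 to 140774987) had normalized counts of 288960 ± 56208 in WT mice and 277770 ± 21625 in *Fmo5*-/- mice (SD, n = 3 each). The log2 fold change was -0.057 (standard error 0.15, adjusted p = 0.863 from edgeR's quasi-likelihood test), with a 95% confidence interval of -0.39 to 0.28. Its sign turned in 3 of the alternatives, to a log2 fold change of at most 0.039.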

The decreased ratio of nicotinamide *N*-oxide to 1-methylnicotinamide in *Fmo5*^*-/-*^ mice, together with the similar level of *Cyp2e1* expression in *Fmo5*^*-/-*^ and wild-type mice, suggests that FMO5 plays a role in catalyzing the *N*-oxygenation of nicotinamide.

#### ADP-ribose and ADP-ribosylation

One of the uses of NAD^+^ is as a cofactor for the ADP-ribosylation of proteins. The hepatic concentration of ADP-ribose was 95% lower in *Fmo5*^*-/-*^ mice (S1 Table and Fig 4B), the largest decrease of any metabolite measured. 

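Among the 5 genes for removal of ADP-ribose, whose log2 fold changes were between -0.41 (*Macrod2*) and 0.063 (*Adprh*), neither test called any (0 genes). An unadjusted p under 0.05 was found for 2 of the 5, *Macrod2* (-0.41, 95% confidence interval -0.81 to -0.021) and *Parg* (-0.26, -0.49 to -0.022), and in both the genotypes did not overlap. The signs of *Adprh*, *Macrod1* and *Oard1* were not stable, and each reversed when 1 library was left out.

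*Parp14* (chromosome 16, 35832874 to 35871544) rose from 1606 ± 121 normalized counts in WT mice to 2463 ± 308 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of 0.62 (standard error 0.11, adjusted p = 0.0378 from edgeR's quasi-likelihood test). *Parp10* (chromosome 15, 76231174 to 76243441) rose from 1115 ± 81.7 to 1523 ± 121 (log2 fold change 0.45, standard error 0.091, edgeR adjusted p = 0.0524). Each passed the threshold in 1 of the 6 fits without 1 library, and DESeq2 called both.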

Although expression of genes encoding proteins involved in removal of ADP-ribose from proteins, *Adprh*, *MacroD1*, *MacroD2*, *Oard1A* and *Parg* [41], was similar in *Fmo5*^*-/-*^ and WT mice, that of *Parp10* and *Parp14*, encoding ARTD10 and ARTD8, which catalyze mono-ADP ribosylation (MARylation) of proteins [42], was higher in *Fmo5*^*-/-*^ mice (Table 6), suggesting that the substantially lower concentration of ADP-ribose in these animals could be a consequence of increased MARylation of proteins.

**Table 6:** Genes encoding proteins involved in other metabolic processes differentially expressed in liver of *Fmo5*^*-/-*^ mice compared with WT mice.

Role	Gene symbol	Protein	Percentage change (*Fmo5*^*-/-*^ vs WT)	*q* (padj)
**ADP ribosylation**	*Parp10*	Poly(ADP-ribose) polymerase 10 (ARDT10)	+35	0.005
	*Parp14*	Poly(ADP-ribose) polymerase 14 (ARDT8)	+52	1.60e-4
**Generation of NADPH**	*Aco1*	Aconitase 1	-21	0.025
	*Idh1*	Isocitrate dehydrogenase (NADP^+^) 1 (cytosolic)	-29	8.20e-4
	*Me1*	Malic enzyme 1 (cytosolic)	-60	0.006
	*Nadk2*	NAD kinase 2, mitochondrial	-28	0.018
	*Shmt1*	Serine hydroxymethyltransferase 1	-23	0.037
**Methionine and one-carbon metabolism**	*Dmgdh*	Dimethylglycine dehydrogenase precursor	-26	0.008
**Hypoxia and cellular stress**	*Ak3*	Adenylate kinase 3	-20	0.024
	*Ak4*	Adenylate kinase 4	-27	0.025
	*Hif1a*	Hypoxia-inducible factor 1subunit alpha	-26	0.017
	*Hsp90aa1*	HSP 90 alpha A1	-38	0.002
	*Sat1*	Spermidine/spermine N1-acetyl transferase 1 (SSAT)	+30	0.040
**Nucleotide metabolism**	*Abcg2*	ATP binding cassette G2	-27	0.001
	*Aprt*	Adenosine phosphoribosyltransferase	+37	0.015
	*Guk1*	Guanylate kinase 1	-28	0.002
	*Slc2a9*	Solute carrier family 2 member 9	-21	0.012
	*Tymp*	Thymidine phosphorylase	+120	8.49e-25
**Nuclear receptor ligands (retinoic acid and thyroid hormone)**	*Aldh1a1*	Aldehyde dehydrogenase 1A1	-28	0.006
	*Dio1*	Iodothyronine deiodinase 1	-39	1.58e-5
	*Me1*	Malic enzyme 1 (cytosolic)	-60	0.006
	*Rbp4*	Retinol binding protein 4	-16	0.037
	*Retsat*	Retinol saturase	-42	6.30e-5
	*Thrsp*	Thyroid hormone responsive	-34	0.004
**Peroxisome biogenesis and organelle interaction**	*Abcd3*	ATP binding cassette D3	-32	2.6e-4
	*Acbd5*	Acyl-CoA binding domain containing 5	-25	0.021
	*Acsl1*	Acyl-CoA synthetase long chain 1	-30	0.007
	*Aldh3a2*	Aldehyde dehydrogenase 3A2	-37	0.012
	*Mospd2*	Motile sperm domain containing 2	-30	4.6e-4
	*Pex1*	Peroxisomal biogenesis factor 1	-21	0.034
	*Pex2*	Peroxisomal biogenesis factor 2	-19	0.024
	*Pex11a*	Peroxisomal biogenesis factor 11 alpha	-50	2.95e-9
	*Pex13*	Peroxisomal biogenesis factor 13	-21	0.032
**Major urinary proteins**	*Mup1*	Major urinary protein 1	-62	0.015
	*Mup5*	Major urinary protein 5	-47	5.16e-5
	*Mup6*	Major urinary protein 6	-47	0.002
	*Mup9*	Major urinary protein 9	-79	0.008
	*Mup12*	Major urinary protein 12	-61	0.014
	*Mup17*	Major urinary protein 17	-75	0.015
	*Mup18*	Major urinary protein 18	-70	0.032
	*Mup20*	Major urinary protein 20	-50	0.049

#### Generation of NADPH

Expression of mitochondrial NAD kinase, encoded by *Nadk2*, which converts NAD^+^ to NADP^+^, was lower in *Fmo5*^*-/-*^ mice (Table 6), suggesting that, although the concentration of NAD^+^ was similar in *Fmo5*^*-/-*^ and WT mice (S1 Table), production of NADP^+^ in mitochondria is compromised in *Fmo5*^*-/-*^ mice.

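*Nadk2* (chromosome 15, 9071260 to 9110891) fell from 9784 ± 1268 normalized counts in WT mice to 7158 ± 951 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.45 (standard error 0.13, adjusted p = 0.0938 from edgeR's quasi-likelihood test). Without each library in turn the log2 fold change was between -0.56 and -0.36, and DESeq2 called the gene.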

NADPH can be generated from NADP^+^ by several means. The pentose phosphate pathway is a major source of cytoplasmic NADPH. NADPH can also be generated from NADP^+^ in the cytosol or mitochondria by conversion of malate to pyruvate, catalyzed by malic enzyme (ME), conversion of isocitrate to α-ketoglutarate, catalyzed by isocitrate dehydrogenase (IDH), or during one-carbon metabolism. 

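*Aco1* (chromosome 4, 40143081 to 40198338) had normalized counts of 15509 ± 876 in WT mice and 12397 ± 1020.3 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.32 (standard error 0.095, adjusted p = 0.1004 from edgeR's quasi-likelihood test). Its counts did not overlap between the genotypes, and DESeq2 called it.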

Expression of *Me1* and *Idh1*, encoding the cytosolic forms of ME and IDH, was lower in *Fmo5*^*-/-*^ mice, as was that of *Aco1*, encoding aconitase 1 (Table 6), which catalyzes production of isocitrate from citrate in the cytoplasm. Expression of *Idh2*, encoding mitochondrial IDH, was similar in *Fmo5*^*-/-*^ and WT mice, whereas that of *Me3*, encoding mitochondrial ME, was below the limit of detection.

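*Idh2* (chromosome 7, 80094846 to 80115392) had normalized counts of 4409 ± 455 in WT mice and 4900.2 ± 473 in *Fmo5*-/- mice (SD, n = 3 each). Its log2 fold change of 0.15 had a 95% confidence interval of -0.084 to 0.39 and an adjusted p of 0.438 from edgeR's test. *Me3* did not pass edgeR's filter on low counts, having 4, 2 and 11 raw counts in the WT mice and 7, 10 and 10 in the *Fmo5*-/- mice.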

Generation of NADPH via one-carbon metabolism occurs in both the cytosol and mitochondria during conversion of 5,10-methylene tetrahydrofolate to 5,10-methenyl tetrahydrofolate, and in mitochondria also during conversion of 10-formyl tetrahydrofolate to tetrahydrofolate. To form 5,10-methylene tetrahydrofolate, a carbon unit is transferred from glycine or serine in a reaction catalyzed by serine hydroxymethyltransferase. Expression of *Shmt1*, encoding the cytosolic form of the enzyme, but not that of *Shmt2*, encoding the mitochondrial form, was lower in *Fmo5*^*-/-*^ mice (Table 6). 

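*Shmt1* (chromosome 11, 60788104 to 60811718) fell from 12456 ± 541 normalized counts in WT mice to 9714 ± 1381 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.36 (standard error 0.11, adjusted p = 0.116 from edgeR's quasi-likelihood test). *Shmt2* (chromosome 10, 127517123 to 127522444) had means of 10958 ± 517 and 10945 ± 614, a log2 fold change of -0.0017 and a 95% confidence interval of -0.20 to 0.19 (edgeR adjusted p = 0.994). DESeq2 called *Shmt1* alone of the pair.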

The results suggest that generation of cytosolic NADPH via ME, IDH and one-carbon metabolism is suppressed in *Fmo5*^*-/-*^ mice.

#### Methionine and one-carbon metabolism

Methionine is involved in one-carbon metabolism, via its conversion to the methyl donor *S*-adenosylmethionine (SAM) and interaction of the methionine cycle with the folate cycle (Fig 5). The methionine cycle is also linked to the homocysteine transsulfuration pathway, producing cysteine (Fig 5). 

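*Dmgdh* (chromosome 13, 93674433 to 93752833), the gene of dimethylglycine dehydrogenase, had normalized counts of 30750 ± 3121 in WT mice and 22952 ± 2004 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.42 (standard error 0.11, adjusted p = 0.0794 from edgeR's quasi-likelihood test). DESeq2 called the gene and edgeR did not, and the genotypes did not overlap.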

Differences were observed between *Fmo5*^*-/-*^ and WT mice in the hepatic concentrations of several one-carbon metabolism intermediates: those of methionine and *N*^5^-methyl-tetrahydrofolate, a precursor of methionine synthesis via homocysteine, were higher in *Fmo5*^*-/-*^ mice, whereas folate and 7,8-dihydrofolate, precursors of tetrahydrofolate, were lower in these animals, as was sarcosine (S1 Table), and expression of *Dmgdh*, which encodes the enzyme that catalyzes conversion of dimethylglycine to sarcosine, was lower in *Fmo5*^*-/-*^ mice. *Fmo5*^*-/-*^ mice also had higher hepatic concentrations of guanidinoacetate, creatine and cysteine (S1 Table and Fig 5). Methionine and creatine also function as antioxidants [43, 44]. Methionine interacts with ROS to produce methionine sulfoxide [43], the hepatic concentration of which was higher in *Fmo5*^*-/-*^ mice (S1 Table and Fig 5). Collectively, these results indicate that in *Fmo5*^*-/-*^ mice the metabolism of one-carbon units is altered, and intermediates appear to be channelled towards creatine and *N*^5^-methyl-tetrahydrofolate. Hepatic concentrations of 7 of the 11 detected γ-glutamyl amino acids, which are formed by transfer of a glutamyl group from glutathione, were higher in *Fmo5*^*-/-*^ mice (S1 Table and Fig 5).

**Fig 5:**
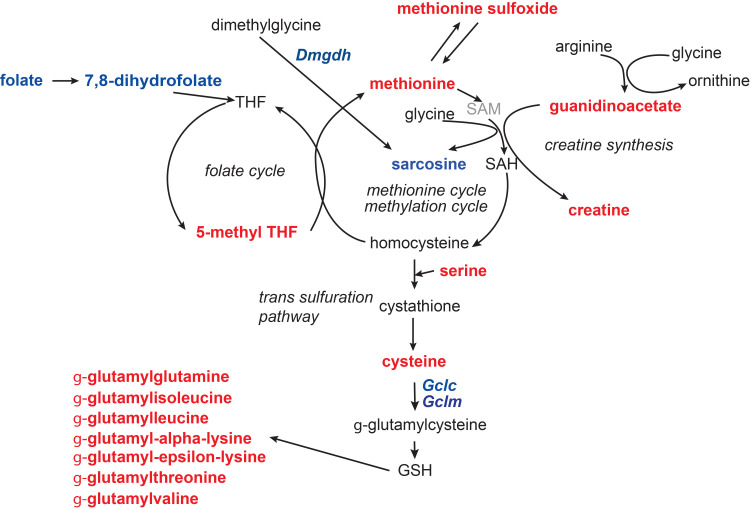
One-carbon metabolism perturbations in liver of *Fmo5*^*-/-*^ mice. Red indicates an increase, blue a decrease and black no change in metabolite abundance or gene expression in *Fmo5*^*-/-*^ vs WT mouse liver. Grey indicates not measured. Gene symbols are in italics. GSH, glutathione; SAH, S-adenosylhomocysteine; SAM, S-adenosylmethionine; THF, tetrahydrofolate.

#### Hypoxia and cellular stress

Expression of *Hif1a*, encoding hypoxia-inducible factor 1A (HIF1A), was lower in *Fmo5*^*-/-*^ mice (Table 6). 

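Normalized counts of *Hif1a* (chromosome 12, 73901375 to 73947530) were 1608 ± 68.0 in WT mice and 1211 ± 149.6 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.41 (standard error 0.10, adjusted p = 0.0727 from edgeR's quasi-likelihood test). DESeq2 called the gene.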

SSAT, an acetyltransferase, binds to HIF1A and promotes its ubiquitination and degradation [45]. Degradation of HIF1A protein is also induced by inhibition of HSP90 [45]. 

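*Sat1* (chromosome X, 155213132 to 155216449) rose from 2478 ± 183 normalized counts in WT mice to 3268 ± 458 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of 0.40 (standard error 0.11, adjusted p = 0.0906 from edgeR's quasi-likelihood test). *Hsp90aa1* (chromosome 12, 110690605 to 110702728) fell from 7389 ± 1548 to 4637 ± 807 (log2 fold change -0.67, standard error 0.17, edgeR adjusted p = 0.0804). EdgeR called neither of the 2 genes and DESeq2 called both, and for each the 3 mice of 1 genotype lay above the 3 of the other.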

Expression of *Sat1*, which encodes SSAT, was higher and that of *Hsp90aa1* was lower in *Fmo5*^*-/-*^ mice (Table 6). Thus, increased expression of *Sat1* and decreased expression of *Hsp90aa1* and *Hif1a* would contribute to a decrease in abundance of HIF1A in *Fmo5*^*-/-*^ mice. HIF1A upregulates transcription of *Pgk1* [46]. Hence, the predicted lower abundance of HIF1A in *Fmo5*^*-/-*^ mice might account for the lower expression of *Pgk1* in these animals (see Glycolysis/Gluconeogenesis above and Table 4).

Two other genes induced by HIF1A are *Ak3* and *Ak4* [47, 48], encoding mitochondrial matrix adenylate kinases. 

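*Ak3* (chromosome 19, 29020833 to 29047961) had normalized counts of 14159 ± 496 in WT mice and 11414 ± 844 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.31 (standard error 0.089, adjusted p = 0.0961 from edgeR's quasi-likelihood test). *Ak4* (chromosome 4, 101419277 to 101466995) fell from 2909 ± 205 to 2139.8 ± 365 (log2 fold change -0.44, standard error 0.13, edgeR adjusted p = 0.0941). The genotypes overlapped in neither gene, and DESeq2 called both.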

Expression of both *Ak3* and *Ak4* was lower in *Fmo5*^*-/-*^ mice (Table 6). Knockdown of *Ak4* increases concentrations of the TCA cycle intermediates fumarate and malate [48]. Thus, lower expression of *Ak4* might account for the higher hepatic concentrations of fumarate and malate in *Fmo5*^*-/-*^ mice (S1 Table).

#### Nucleotide metabolism

Expression of *Guk1*, which encodes the enzyme that catalyzes production of GDP from GMP, was lower in *Fmo5*^*-/-*^ mice (Table 6). 

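*Guk1* (chromosome 11, 59183875 to 59192212) was differentially expressed, falling from 1979.9 ± 122 normalized counts in WT mice to 1445 ± 124 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.45 (standard error 0.090, adjusted p = 0.0493 from edgeR's quasi-likelihood test). In none of the 6 fits that left out 1 library did it pass the threshold, while its log2 fold change stayed between -0.52 and -0.40.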

AMP is broken down to hypoxanthine, then xanthine, which is also a breakdown product of GMP. Xanthine is metabolized to urate and then, in mouse, to allantoin. Hepatic concentrations of hypoxanthine, xanthine, urate and allantoin were all higher in *Fmo5*^*-/-*^ mice (S1 Table), indicating that mice lacking FMO5 have an increased catabolism of purines. The higher expression in *Fmo5*^*-/-*^ mice of *Aprt* (Table 6), encoding adenosine phosphoribosyltransferase, which converts adenine to AMP in a purine salvage pathway, might be an attempt to restore AMP. 

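*Aprt* (chromosome 8, 122574635 to 122576909) rose from 945 ± 125 normalized counts in WT mice to 1313 ± 131 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of 0.47 (standard error 0.12, adjusted p = 0.0710 from edgeR's quasi-likelihood test). It passed the threshold with DESeq2.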

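*Abcg2* (chromosome 6, 58584523 to 58695676) had normalized counts of 5468 ± 434 in WT mice and 4011 ± 238 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.45 (standard error 0.089, adjusted p = 0.0509 from edgeR's quasi-likelihood test). *Slc2a9* (chromosome 5, 38349273 to 38503143) fell from 2841 ± 70.2 to 2272 ± 99.5 (log2 fold change -0.32, standard error 0.074, edgeR adjusted p = 0.0640). DESeq2 called the pair.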

Lower expression in *Fmo5*^*-/-*^ mice of *Abcg2* and *Slc2a9* (Table 6), which encode urate transporters, might contribute to the higher hepatic urate concentration of these animals.

The hepatic concentration of orotate, a precursor of pyrimidine ring synthesis, was higher in *Fmo5*^*-/-*^ mice, but concentrations of CMP and UMP were not elevated in these animals (S1 Table). 

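*Tymp* (chromosome 15, 89371931 to 89377039) rose from 4124 ± 355 normalized counts in WT mice to 9176 ± 267 in *Fmo5*-/- mice (SD, n = 3 each). The single WT mice had counts of 4461, 3754 and 4157, and the single *Fmo5*-/- mice had 8952, 9472 and 9105.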

The hepatic concentrations of cytidine, uracil and thymine, initial breakdown products of pyrimidine nucleotides, were higher in *Fmo5*^*-/-*^ mice (S1 Table), as was expression of *Tymp* (Table 6), encoding thymidine phosphorylase, which catalyzes the catabolism of thymidine to thymine [49]. *Tymp* was one of the most significantly differentially expressed genes *(q* = 8.49e-25). 

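The log2 fold change of *Tymp* was 1.15 (standard error 0.090, adjusted p = 7.82e-04 from edgeR's quasi-likelihood test), and it passed the threshold in all 6 fits that left out 1 library. Its 95% confidence interval was 0.95 to 1.36. Of the genes with a mean normalized count of 500 or more, 5 had an adjusted p from edgeR below or equal to that of *Tymp*, which are *Rps3a3*, *Fmo5*, *Asic5*, *Apoa4* and *Wdfy1*.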

The results suggest an increased rate of pyrimidine nucleotide metabolism in these animals. However, the concentration of 3-ureidopropionate, a later breakdown product of cytosine and uracil, was lower in *Fmo5*^*-/-*^ mice (S1 Table).

#### Nuclear receptor ligands (retinoic acid and thyroid hormone)

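*Retsat* (chromosome 6, 72598475 to 72608425) was differentially expressed, with normalized counts of 16795 ± 2942 in WT mice and 9873 ± 1448 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.77 (standard error 0.15, adjusted p = 0.0494 from edgeR's quasi-likelihood test), and it passed in 2 of the 6 fits without 1 library. *Rbp4* fell from 147720 ± 1889 to 125810 ± 2804 (log2 fold change -0.23, standard error 0.086, edgeR adjusted p = 0.165) and *Aldh1a1* from 94299 ± 14067 to 68472 ± 3506 (log2 fold change -0.46, standard error 0.12, edgeR adjusted p = 0.0818). DESeq2 called these as well, and the genotypes overlapped in none of the 3.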

Expression of several genes encoding proteins involved in the transport or metabolism of retinol and thyroxine was lower in *Fmo5*^*-/-*^ mice (Table 6): *Rbp4*, encoding retinoic acid-binding protein-4 (RBP4), which is synthesized mainly in liver and transports retinol in the plasma; *Retsat*, which encodes retinol saturase, an ER oxidoreductase that catalyzes the conversion of retinol to 13,14-dihydroretinol; and *Aldh1a1*, encoding aldehyde dehydrogenase 1A1, which catalyzes the conversion of all-trans retinal to all-trans retinoic acid, the rate-limiting step in production of the main endogenous active retinoic acid metabolite. The lower expression of *Aldh1a1* might contribute to the higher hepatic concentration of retinal in *Fmo5*^*-/-*^ mice (S1 Table).

The expression of *Dio1*, encoding iodothyronine deiodinase 1, which catalyzes the hepatic conversion of thyroxine (T4) to triiodothyronine (T3), providing a source of active thyroid hormone for the plasma, also was lower in *Fmo5*^*-/-*^ mice, as was that of the thyroid hormone-inducible genes *Me1* (see above) and *Thrsp* (Table 6), which encodes thyroid hormone responsive protein.

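*Dio1* (chromosome 4, 107291465 to 107307169) fell from 5978 ± 671 normalized counts in WT mice to 3684 ± 490.3 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.70 (standard error 0.12, adjusted p = 0.0356 from edgeR's quasi-likelihood test), and it passed the threshold in 3 of the 6 fits without 1 library. *Thrsp* (chromosome 7, 97412938 to 97417730) fell from 22623 ± 3420.1 to 15021 ± 2719, with more spread in both groups (log2 fold change -0.59, standard error 0.15, edgeR adjusted p = 0.0807). Leaving out 1 library moved its log2 fold change between -0.75 and -0.47. DESeq2 called *Thrsp* too.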

#### Peroxisome biogenesis and organelle interaction

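*Pex11a* (chromosome 7, 79735957 to 79743131) fell from 5248 ± 983 normalized counts in WT mice to 2670 ± 66.9 in *Fmo5*-/- mice (SD, n = 3 each). *Pex13* fell from 3005 ± 259 to 2403 ± 89.7 (log2 fold change -0.32, standard error 0.086, edgeR adjusted p = 0.0818) and *Pex2* from 2881 ± 62.8 to 2366 ± 71.8 (log2 fold change -0.28, standard error 0.071, edgeR adjusted p = 0.0755). *Pex2* is on chromosome 3, as is *Fmo5*. DESeq2 called all 3 genes, and edgeR called *Pex11a*.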

Expression of *Pex1*, *Pex2*, *Pex11a* and *Pex13*, encoding factors involved in biogenesis of and import of proteins into peroxisomes, was lower in *Fmo5*^*-/-*^ mice (Table 6), suggesting that disruption of the *Fmo5* gene may compromise the formation and maturation of peroxisomes. *Pex11a* was one of the most significant differentially expressed genes *(q* = 2.95e-9).

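The log2 fold change of *Pex11a* was -0.97 (standard error 0.13, adjusted p = 0.0133 from edgeR's quasi-likelihood test). The gene lost its call without the first *Fmo5*-/- mouse and kept it in the other 5 fits that left out 1 library, with log2 fold changes between -1.10 and -0.83.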

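*Mospd2* (chromosome X, 164936169 to 164980375) was differentially expressed, with normalized counts of 2297 ± 129 in WT mice and 1634 ± 123 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.49 (standard error 0.086, adjusted p = 0.0379 from edgeR's quasi-likelihood test), and it passed in 1 of the 6 fits without 1 library. *Acbd5* (chromosome 2, 23068167 to 23115558) fell from 15527 ± 1094 to 11742 ± 1612 (log2 fold change -0.40, standard error 0.12, edgeR adjusted p = 0.0965), and DESeq2 called it.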

Expression of *Acbd5*, which encodes acyl-CoA binding domain-containing protein 5 (ACBD5), one of the main proteins involved in tethering peroxisomes to the ER and in the motility and positioning of peroxisomes [50], was lower in *Fmo5*^*-/-*^ mice (Table 6), as was that of *Mospd2*, which encodes an ER protein thought to be involved in tethering to peroxisomes via interaction with ACBD5 [51]. Another ER protein that interacts with ACBD5 is acyl-CoA synthetase long-chain family member 1 (ACSL1), which also interacts with fatty aldehyde dehydrogenase (encoded by *Aldh3a2*), present in both the ER and peroxisomes, and ABCD3, the peroxisomal branched-chain fatty acid transporter. Expression of *Acsl1*, *Aldh3a2* and *Abcd3* was lower in *Fmo5*^*-/-*^ mice (Table 6), suggesting that channelling of fatty acids between the ER and peroxisomes may be compromised in these animals.

#### Major urinary proteins (MUPs)

MUPs are synthesized mainly in the liver, and in C57BL6 mice comprise 3.5–4% of total protein synthesis in male liver [52]. 

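The files list 21 *Mup* genes, all with lower means in *Fmo5*-/- mice, and 14 of them have a mean normalized count of 500 or more. By edgeR's test 2 of the 21 had an adjusted p under 0.05, *Mup10* (log2 fold change -1.33, adjusted p = 0.0468) and *Mup15* (-2.65, adjusted p = 0.0430), both with mean counts below 500. DESeq2 called 13 of the 21, among them 8 of the 14 with a mean of 500 or more. An unadjusted p under 0.05 from edgeR's test was found for 14, and 15 of the 21 genes were without overlap between the genotypes, where chance gives 10%.

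The *Mup* genes share long stretches of sequence, so reads can be counted on the wrong gene or be left out. The sum over the family is less open to counts on the wrong gene than any single gene. Reads left out are missing from the sum too. The summed normalized counts were 677464, 888815 and 883244 in the WT mice and 616204, 417927 and 670146 in the *Fmo5*-/- mice. The means were 816508 ± 120447 and 568092 ± 132814 (SD, n = 3 each), a log2 fold change of the means of -0.52 (exact two-sided permutation test of 3 against 3, p = 0.1). The family took 1.61% of the counts on genes in WT mice and 1.2% in *Fmo5*-/- mice.

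**Figure D6:**
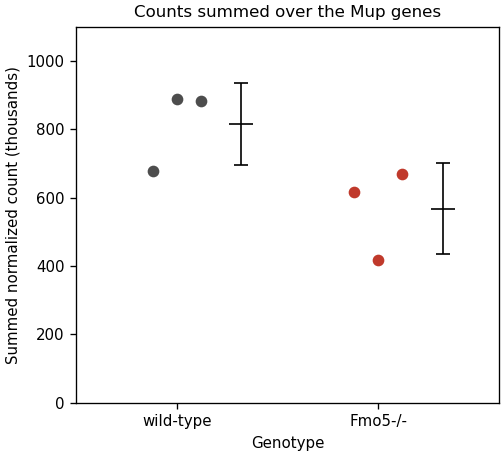
Normalized counts summed over the 21 *Mup* genes for each of the 3 WT and 3 *Fmo5*-/- mice, with the mean and SD of each genotype. The highest *Fmo5*-/- mouse, at 670146, lies just below the lowest WT mouse, at 677464.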

Of 14 *Mup* genes, the expression of eight was lower in *Fmo5*^*-/-*^ mice (Table 6). MUPs function as transport proteins and pheromones; they promote aggression in male mice and the lower expression of these genes may account for the more placid behaviour of *Fmo5*^*-/-*^ mice that we have observed. MUP20 is sexually attractive to females. Although the expression of *Mup20* was lower in *Fmo5*^*-/-*^ mice, the knockouts displayed no problems with breeding.

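*Mup20* (chromosome 4, 62050234 to 62054158) fell from 118310 ± 43797 normalized counts in WT mice to 59958 ± 11951 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of -0.98 (standard error 0.29, adjusted p = 0.122 from edgeR's quasi-likelihood test). DESeq2 called the gene. As with the other *Mup* genes, some of its reads can stem from its relatives.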

#### Microbial products and food components

Several products of gut microbial metabolism of tyrosine and tryptophan that have subsequently undergone host conjugation reactions by sulfation (*p*-cresol sulfate, phenol sulfate and 3-indoxyl sulfate) or glucuronidation (*p*-cresol glucuronide and phenol glucuronide) were present in higher concentrations in the livers of *Fmo5*^*-/-*^ mice (S1 Table and Fig 6). However, none of the transcripts of genes encoding UDP glucuronosyl transferases (*Ugt*) or sulfotransferases (*Sult*) was more abundant in the livers of *Fmo5*^*-/-*^ mice. 

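Of 18 tested *Ugt* genes 2 were higher and 16 lower in *Fmo5*-/- mice, and of 7 tested *Sult* genes 1 was higher and 6 lower. None was higher at an adjusted p under 0.05 from edgeR's test (0 genes) or from DESeq2 (0 genes), and 1, *Ugt1a9*, was higher at an unadjusted p under 0.05. Its log2 fold change was 0.51 (edgeR adjusted p = 0.171). The highest of the *Sult* genes was *Sult1c2*, with a log2 fold change of 0.20. Among the genes lower in *Fmo5*-/- mice, edgeR called *Ugt2b37* (-1.84, adjusted p = 0.0339). With no filter on low counts 1 gene of the families was called as higher. The *Ugt1a* genes share their last exons, so their reads can be counted on any of them or on none.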

The hepatic concentration of 3-(4-hydroxyphenyl)lactate, also a product of microbial tyrosine metabolism, was lower in *Fmo5*^*-/-*^ mice (S1 Table). Of the 19 metabolites categorised as food components, the hepatic concentrations of six were lower and one was higher in *Fmo5*^*-/-*^ mice (S1 Table). Differences between *Fmo5*^*-/-*^ and WT mice in the hepatic abundance of host-modified microbial products might be a consequence of differences in composition of the gut microbiome [13] or of absorption.

**Fig 6:**
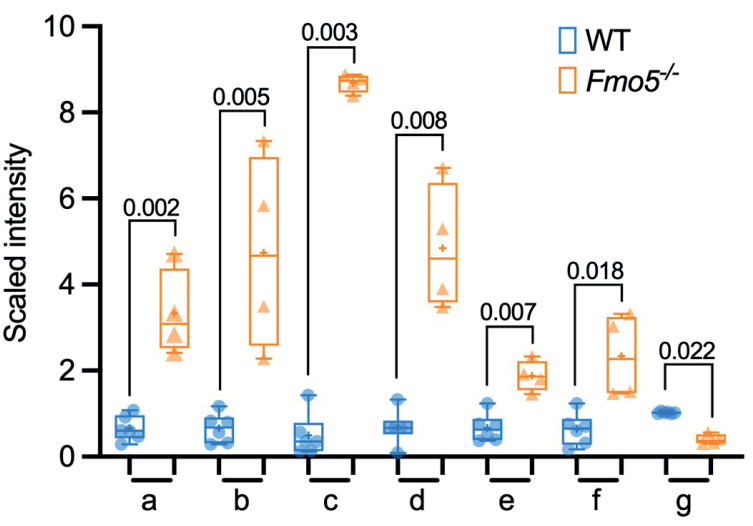
Differences in abundance in liver of *Fmo5*^*-/-*^ and WT mice of products of microbial and host-conjugation reactions. a. phenol sulfate; b. phenol glucuronide; c. *p*-cresol sulfate; d. *p*-cresol glucuronide; e. 3-indoxyl sulfate; f. trimethylamine *N*-oxide; g. 3-(4-hydroxyphenyl)lactate. Symbols indicate values from individual animals, + indicates mean value, numbers are *q* values.

### Upstream regulators

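A list of 41 tested interferon-stimulated genes, written beforehand, had 39 higher and 2 lower in *Fmo5*-/- mice, with a median log2 fold change of 0.79 (limma camera adjusted p = 1.40e-17). Of the 41 genes, 11 were higher at an edgeR adjusted p under 0.05, at any mean count. *Irf7* (chromosome 7, 141262706 to 141266481) rose from 1295 ± 127 normalized counts in WT mice to 2191 ± 103 in *Fmo5*-/- mice (SD, n = 3 each), a log2 fold change of 0.76 (standard error 0.091, adjusted p = 0.00871 from edgeR's quasi-likelihood test), and it passed the threshold in all 6 fits without 1 library. DESeq2 called the gene too.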

The main upstream regulators predicted by IPA to be affected by disruption of the *Fmo5* gene were the transcription regulators NRF2 and XBP1 and the ligand-dependent nuclear receptors PPARA and PPARG, predicted to be inhibited, and the transcription regulators STAT1 and IRF7, predicted to be activated (Table 7). Consistent with this, expression of genes encoding NRF2 (*Nfe2l2*) was lower and STAT1 and IRF7 was higher in *Fmo5*^*-/-*^ mice (Table 7). 

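*Ppara* (chromosome 15, 85734983 to 85802819) had normalized counts of 4186 ± 570.4 in WT mice and 3201 ± 716 in *Fmo5*-/- mice (SD, n = 3 each). The log2 fold change of *Ppara* was -0.39 (standard error 0.17, adjusted p = 0.248 from edgeR's quasi-likelihood test), with a 95% confidence interval of -0.79 to 0.017. *Pparg* had means of 844 ± 181.7 and 614 ± 42.1, and a log2 fold change of -0.46 (95% confidence interval -0.81 to -0.11, edgeR adjusted p = 0.135), with an unadjusted p under 0.05 and with overlap between the genotypes. *Pparg* passed the threshold in 1 of the 6 fits without 1 library. *Xbp1* had means of 10513 ± 1955 and 11237 ± 2214 and a log2 fold change of 0.10 (-0.29 to 0.48), with an adjusted p of 0.792 from edgeR's test. Leaving out the third *Fmo5*-/- mouse reversed the direction of *Xbp1*, to -0.081. Of the 3 genes, edgeR called 0 and DESeq2 0.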

There was no significant difference in the expression of *Ppara*, *Pparg* or *Xbp1*. However, XBP1 is regulated post-transcriptionally. The activities of PPARA and PPARG can be regulated by ligand binding, so FMO5 may act by converting a ligand into an active form or by inactivating an inhibitory ligand.

**Table 7:** Predicted upstream regulators and hepatic expression of their genes in *Fmo5*^*-/-*^ mice compared with WT mice.

Predicted effect in *Fmo5*^*-/-*^ mice	Protein symbol	Protein name	Z score	*p* value	Percentage change in gene expression (*Fmo5*^*-/-*^ vs WT mice)	*q* (padj)
**Inhibited**	NRF2	Nuclear factor, erythroid 2 like 2 (NRF2)	-5.15	2.35e-22	-19	0.033
	PPARA	Peroxisome proliferator activated receptor alpha	-5.22	3.65e-30	ns	ns
	PPARG	Peroxisome proliferator activated receptor gamma	-4.60	2.29e-10	ns	ns
	XBP1	X-box binding protein 1	-6.44	3.69e-24	ns	ns
**Activated**	IRF7	Interferon regulatory factor 7	+4.12	3.33e-7	+67	1.43e-8
	STAT1	Signal transducer and activator of transcription 1	+4.80	1.70e-10	+89	0.002

ns, not significant

Many of the genes that are downregulated in the liver of *Fmo5*^*-/-*^ mice are activated by NRF2, PPARA, PPARG and/or XBP1, whereas *Stat1*, which is upregulated in *Fmo5*^*-/-*^ mice, is repressed by PPARA (Table 8), and *Parp14*, *Stat1* and *Irf7*, which are upregulated in *Fmo5*^*-/-*^ mice, are activated by either IRF7 or STAT1 (Table 9).

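Table 8 lists 90 genes that changed in these mice as targets of NRF2, XBP1, PPARA or PPARG. Of the 90 genes, 89 were lower and 1 higher in *Fmo5*-/- mice, with a median log2 fold change of -0.49, and 21 were differentially expressed by edgeR's test. By regulator, 6 of 33 NRF2 targets, 7 of 26 XBP1 targets, 10 of 36 PPARA targets and 6 of 32 PPARG targets were differentially expressed. The medians of the 4 groups were between -0.52 and -0.48. The genes were chosen on the same mice, so these counts describe the choice and carry no test of it. In Table 9, *Parp14* and *Irf7* were called by edgeR and by DESeq2.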

**Table 8:** Genes regulated by NRF2, XBP1, PPARA or PPARG that are down- or up- regulated in liver of *Fmo5*^*-/-*^ mice compared with WT mice.

		Regulated (activated) by			
Genes downregulated in *Fmo5*^*-/-*^ mice	Process in which gene product is involved	NRF2	XBP1	PPARA	PPARG
*Abcb4*	bile formation/ biliary cholesterol output	y		y	
*Abcd3*	peroxisomal branched-chain fatty acid transport			y	
*Abcg2*	urate transport				y
*Acaa1b*	peroxisomal fatty acid β-oxidation				y
*Acadm*	mitochondrial fatty acid β-oxidation			y	y
*Acat1*	mitochondrial fatty acid β-oxidation/ketogenesis/ isoleucine degradative pathway			y	
*Acox1*	peroxisomal fatty acid β-oxidation			y	y
*Acsl1*	conversion of fatty acids into acyl-CoAs/ channelling of fatty acids between ER and peroxisomes			y	y
*Agpat2*	TAG biosynthesis				y
*Aldh3a2*	breakdown of sphingolipids/ channelling of fatty acids between ER and peroxisomes			y	
*Aox1*	NRF2-mediated oxidative stress response, detoxification/NAD catabolism	y			
*Apoa4*	hepatic TAG secretion/ cholesterol transport	y		y	
*Apoa5*	hepatic TAG accumulation and/or lipid droplet formation			y	
*Arcn1*	vesicular protein trafficking		y		
*Atp2a2*	Transport of Ca^2+^ into ER		y		y
*Cd36*	fatty acid uptake/ VLDL output from liver	y		y	y
*Ces1d*	formation of VLDL particles				y
*Ces1e*	formation of VLDL particles				y
*Ces1f*	formation of VLDL particles				y
*Copb1*	transport of TAGs from lipid droplets to ER		y		
*Copb2*	transport of TAGs from lipid droplets to ER		y		
*Copg1*	transport of TAGs from lipid droplets to ER		y		
*Cpt2*	transfer of long-chain fatty acyl-CoAs into mitochondria for β-oxidation, regulates acyl-CoA/CoA ratio			y	y
*Crat*	regulates acyl-CoA/CoA ratio in mitochondria, production of substrates for β-oxidation				y
*Cyp8b1*	neutral bile acid biosynthetic pathway			y	
*Dbi*	intracellular transport of fatty acyl-CoAs			y	
*Dio1*	production of active thyroid hormone			y	
*Dnajc3*	UPR, chaperone (HSP40 family)	y	y		
*Elovl6*	fatty acid elongation			y	y
*Ephx1*	NRF2-mediated oxidative stress response, detoxification	y			
*Ero1b*	UPR		y		
*Erp44*	UPR, co-chaperone		y		
*Fabp2*	intracellular transport of saturated long-chain fatty acids				y
*Fitm1*	lipid droplet formation			y	
*Fmo1*	NRF2-mediated oxidative stress response, detoxification	y			
*Gclc*	NRF2-mediated oxidative stress response/glutathione biosynthesis	y			
*Gclm*	NRF2-mediated oxidative stress response/glutathione biosynthesis	y			
*Gpam*	TAG biosynthesis				y
*Gpd1*	biosynthesis of precursors of TAG biosynthesis, glycolysis and gluconeogenesis/ regeneration of NAD^+^ for glycolysis, via the glycerophosphate shuttle			y	y
*Gpd2*	regeneration of NAD^+^ for glycolysis, via the glycerophosphate shuttle			y	
*Gk*	biosynthesis of precursors of TAG biosynthesis, glycolysis and gluconeogenesis			y	
*Hadh*	mitochondrial fatty acid β-oxidation			y	
*Hadhb*	mitochondrial fatty acid β-oxidation			y	y
*Herpud1*	UPR	y	y		
*Hif1a*	hypoxia			y	
*Hmgcs2*	ketogenesis			y	y
*Hsd17b4*	peroxisomal fatty acid ß-oxidation			y	
*Hsp90aa1*	UPR, chaperone (HSP90 family)	y			
*Hsp90ab1*	UPR, chaperone (HSP90 family)	y			
*Hsp90b1*	UPR, chaperone (HSP90 family)/ERAD	y	y		
*Hspa5*	UPR, chaperone (HSP70 family)/ERAD		y		
*Hspa13*	UPR, chaperone (HSP70 family)		y		
*Hyou1*	inhibitor of gluconeogenesis		y		
*Idh1*	NRF2-mediated oxidative stress response, regeneration of NADPH	y			y
*Lman1*	vesicular protein trafficking		y		
*Lman2*	vesicular protein trafficking		y		
*Mcfd2*	vesicular protein trafficking	y	y		
*Me1*	NRF2-mediated oxidative stress response, regeneration of NADPH	y			y
*Mgll*	catabolism of TAGs	y			y
*Mgst1*	NRF2-mediated oxidative stress response, detoxification	y		y	y
*Mttp*	formation of VLDL particles			y	y
*Nfe2l2*	NRF2-mediated oxidative stress response, transcriptional activator	y		y	y
*P4hb*	formation of VLDL particles		y		
*Pdia3*	UPR, co-chaperone	y	y		
*Pdia4*	UPR, co-chaperone	y	y		
*Pdia6*	UPR, co-chaperone	y	y		
*Pex11a*	biogenesis of and import of proteins into peroxisomes			y	y
*Pgm3*	glycogen formation and utilization		y		
*Plin2*	component of lipid droplet coat	y		y	y
*Plin4*	component of lipid droplet coat			y	y
*Plin5*	component of lipid droplet coat			y	y
*Prdx1*	NRF2-mediated oxidative stress response, glutathione-mediated reduction of H_2_O_2_	y			
*Rbp4*	transport of retinol in plasma			y	y
*Retsat*	retinol metabolism			y	
*Sec23a*	transport of mature VLDL-TAG particles from ER to Golgi	y	y		
*Sec23b*	transport of mature VLDL-TAG particles from ER to Golgi		y		
*Sec24d*	transport of mature VLDL-TAG particles from ER to Golgi		y		
*Slc2a2*	glucose uptake from plasma				y
*Slc25a20*	transfer of long-chain fatty acyl-CoAs into mitochondria for β-oxidation			y	y
*Slc27a2*	couples the uptake of fatty acids with their intracellular esterification into acyl-CoAs/ sphingolipid catabolism			y	
*Stip1*	UPR, co-chaperone	y			
*Stt3a*	UPR, protein glycosylation		y		
*Tmed2*	vesicular protein trafficking	y			
*Ugt1a6b*	NRF2-mediated oxidative stress response, detoxification	y			
*Ugt2b5*	NRF2-mediated oxidative stress response, detoxification	y			
*Ugt2b34*	NRF2-mediated oxidative stress response, detoxification	y			
*Ugt2b36*	NRF2-mediated oxidative stress response, detoxification	y			
*Ugt3a1*	NRF2-mediated oxidative stress response, detoxification	y			
*Uso1*	protein transport within Golgi	y	y		
		**Regulated (repressed) by**			
**Genes upregulated in *Fmo5***^***-/-***^ **mice**		**NRF2**	**XBP1**	**PPARA**	**PPARG**
*Sat1*	polyamine catabolism, HIF1A degradation			y	

y, gene is regulated by the upstream regulator

**Table 9:** Genes regulated by IRF7 and STAT1 that are upregulated in liver of *Fmo5*^*-/-*^ mice compared with WT mice.

		Regulated (activated) by	
Genes upregulated in *Fmo5*^*-/-*^ mice	Process in which gene product is involved	IRF7	STAT1
*Parp14*	mono-ADP ribosylation (MARylation) of proteins	y	
*Stat1*	transcriptional activator	y	
*Irf7*	transcriptional activator		y

y, gene is regulated by the upstream regulator

## Discussion

Metabolomic and transcriptomic approaches reveal that a lack of FMO5 protein has wide-ranging effects on several biochemical pathways and metabolic processes in the liver. The results show that there are marked differences between *Fmo5*^*-/-*^ and WT mice in the abundance of lipids and other metabolites and of mRNAs encoding proteins involved in several metabolic processes, particularly those concerned with the metabolism and transport of lipids, and identify the NRF2*-*mediated oxidative stress response and the UPR as the major downregulated canonical pathways in *Fmo5*^*-/-*^ mice.

NRF2 is a stress-activated transcription factor that orchestrates adaptive responses to oxidative stress by induction of enzymes involved in detoxification, glutathione homeostasis and NADPH regeneration [53]. The expression of *Nfe2l2*, which encodes NRF2, and of several NRF2-activated genes was lower in *Fmo5*^*-/-*^ mice. In addition to its role in oxidative stress, NRF2 modulates intermediary metabolism, in particular fatty acid synthesis and ß-oxidation [53], and several of the phenotypic aspects of *Fmo5*^*-/-*^ mice, lower weight, less fat mass, smaller adipocytes and resistance to diet-induced obesity, are characteristic of *Nfe2l2*^*-/-*^ mice [54], supporting the view that the phenotype of *Fmo5*^*-/-*^ mice is mediated, in part, by decreased expression of *Nfe2l2*.

MAF BZIP transcription factor represses NRF2-activated transcription [19]. Expression of *Maf*, which encodes the transcription factor, is repressed in response to chronic exposure to oxidative stress, glucose and fatty acids [55]. The elevated expression of *Maf* in *Fmo5*^*-/-*^ mice might thus be a consequence of reduced oxidative stress and the lower concentrations of fatty acids in these animals.

Accumulation of misfolded proteins elicits ER stress. To relieve ER stress, the cell triggers the UPR. Lower expression in *Fmo5*^*-/-*^ mice of *Hspa5* (BiP) and *Hsp90b1*, both of which are induced in response to the presence of misfolded proteins in the ER [56], suggests that in these animals there is less protein misfolding than in WT mice.

Inhibition of fatty acid β-oxidation and NADPH production, both of which were lower in *Fmo5*^*-/-*^ mice, protects hepatocytes from ER stress [57]. ER stress can be elicited by saturated fats [58], VLDL production [59], insulin [60] and obesity [61]. Thus, lower weight and plasma concentration of insulin [12, 13], together with lower abundance of saturated fats in liver and the apparent diminished production of VLDL, would be expected to contribute to reducing ER stress in *Fmo5*^*-/-*^ mice and, thus, attenuating the UPR.

Many of the genes encoding proteins of the UPR that are downregulated in *Fmo5*^*-/-*^ mice are activated by NRF2. The downregulation of *Nfe2l2*, which encodes NRF2, in *Fmo5*^*-/-*^ mice suggests that attenuation of the UPR in these animals is mediated, at least in part, by the effect that disruption of the *Fmo5* gene has on expression of *Nfe2l2*.

The UPR plays a role in regulating lipid metabolism [62], in particular by activating expression of genes encoding proteins involved in ß-oxidation of fatty acids, TAG biosynthesis and formation of VLDL particles. The expression of *Cpt2*, and *Acox1*, involved in fatty acid ß-oxidation, and *Mttp* and *Pdi3*, *4* and *6*, involved in VLDL formation, is activated by the UPR. All of these genes were downregulated in *Fmo5*^*-/-*^ mice. Thus, downregulation of fatty acid ß-oxidation and VLDL formation in *Fmo5*^*-/-*^ mice may, in part, be a consequence of attenuation of the UPR.

The down-regulation in the liver of *Fmo5*^*-/*^ mice of expression of genes encoding proteins involved in the UPR (Table 3), including *Hspa5*, which encodes the key UPR protein BiP, is reminiscent of that observed in the livers of mice treated with the stress-inducing molecule tunicamycin [63]. However, a lack of FMO5 does not appear to cause any significant adverse health effects and *Fmo5*^*-/-*^ mice seem well adapted to survive the changes in expression of UPR genes. Interestingly, in a study of the protection by the flavinoid quercetin against mouse liver injury induced by the pyrrolizidine alkaloid clivorine, FMO5 and HSPA5 (BiP) mRNAs were identified in a mouse stress-test array as among the most highly induced (∼100-fold) by quercetin [64] and quercetin treatment reversed the clivorine-induced decrease in the abundance of FMO5 mRNA.

The single FMO of yeast has been shown to oxidize glutathione to glutathione disulfide (GSSG) and is required for correct folding in the ER of proteins containing disulfide bonds [65]. Yeast FMO is induced by the UPR [66]. In contrast, deletion of mouse *Fmo5* had no effect on GSSG concentration, while decreasing the expression of genes coding for many components of protein folding, indicating that FMO5 does not generate oxidizing equivalents, but acts upstream of the UPR to promote its activation. The effect of FMO5 may be indirect, for instance, by production of H_2_O_2_ [67], which could stimulate the UPR. Thus, although FMOs are involved in protein folding in both yeast and mammals, the mechanisms by which the enzymes act in these organisms are different.

In addition to downregulation of expression of genes of the NRF2*-*mediated oxidative stress response and the UPR, *Fmo5*^*-/-*^ mice exhibit downregulation of genes involved in hypoxia and cellular stress, suggesting that *Fmo5*^*-/-*^ mice are subject to less oxidative and metabolic stress. FMO5 is considered to be an anti-oxidant protein. However, if amounts of substrate are limiting, the catalytic cycle of FMO5 can uncouple and the enzyme can function as an NADPH oxidase, producing H_2_O_2_ [67], thus contributing to oxidative stress.

Our results indicate that several metabolic processes involved in the metabolism and transport of lipids are downregulated in *Fmo5*^*-/-*^ mice. These include the uptake, intracellular transport, elongation and ß-oxidation of fatty acids; ketogenesis; the synthesis and storage of TAG; and the formation and secretion of VLDL particles and cholesterol. Diminished TAG synthesis and storage and formation and secretion of VLDL particles would have a negative effect on the secretion of both TAGs and cholesterol from liver into plasma and their transport to peripheral tissues, thus contributing to the lower plasma cholesterol concentration, the decreased WAT fat stores and, consequently, reduced weight gain of *Fmo5*^*-/-*^ mice [12, 13].

Diminished formation of VLDL-particles would also have a negative effect on the transport of plasmalogens from liver into plasma. Lipid rafts are enriched in plasmalogens and cholesterol. The elevated hepatic concentrations of both substances in *Fmo5*^*-/-*^ mice suggest an increase in the abundance of lipid rafts in the liver of these animals.

Increased hepatic concentration of plasmalogens, which are endogenous antioxidants that are preferentially oxidized in comparison with other glycerophospholipids, might protect membrane lipids from oxidation. Increased plasmalogen concentrations have been shown to reduce the accumulation of ROS and protect against hypoxia [68]. Alternatively, increased plasmalogen concentrations might be a consequence of a decrease in ROS. Plasmalogens also protect against hepatic steatosis and steatohepatitis [69].

The hepatokine ANGPTL3 selectively inhibits lipoprotein lipase activity in oxidative tissues such as muscle, routing VLDL-TAG post-prandially for storage in WAT [70]. In addition, it increases plasma concentrations of HDL-cholesterol, via suppression of endothelial lipase [71], and LDL-cholesterol, via an unknown mechanism, and its deficiency is associated with decreased plasma concentrations of glucose and insulin and decreased insulin resistance [72]. Thus, the lower expression of *Angpt3* in *Fmo5*^*-/-*^ mice is likely to contribute to the lower plasma concentrations of cholesterol, glucose and insulin [12, 13], the increased glucose tolerance and insulin sensitivity [13] and the smaller amounts of WAT of these animals [12].

ARTD8 and ARTD10, which are encoded by *Parp14* and *Parp10* respectively, catalyze MARylation of proteins. Silencing of *Parp10* increase fatty acid β-oxidation and glycolysis, rendering cells hypermetabolic [41]. Thus, the increased expression of *Parp10* in *Fmo5*^*-/-*^ mice might contribute to attenuation of fatty acid β-oxidation and glycolysis in these animals. ARTD8 and ARTD10 also act as RNA-binding proteins and have been implicated, via their role in DNA damage repair, in the response to genotoxic stress [73]. In addition, ARTD10 interferes with NF-κB signalling [74].

A major use of SAM is in the methylation of guanidinoacetate to produce creatine, which consumes about 40% of SAM [75]. The hepatic concentrations of both guanidinoacetate and creatine were higher in *Fmo5*^*-/-*^ mice. Increased consumption of SAM, for production of creatine, may drain the pool of SAM available for methylation of other substrates, with a potential negative effect on epigenetic methylation. The perturbation of one-carbon metabolism in *Fmo5*^*-/-*^ mice could affect age-related DNA hypermethylation [76] and, thus, provide a basis for the delayed metabolic aging of these animals [12]. In the nematode *C*. *elegans* an FMO was shown to modify one-carbon metabolism, which regulated stress resistance and longevity [77].

The expression of *Sat1*, encoding SSAT was higher in *Fmo5*^*-/-*^ mice. In mice, overexpression of *Sat1* results in increased basal metabolic rate, decreased WAT, improved glucose tolerance and insulin sensitivity, a lean phenotype and resistance to weight gain on a high-fat diet [78, 79], all of which are characteristic of *Fmo5*^*-/-*^ mice [12, 13].

In addition to *Nef2l2*, mouse knockouts of other genes that are downregulated in the liver of *Fmo5*^*-/-*^ mice share some of the phenotypic characteristics of *Fmo5*^*-/-*^ mice [12, 13]. *Cyp8b1*^*-/-*^ mice are resistant to diet-induced obesity and have increased energy expenditure, glucose tolerance and insulin sensitivity [80]; mice deficient in *Aldh1a1* are resistant to diet-induced obesity, have lower fasting plasma glucose concentration and enhanced oxygen consumption [81, 82]; *Thrsp*^*-/-*^ mice have a reduced rate of weight gain, less fat mass, and increased glucose tolerance and insulin sensitivity [83]; and THRSP promotes hepatic lipogenesis [84]. However, mice with a liver-specific knockout of *Ide* exhibit increased insulin resistance and glucose intolerance [85].

Our results indicate that disruption of the *Fmo5* gene decreases expression of genes involved in transport and metabolism of the nuclear receptor ligands retinoic acid and thyroid hormone, including *Rbp4*, *Retsat* and *Dio1*. Increased plasma concentrations of RBP4 are correlated with obesity and insulin resistance [86, 87], and hepatic depletion of *Retsat* decreases glycolytic flux and de novo lipogenesis [88], consistent with decreased expression of these genes contributing to the metabolic phenotype of *Fmo5*^*-/-*^ mice.

Thyroid hormone induces transcription via interaction with a thyroid hormone receptor-retinoid X receptor (TR-RXR) dimer. However, in the absence of thyroid hormone the dimer represses transcription. Decreased production of T3, as a consequence of lower expression of *Dio1* in *Fmo5*^*-/-*^ mice, might enhance TR-RXR-mediated repression of transcription and, thus, account for the lower expression in *Fmo5*^*-/-*^ mice of the thyroid-hormone inducible genes *Me1* and *Thrsp*.

Our results indicate that the marked anatomical and metabolic phenotype of *Fmo5*^*-/-*^ [12, 13] is due to differences in the expression of several genes. The analyses were performed on whole liver, which has the advantage of capturing information from the entire organ, but, because of the heterogeneous cellular composition of the liver, has the disadvantage of potentially diminishing the observed effects of disruption of the *Fmo5* gene on differential gene expression and metabolite abundance. In situ hybridization analysis revealed that *Fmo5* is expressed in hepatocytes, which comprise 80% of liver mass. However, FMO5 mRNA is not uniformly expressed across the liver acinus, with a concentration gradient decreasing from the perivenous to the periportal region [11]. The effect of disruption of the *Fmo5* gene would be expected to be greater in cells in which it is most highly expressed.

Although the number of animals used for transcriptomic and metabolomic analyses is relatively small, the marked phenotypic differences between *Fmo5*^*-/-*^ and WT mice are evident from studies with relatively few animals. The mice analysed in the current study were 32-weeks of age, at which time the lean phenotype of *Fmo5*^*-/-*^ mice is well established [12]. Our results show highly significant differences between *Fmo5*^*-/-*^ and WT mice in both gene transcription and metabolite concentrations. The PCA of metabolite data (Fig 1B) show a clear delineation between individual *Fmo5*^*-/-*^ and WT mice, and transcriptomic and metabolomic data are consistent.

## Conclusions

Metabolomic and transcriptomic analyses show that disruption of the *Fmo5* gene has wide-ranging effects on the abundance of metabolites and expression of genes in the liver, providing a metabolic basis for the lean phenotype of *Fmo5*^*-/-*^ mice. The results reveal that FMO5 is involved in upregulating the NRF2-mediated oxidative stress response, the UPR and response to hypoxia and cellular stress, indicating a role for the enzyme in adaptation to oxidative and metabolic stress. FMO5 also impacts a wide range of metabolic pathways and processes, principally ones involved in the regulation of lipid homeostasis, the uptake and metabolism of glucose, the generation of cytosolic NADPH, and in one-carbon metabolism.

Although the precise molecular mechanisms by which FMO5 exerts its effects are unknown, our results predict that FMO5 stimulates NRF2, XBP1, PPARA and PPARG regulatory pathways, while inhibiting STAT1 and IRF7 pathways.

## Materials and methods

### Animal maintenance and sample collection

Male WT C57BL/6J and *Fmo5*^*-/-*^ mice, generated on a C57BL/6J background [12], were bred at University College London. Mice were fed a standard chow diet (Teklad Global Rodent Diet 2019, Harlan Laboratories, Inc., Madison, WI, USA) and housed in adjacent cages with free access to food and water. Blood and tissue samples were collected between 9:00 am and 12 noon. Liver samples were immediately frozen on solid CO_2_ and stored at -80°C. All animal procedures were approved by the local ethics committee (Animal Welfare and Ethical Review Body) and carried out under Home Office Licences in accordance with the UK Animal Scientific Procedures Act.

### Metabolomics

Liver samples (*Fmo5*^*-/-*^, n = 4 and WT n = 6) from 32-week-old mice were shipped on solid CO_2_ to Metabolon (Morrisville, NC, USA) for global liver biochemical profiling. The Metabolon platform utilised Ultrahigh Performance Liquid Chromatography-Tandem Mass Spectroscopy (UPLC-MS/MS). Namely, a Waters ACQUITY ultra-performance liquid chromatography (UPLC) and a Thermo Scientific Q-Exactive high resolution/accurate mass spectrometer interfaced with a heated electrospray ionization (HESI-II) source and Orbitrap mass analyzer operated at 35,000 mass resolution. Following log transformation, Welch’s two-sample t-test was used to identify biochemicals that differed significantly (*q* < 0.05) in abundance between *Fmo5*^*-/-*^ and WT mice. The biochemicals identified are given in S1 and S3 Tables. Volcano plots and boxplots were generated using Prism software, version 9.5.0 (GraphPad Software, Inc., La Jolla, CA). Individual *q* values are stated on each boxplot.

### Transcriptomics

Liver samples (*Fmo5*^*-/-*^, n = 3 and WT n = 3) were shipped on solid CO_2_ to LGC Genomics Gmbh (Berlin, Germany). RNA isolation, cDNA library construction, quality controls and sequencing (NextSeq 500 (1 x 75bp) 400M single reads) were carried out. Demultiplexing of all libraries for each sequencing lane used Illumina bcl2fastq2.17.1.14 software (RAW). Adapter remnants were clipped from all raw reads. Sequencing reads were mapped to mm10 genome using STAR aligner (version 2.6.0c) [89]. Gene-based counting was performed using the STAR package. Differential expression analysis was performed using DESeq2 Bioconductor package (DESeq2_1.22.2) in R [90]. A list of differentially expressed genes was obtained along with log_2_-fold change over the control sample (*Fmo5*^*-/-*^/WT), with an adjusted *p* value (padj = *q*) for each gene. The GEO accession number for the RNA sequencing data is GSE180575. Before analysis a gene count cut-off of 500 (mean of all samples analysed, *Fmo5*^*-/-*^ and WT) was applied to remove genes whose transcripts had low representation in the data set. Canonical pathways and functions that differed between *Fmo5*^*-/-*^ and WT mice were identified using QIAGEN IPA (QIAGEN Inc., https://digitalinsights.qiagen.com/IPA) [91]. All data were also subject to manual inspection of function and biochemical pathways and by using Gene Ontology resources [92, 93]. A volcano plot was generated using Prism software, version 9.5.0.

### Plasma analysis

Blood was collected and plasma isolated and analysed as described previously [12, 94]. Data were analysed with an unpaired Student’s t-test (statistical significance defined as a *p* value of <0.05). Statistical analysis was carried out using Prism software (version 9.5.0). Plasma metabolite concentrations are given in S2 Table.

## Supporting information

S1 Table Biochemicals detected in livers of *Fmo5*^*-/-*^ and wild-type mice. Results are expressed as fold changes of *Fmo5*^*-/-*^ vs wild-type mice. Orange = increase; green = decrease.
(XLSX) Click here for additional data file.

S2 Table Plasma metabolite concentrations of 32-week-old *Fmo5*^*-/-*^ and WT mice. (DOCX) Click here for additional data file.

S3 Table Biochemicals detected in livers of *Fmo5*^*-/-*^ and wild-type mice. Raw data file.
(XLSX) Click here for additional data file.

# Supplementary material for: Metabolomic and transcriptomic analyses of Fmo5-/- mice reveal roles for flavin-containing monooxygenase 5 (FMO5) in NRF2-mediated oxidative stress response, unfolded protein response, lipid homeostasis, and carbohydrate and one-carbon metabolism
**Source:** PLoS One. 2023 Jun 2;18(6):e0286692. doi: 10.1371/journal.pone.0286692
**Supplement:** S2 Table

**S2 Table2. Plasma metabolite concentrations of 32-week-old *Fmo5^-/-^* and WT mice**

| **Metabolite** | **WT (n=6)** | **KO (n=4)** | ***p* value** |
| --- | --- | --- | --- |
| Total cholesterol | 3.59 ± 0.29 | 2.75 ± 0.05 | 0.035 |
| Triglycerides | 1.115 ± 0.11 | 0.838 ± 0.07 | 0.060 |
| NEFA | 1.11 ± 0.08 | 1.16 ± 0.04 | 0.581 |
| Glucose | 13.29 ± 1.73 | 8.79 ± 0.72 | 0.0007 |

All concentrations are in mmol/L.

How the deposited data were processed for this re-analysis (not part of the article)

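The deposited data are 6 RNA-seq libraries, 1 from the liver of each of 3 WT and 3 *Fmo5*-/- mice. All mice were males of 32 weeks of age. The metabolomics data are not part of this deposit and were not analysed here.

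The authors clipped adapters from single reads, mapped them to mm10 with STAR 2.6.0c and had STAR count the reads per gene, and they deposited these raw counts for each library. Each of the 6 deposited count tables lists 54446 genes in 3 columns, with the counts of both strands and the counts of each strand alone. The authors also deposited 1 table of their DESeq2 comparison. Its signal columns hold, per library and as a mean over the 6, the raw counts divided by 1 DESeq2 size factor per library. Its log2 columns hold the log2 fold change, *Fmo5*-/- over WT, and the standard error that the authors computed with DESeq2. Its score column holds the authors' Wald statistic, the log2 fold change over its standard error. Its p-value columns hold the authors' Wald p and its Benjamini-Hochberg adjustment, which is given for 15570 genes. The ratio of raw counts of both strands to the deposited signal was checked and is the same for all genes of a library, so the counts of both strands were analysed. In the deposited table, 27 gene symbols were turned into date numbers, and genes were therefore joined by their versioned Ensembl identifiers. Positions were taken from the GENCODE vM21 annotation, on the same genome build as mm10, which holds 54409 of the identifiers. The release that the authors used is not stated in the paper.

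Between 67753857 and 75632821 reads were listed per library. Of these, 66.2% to 69.2% were counted on genes, 9.1% to 10.1% were unmapped, 10.4% to 13.1% mapped to several places, 6.86% to 8.63% fell in no gene and 3.52% to 3.98% fell in more than 1 gene. Only the counts on genes entered the library sizes and tests. The 20 most abundant genes held 24.7% to 28.3% of the counts on genes, and *Alb* alone 8.16% to 11%. A count of 0 allows up to 3 counts with 95% confidence.

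Libraries were grouped by genotype. All tests ran in R 4.3.3. Genes were kept by edgeR's filterByExpr with a minimum count of 10, scaled by TMM and compared with the robust quasi-likelihood fit and test of edgeR 4.0.16, with Benjamini-Hochberg adjustment over 16734 genes. Differential expression was set, as in the paper, at an adjusted p under 0.05 and a mean normalized count of 500 or more over the 6 libraries. Counts of *Mup*, *Ugt* and *Sult* genes, of genes by position and of single genes within the gene lists were taken without the limit on the mean. The threshold on the adjusted p and the limit on the mean are those of the paper, which used DESeq2. Standard errors of log2 fold changes are the fold change over the square root of the quasi-likelihood F, and intervals are 95% confidence intervals. The median prior degrees of freedom of the fit were 5.11. Gene lists were tested with camera from limma 3.58.1 on log2 CPM (prior count 2), with a preset correlation of 0.01, two-sided, and adjustment over 26 lists.

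The genes named are *Fmo5*, every gene named in the paper's text or tables, the genes of the lists, and the 10 genes with the smallest adjusted p in each direction among those with a mean of 500 or more, an adjusted p under 0.05 and no overlap between the genotypes. The lists comprise targets or genes of NRF2, ER chaperones and ERAD, PERK-ATF4, heat shock, PPARA, PPARG, interferon, cholesterol and fatty acid synthesis, sex bias, the clock, fasting, feeding and the acute phase, markers of 10 cell types, and 8 genes that differ between C57BL/6 colonies, which were not tested as a set. No pathway database was available for the authors' pathway analysis, which was not repeated.

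Every result was also computed with the DESeq2 1.42.0 Wald test at its default filters, with RLE factors in edgeR, with the scaling taken without the 20 most abundant genes, with no filter on low counts except at least 1 count, with the limit of 500 set before the fit, with the reads of 1 strand, and without each of the 6 libraries in turn. Lists were also tested with fry and with camera at the estimated correlation. The window around *Fmo5* was 20 Mb to either side, with 10 and 40 Mb as alternatives. Corrections for GC content and for transcript length, and libraries drawn down to the smallest, were added after the data had been seen. Results were also compared across the 10 splits of the 6 libraries into 3 and 3.

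The steps were tested on simulated data, drawn for 16734 genes from the means, trended dispersions and sizes of these libraries, and so without the added spread of single genes, with 67, 67 and 66 genes changed by a log2 fold change of 0.5, 1 and 2. EdgeR recovered 43.3%, 100% and 100% of them, with 5 false calls among 167. DESeq2 recovered 47.8%, 100% and 100%, with 13 false calls among 178. Camera called the 1 changed list of 30 genes and 0 of 50 unchanged lists. These draws held no correlation between genes. The list calls therefore cannot check the preset correlation, on which camera's calls in the real libraries rest, and give no rate of false calls for them.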

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

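The tests of *Rps3a3* and of the region of chromosome 3 were chosen after the results were seen. The 8 genes below were all higher in *Fmo5*-/- mice, are among the 10 with the smallest adjusted p in that direction and a mean of 500 or more, and are not discussed in the paper.

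*Rps3a3* (chromosome 13, 108670603 to 108671397), annotated as a processed pseudogene, rose from 25.8 ± 4.75 normalized counts in WT mice to 2088 ± 259 in *Fmo5*-/- mice (SD, n = 3 each), with a log2 fold change of 6.33 (edgeR adjusted p = 2.79e-07) and higher counts in 3 of 3 *Fmo5*-/- mice. *Rps3a1* (chromosome 3, 86137940 to 86142702), which lies on chromosome 3 within 20 Mb of *Fmo5*, fell from 9166 ± 466 to 4554 ± 118 (log2 fold change -1.01, edgeR adjusted p = 8.45e-04). Over its 795 bases the *Rps3a3* sequence is 98.87% identical to the *Rps3a1* transcript, with 9 differences. The counts summed over both genes were 9191 ± 469 in WT mice and 6642 ± 336 in *Fmo5*-/- mice, a log2 ratio of -0.47. A gene that rose was added to one that fell by more counts, so the sum had to change less than either. The smaller change therefore cannot tell shared reads from separate changes of these genes. The rise of *Rps3a3* equals 44.7% of the counts that *Rps3a1* lost. A candidate explanation is that reads of an *Rps3a1* allele in *Fmo5*-/- mice that differs from the reference are counted on its near-identical copy. The sum still fell, and the reads themselves, which would show the allele, were not analysed here. A change in transcription of either gene was not tested.

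*Asic5* (chromosome 3, 81982290 to 82021233) rose from 243 ± 37.6 to 1694 ± 75.8 normalized counts (log2 fold change 2.80, edgeR adjusted p = 6.09e-06), higher in 3 of 3 *Fmo5*-/- mice. It lies 15.6 Mb from *Fmo5*, within the 40 Mb window around that gene in which 18 of 427 tested genes had an adjusted p under 0.05 by edgeR's test. The windows on other chromosomes were set 1 Mb apart, so they overlap and are not independent. Of 1715 such windows of the same size, 7 had as high a share. Sequence of another strain around the targeted gene may therefore have a part in the rise of *Asic5*, although an effect of the loss of FMO5 on this 1 gene cannot be separated from it, since every *Fmo5*-/- mouse carries both.

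*H2-Q7* (chromosome 17, 35439155 to 35443773) rose from 2469 ± 265 to 4732 ± 650.1 normalized counts (log2 fold change 0.94, edgeR adjusted p = 0.0118), higher in 3 of 3 *Fmo5*-/- mice. It encodes a class I histocompatibility protein. Interferon-stimulated genes and the markers of Kupffer cells and lymphocytes were also higher, the lymphocyte markers with a median log2 fold change of 1.45. More immune cells in the liver of *Fmo5*-/- mice may contribute to the rise of *H2-Q7*, and an interferon response in hepatocytes remains open as well. *H2-Q7* has close relatives on chromosome 17, and the sharing of reads with them was not tested. *H2-Q7* passed in 5 of the 6 fits that left out 1 library and not without the first *Fmo5*-/- mouse (0.94, edgeR adjusted p = 0.0600).

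*Wdfy1* (chromosome 1, 79702262 to 79776143) rose from 861 ± 41.2 to 1734 ± 71.3 (log2 fold change 1.01, edgeR adjusted p = 7.82e-04), *Adam11* (chromosome 11, 102761439 to 102780262) from 879 ± 55.5 to 1863 ± 264 (1.08, edgeR adjusted p = 0.00422) and *Slc39a4* (chromosome 15, 76612383 to 76617384) from 1773 ± 27.5 to 3549 ± 679 (1.00, edgeR adjusted p = 0.0146). *Dmpk* (chromosome 7, 19083849 to 19093821) rose from 1379 ± 111 to 2646 ± 385 (0.94, edgeR adjusted p = 0.0103) and *Limd2* (chromosome 11, 106156256 to 106160860) from 610 ± 72.9 to 1089.7 ± 78.2 (0.84, edgeR adjusted p = 0.0117). Each was higher in 3 of 3 *Fmo5*-/- mice. *Wdfy1* and *Adam11* passed the threshold in all 6 fits that left out 1 library, and the other 3 genes in 5 of them. Without the first *Fmo5*-/- mouse the adjusted p from edgeR was 0.0598 for *Dmpk*, 0.0600 for *Limd2* and 0.0668 for *Slc39a4*. Corrections for GC content and length, the scaling without the 20 most abundant genes and equal depth are tested for the whole set of genes under the other observations. *Wdfy1* was on the list, written beforehand, of genes that differ between C57BL/6 colonies. For these 5 genes no single explanation was tested, and genotype is the 1 biological difference that the design names.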

How the results depend on the processing

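The corrections for GC content and transcript length and the equal depth were chosen after the data were seen, and all other alternatives were set beforehand. No paired analysis was possible because the labels give no replicate numbers shared between genotypes. Each count below is set against the value from edgeR on all 6 libraries, and where a change is given without a reason, the cause was not tested.

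Replacing TMM by RLE factors, or taking the scaling without the 20 most abundant genes, left every count within 1.5 times of its value, with 135 and 134 differentially expressed genes against 126. Of the 126 genes, 126 were shared with RLE factors and 123 with the other scaling. The same held for the reads of 1 strand (115 genes, 89 shared), except that 1 *Mup* gene was called. The correction for transcript length (173 genes, 125 shared) and equal depth (130 genes, 117 shared) were run only for the counts of differentially expressed genes, higher and lower, which stayed within 1.5 times.

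The DESeq2 Wald test gave 744 differentially expressed genes, 216 higher and 528 lower, 187 genes of Tables 1 to 6 against 40, 13 *Mup* genes against 2 and 63 genes within 20 Mb of *Fmo5* against 18. With no filter on low counts, edgeR gave 981 genes, 277 higher and 704 lower, 167 genes of the tables, 8 of the genes reported as similar against 0 (10 at an unadjusted p under 0.05), 7 *Mup* genes, 1 *Ugt* or *Sult* gene called higher against 0 (1 at an unadjusted p under 0.05) and 78 genes near *Fmo5*. In that fit the prior degrees of freedom were infinite, and the cause of the larger counts was not tested. With the limit of 500 set before the fit, fewer genes were tested (7820), and 53 were differentially expressed, 30 higher and 23 lower, a lower share of 43.4% against 65.9%. That fit moved the median log2 fold change of the same genes by 0.064. It gave 12 genes of the tables, 0 *Mup* genes, 4 genes near *Fmo5* and 0 genes within 0.5 Mb of *Ide* against 1. Without a limit on the mean count there were 229 genes, 113 of them higher. After correction for GC content, also run only for these counts, there were 76, 44 of them lower. Adjusted over the list alone, 187 genes of the tables passed. Within 10 and 40 Mb of *Fmo5*, 10 and 28 genes had an adjusted p under 0.05 by edgeR's test.

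Fits without 1 library moved most counts by more than 1.5 times. Differentially expressed genes ranged from 14 (without the first *Fmo5*-/- mouse) to 259 (without the third *Fmo5*-/- mouse), genes higher from 7 to 152 and genes lower from 7 to 107, in both cases between the same fits. Without the first, second and the third WT mouse the counts were 33, 52 and 103, and without the second *Fmo5*-/- mouse 55. The share of these genes that was lower fell from 65.9% to 50% without the second WT mouse or the first *Fmo5*-/- mouse, to 50.9% without the second *Fmo5*-/- mouse and to 41.3% without the third *Fmo5*-/- mouse. Genes of the tables ranged from 5 (without the first *Fmo5*-/- mouse) to 40, with 11 and 12 without the first and second WT mouse and 18 without the second *Fmo5*-/- mouse, genes reported as similar from 0 to 1 (without the third WT mouse), *Mup* genes from 0 (without the second or the third WT or the first *Fmo5*-/- mouse) to 2, with 1 without the second *Fmo5*-/- mouse. Genes near *Fmo5* ranged from 7 (without the first *Fmo5*-/- mouse) to 27, with 10 and 9 without the first and second WT mouse. The gene beside *Ide*, *Btaf1*, kept its call only without the third *Fmo5*-/- mouse, so the count ranged from 0 to 1. Each of these fits has fewer samples.

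Of 26 gene lists, camera called 9, and fry and camera with the estimated correlation called 0. Both use the same medians, which were -0.12 for NRF2 targets, -0.46 for ER chaperones, -0.44 for PPARA targets, -0.89 for PPARG targets and 0.79 for interferon-stimulated genes. Camera with the estimated correlation takes it from 3 against 3 libraries in place of the preset 0.01. Fry is another kind of test with no preset correlation, so its loss of calls alone does not trace them to the preset. The NRF2 list also lost its call with the limit of 500 set before the fit, at a median of -0.089, and had medians from -0.18 to -0.035 across the 6 fits that left out 1 library. It lost its call without the first or the third WT mouse (-0.035 and -0.14) and without the second or the third *Fmo5*-/- mouse (-0.14 and -0.11). The PPARG list had a median of -0.58 with that limit and lost its call (limma camera adjusted p = 0.273).

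The SREBP1c list lost its call with that limit (median -0.22, limma camera adjusted p = 0.0526), without the third WT mouse (-0.12, limma camera adjusted p = 0.159) and without the second *Fmo5*-/- mouse (-0.12, limma camera adjusted p = 0.170), as well as under fry and the estimated correlation. Camera called 13 lists with the values of DESeq2, 12 with no filter, 6 with the limit of 500 before the fit, 10 with the reads of 1 strand and 7 to 12 without 1 library.

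Lists without a call reversed in the direction that camera gives. The PERK-ATF4 list did so with the limit of 500 before the fit (median 0.16) and the reads of 1 strand (0.12), the female-biased list without the second WT mouse (range 0.13 to 0.40), and the cholangiocyte list with that limit (0.18) and without the third WT or first *Fmo5*-/- mouse (range -0.20 to 0.39). The erythrocyte list, of 5 genes, did so with DESeq2 (0.31), that limit (0.39), 1 strand (0.32), fry (0.33) and without the first 2 WT or the last 2 *Fmo5*-/- mice (range -0.34 to 0.58). The hepatocyte list did so with that limit (-0.0058) and without the third WT mouse (range -0.10 to 0.0045).

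Of 232 single genes in the text, none (0 genes) reversed with DESeq2, RLE factors or no filter. With the scaling without the 20 most abundant genes these were *Acot7* (0.0039) and *Shmt2* (0.0051). With the limit of 500 before the fit they were *Acot7* (0.063), *Cyp2e1* (0.012), *Macrod1* (0.051) and *Shmt2* (0.063), and with the reads of 1 strand *Cideb* (0.012) and *Shmt2* (0.014). Across the 6 fits without 1 library, the log2 fold changes of those that reversed lay between -0.20 and 0.23 for *Acacb*, -0.35 and 0.077 for *Acly*, -0.27 and 0.14 for *Acot2*, -0.031 and 0.030 for *Acot7*, -0.040 and 0.29 for *Adprh*, -0.21 and 0.039 for *Cyp2e1*, -0.12 and 0.069 for *Macrod1*, -0.013 and 0.070 for *Oard1*, -0.035 and 0.044 for *Shmt2* and -0.081 and 0.25 for *Xbp1*. Among the other genes, DESeq2 took 148 past the threshold and the fit with no filter 135, and no gene lost its call. With the limit of 500 before the fit 227 of the 232 genes have a value, and 20 of the 21 lists compared outside the 5 above, and with the reads of 1 strand 20 of these lists. RLE factors made 3 stronger, and the scaling without the 20 most abundant genes 2 weaker and 3 stronger. The limit of 500 before the fit made 28 weaker, and the reads of 1 strand 5 weaker and 2 stronger. Without the first, second and the third WT mouse 30, 29 and 19 genes lost their calls, and without the first, second and the third *Fmo5*-/- mouse 40, 24 and 11. Genes that gained a call without the third WT and the third *Fmo5*-/- mouse numbered 20 and 11.

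With 3 libraries per genotype, simulated changes of a log2 fold change of 0.5 were recovered in 43.3% of genes by edgeR, with the spread of each gene set to the trend, so a gene of that change without a call is not shown to be unchanged.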

Differences from the paper's values

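No tests were chosen for this part after the results were seen. The paper's counts and q values come from DESeq2, and the values here come from edgeR unless named otherwise.

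The paper gives 744 differentially expressed genes, and edgeR's test gave 126. Of the alternatives set before the data were examined, DESeq2 (744) and edgeR with no filter on low counts (981) reached the paper's value within 1.5 times, and the others did not. The paper gives 216 genes higher in *Fmo5*-/- mice, against 43 here, and 528 lower, against 83. DESeq2 gave 216 and 528, no filter gave 277 and 704, and the fit without the third *Fmo5*-/- mouse gave 152 higher, and these were the only alternatives that closed either gap.

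For single genes, the paper's adjusted p of *Hspa5* is 8.01e-12 and that of edgeR's test here is 0.00977. For *Fitm1* the paper gives 3.71e-10 and edgeR gave an adjusted p of 0.00807. For *Apoa4* the paper gives 7.00e-27 and edgeR's adjusted p is 7.82e-04. For *Ide* these are 1.90e-15 in the paper and 0.00391 as edgeR's adjusted p, for *Mme* 8.49e-25 and 0.00871, and for *Hyou1* 9.83e-10 and 0.0128. For *Tymp* the paper gives 8.49e-25 and edgeR an adjusted p of 7.82e-04, and for *Pex11a* 2.95e-9 and 0.0133. DESeq2 closed each of these 8 gaps, with adjusted p from 7.03e-27 (*Apoa4*) to 9.88e-10 (*Hyou1*) and 2.96e-09 (*Pex11a*). No other alternative came within 1.5 times of the paper's value. With no filter on low counts, edgeR's adjusted p was smaller than the paper's for each of these genes except *Mme* (0.0117). Over the alternatives the adjusted p from edgeR ranged from 8.99e-17 to 0.0600 for *Hspa5*, 9.10e-16 to 0.0322 for *Fitm1*, 3.95e-45 to 0.00410 for *Apoa4*, 1.28e-19 to 0.0177 for *Ide*, 0.00219 to 0.0459 for *Mme*, 3.47e-17 to 0.0751 for *Hyou1*, 2.38e-25 to 0.00425 for *Tymp* and 1.96e-19 to 0.0816 for *Pex11a*.

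The percent changes of 189 entries in the paper's tables were compared with those computed here, and 0 differed in sign or by more than the SD of the percent change computed here. The largest gap was 2.82 percentage points.

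The paper ranks *Apoa4* first by significance. Among genes with a mean of 500 or more in the authors' deposited table, 3 have a smaller adjusted p from DESeq2 than *Apoa4*, which are *Fmo5*, *Rps3a3* and *Asic5*. Within the same limit, edgeR's adjusted p is smaller than that of *Apoa4* for the same 3 genes.

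The paper reports the genes of its Tables 1 to 6 as changed. EdgeR's test called 40 of the 187, DESeq2 called 187 and edgeR with no filter on low counts 167. Among the genes edgeR did not call is *Nfe2l2* of Table 1 (edgeR adjusted p = 0.0938), which DESeq2 called. Of 14 *Mup* genes with a mean of 500 or more, the paper reports lower expression of a subset. EdgeR's test called 0 of these 14, and DESeq2 called 8. Of all 21 *Mup* genes, edgeR called 2, DESeq2 called 13, and 14 had an unadjusted p under 0.05 by edgeR's test.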

Other observations

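The tests of chromosome 3 and *Rps3a3* were chosen after the result was seen, as was the score per library of 2 cell types in the test of the hepatocyte share, the corrections for GC content and length and the equal depth. The criteria for the neighbours of *Ide* and for the share of lower genes were changed after their values were seen. By the first criteria, *Fgfbp3* counted for a copy number difference and the share after the GC correction counted against GC content, and both are left open here. For time of day and feeding, the male pattern and the UPR branches, the written criteria count lists without a call against the explanation, and they are left open here because the lists hold few genes and no call does not show that a list is unchanged.

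With 3 libraries against 3 there are 10 splits, so none of these counts can reach a share under 0.1. For differentially expressed genes by edgeR's test, 1 of the 10 splits, the real one, gave as many as 126, and the other 9 gave 0 genes each. The same 1 of 10 holds for the genes higher, the genes lower, the genes of Tables 1 to 6, the *Mup* genes and the genes within 20 Mb of *Fmo5*. With DESeq2, 1 of the 10 splits gave as many as 744, and the others gave 0 to 40. For gene lists called by camera, 7 of the 10 splits gave as many as the 9 of the real split, and the other splits gave 4 to 13. A number of called lists of this size is therefore also found when mice of both genotypes are mixed. Each mixed split has unequal numbers of the genotypes on its sides and keeps part of any genotype difference. The 7 of 10 is thus no rate of false calls. The calls of single lists by camera rest on its preset correlation.

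Of the 126 differentially expressed genes, 65.9% were lower in *Fmo5*-/- mice (95% Clopper-Pearson interval 56.9% to 74.1%). Some tests argue against transcript length, a few abundant genes and depth as the whole source of this split. The share was 66.5% after a correction for transcript length, 61.2% with the scaling taken without the 20 most abundant genes and 63.1% after drawing each library down to the smallest, with intervals above 50% in each case. After a correction for GC content the share was 57.9% (46% to 69.1%), so GC content and genotype cannot be told apart as sources of the split, because the interval includes 50% and fewer genes were called. With the limit of 500 set before the fit, which moved the median log2 fold change by 0.064, the share was 43.4% (29.8% to 57.7%), so the excess of lower genes is not kept under each way of scaling and filtering. Without the third *Fmo5*-/- mouse the share was 41.3%, and without the second WT or first *Fmo5*-/- mouse 50%, so the split also rests on single libraries. No biological explanation of the split was tested.

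On chromosome 3, 39 of 865 tested genes other than *Fmo5* had an adjusted p under 0.05 by edgeR's test (4.51%), against 0.512% to 2.11% on the other chromosomes. Genes of this chromosome are 5.18% of the tested genes and 17.1% of the 228 with such an adjusted p (Fisher's exact test, odds ratio 3.92, p = 3.59e-11, with genes as the units, which are not independent). Of 29 such genes with an absolute log2 fold change of 2 or more, 7 lie there. Within 20 Mb of *Fmo5* the share was 4.22% (18 of 427, 12 higher and 6 lower). Windows on other chromosomes were set 1 Mb apart, so they overlap and are not independent. Of 1715 such windows of the same size 7 had as high a share, where the median was 1.09% and the highest 5.36%. Within 10 Mb, 121 of 1900 windows were as high, and within 40 Mb 0 of 976. The share was highest between 60 and 80 Mb, at 14%. Without the first *Fmo5*-/- mouse 7 genes within 20 Mb passed, and 10 and 9 without the first and second WT mouse. *Cd1d2*, 10.6 Mb from *Fmo5*, had normalized counts of 6.72 ± 3.37 in WT mice and 881 ± 28.0 in *Fmo5*-/- mice, and *Hsd3b3*, 1.09 Mb away, fell from 8111 ± 588 to 3175 ± 487 (edgeR adjusted p = 0.00160). Sequence of another strain around the targeted gene, left from the cells in which it was made, may account for part of these differences. It would apply to genes of chromosome 3 that the paper interprets: 19 genes of its Tables 1 to 6 lie there, and 6 of the 40 that edgeR called, which are *Etfdh*, 18 Mb from *Fmo5*, and *Ostc*, *Mme*, *Serp1*, *Mttp* and *Mccc1*, which lie outside the 20 Mb window at 33, 34.2, 39.1, 40.4 and 61.6 Mb. The excess also extends beyond the window, and the reads, which would show the alleles, were not analysed here. An effect of FMO5 on these genes stays open.

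Of the genes on the list of differences between C57BL/6 colonies, *Ide* fell, with 11 tested neighbours within 0.5 Mb, of which 1, *Btaf1*, had an adjusted p under 0.05 by edgeR's test, and the intervals of 7 include 0. *Fgfbp3*, which lies in a copy number variant with *Ide* in some colonies, had a log2 fold change of -0.79 at mean counts of 47.2 and 27.1 (edgeR adjusted p = 0.229). A copy number difference of the region around *Ide* between the mice and an effect of genotype cannot be told apart, because the counts of *Fgfbp3* are too few. *Wdfy1* was higher, as given above. *Nnt* had a log2 fold change of 0.36 (95% confidence interval -0.34 to 1.07), *Cyfip2* of 0.73 (0.13 to 1.32) and *Nlrp12* of -0.040 (-0.39 to 0.31). *Entpd4* and *Crb1* had 0 or 1 count in each library.

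The Kupffer cell markers were higher, 12 of 12, with a median log2 fold change of 1.12 (limma camera adjusted p = 9.99e-08), and so were 9 of 10 lymphocyte markers, with a median of 1.45 (limma camera adjusted p = 5.93e-04) at low counts, the median mean count being 57.3. With the limit of 500 set before the fit, the lymphocyte list keeps only *Ighm* and was not called (median -0.14, limma camera adjusted p = 0.977). None of the lymphocyte genes had an edgeR adjusted p under 0.05 at any mean count (0 genes), and 1 Kupffer gene did. More immune cells in the liver of *Fmo5*-/- mice may thus account for part of the rise in interferon-stimulated genes. None of the 41 genes of that list is in another list (0 genes). A response of hepatocytes to interferon stays open. A lower share of hepatocytes in the liver samples is argued against as the source of the lower hepatocyte genes: 2 of 5 lists of other liver cells were called higher, while sinusoidal endothelial cells had a median of -0.092 (limma camera adjusted p = 0.508), stellate cells of 0.21 (limma camera adjusted p = 0.207) and cholangiocytes of 0.031 (limma camera adjusted p = 0.826). The mean log2 CPM of Kupffer minus endothelial markers was -0.16, -0.18 and -0.24 in the WT mice and 1.30, 1.08 and 0.22 in the *Fmo5*-/- mice. The third *Fmo5*-/- mouse thus lay closer to the WT mice.

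Hepatocyte markers had a median of -0.067 (limma camera adjusted p = 0.668), periportal markers of 0.055 (limma camera adjusted p = 0.481), perivenous markers of 0.26 (limma camera adjusted p = 0.0698) and erythrocyte markers of 0.33 (limma camera adjusted p = 0.954). The perivenous list was called with DESeq2 (limma camera adjusted p = 0.0143), with the limit of 500 before the fit (limma camera adjusted p = 0.0119), with the reads of 1 strand (limma camera adjusted p = 0.0414) and without the first WT, the second WT or the third *Fmo5*-/- mouse, with adjusted p from limma camera of 0.0132 to 0.551 over the fits without 1 library. Of 10 acinar markers 1 was tested, with a log2 fold change of 0.31.

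Lists for clock time and food intake had medians below 0. Clock genes of the BMAL1 side had a median of -0.14 (limma camera adjusted p = 0.455), those of the PER side of -0.33 (limma camera adjusted p = 0.0798), genes raised by fasting of -0.24 (limma camera adjusted p = 0.386) and genes raised by feeding of -0.38 (limma camera adjusted p = 0.157). Of these 4 lists 0 were called. The PER side was called with DESeq2 (limma camera adjusted p = 0.0411), with no filter (limma camera adjusted p = 0.0236) and without the first WT, the third WT or the third *Fmo5*-/- mouse, with adjusted p from limma camera of 0.00844 to 0.754 over the fits without 1 library. The BMAL1 side was called without the second WT mouse (limma camera adjusted p = 0.00307) and the feeding list without the third *Fmo5*-/- mouse (limma camera adjusted p = 0.0256). A difference in time of day or feeding at collection and genotype cannot be told apart as sources of the lower lipid metabolism genes, because the paper gives free access to food and a window of collection in the morning but not the time of each mouse, the lists hold 5 to 11 genes, and their calls change with the setting and the library left out.

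The counts summed over all *Mup* genes fell, with a log2 ratio of -0.52 (exact two-sided permutation test, p = 0.1). Reads moving between near-identical *Mup* genes would keep the sum, so its fall argues against them as the whole source of the lower genes. Reads that map to several places are not in the sum, so it cannot tell lower expression from reads lost that way. A weaker male pattern of liver expression is left open. Male-biased genes had a median of -0.14 (limma camera adjusted p = 0.137) and female-biased genes of 0.27 (limma camera adjusted p = 0.463). The pattern and other effects of genotype cannot be told apart, because the medians have the signs that a weaker male pattern would give and neither list was called. The male-biased list was called with DESeq2 (limma camera adjusted p = 0.0455), with no filter (limma camera adjusted p = 0.0398) and without the first WT mouse (limma camera adjusted p = 5.54e-05), while its median was 0.049 without the second WT mouse, and over the fits without 1 library the adjusted p from limma camera reached 0.479. The female-biased list was called in none of these fits (0 fits).

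ER chaperone genes were lower while the PERK-ATF4 list had a median log2 fold change of 0.10 and was not called. Whether a lower response of every branch of the UPR or of some branches lies behind the lower ER chaperone genes cannot be told apart, because the 13 PERK-ATF4 genes went both ways.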
